# MMP14 cleaves PTH1R in the chondrocyte-derived osteoblast lineage, curbing signaling intensity for proper bone anabolism

**DOI:** 10.7554/eLife.82142

**Published:** 2023-03-09

**Authors:** Tsz Long Chu, Peikai Chen, Anna Xiaodan Yu, Mingpeng Kong, Zhijia Tan, Kwok Yeung Tsang, Zhongjun Zhou, Kathryn Song Eng Cheah

**Keywords:** osteogenesis, bone mass, chondrocyte-osteoblast lineage, parathyroid hormone signaling, metalloproteinases, Mouse

## Abstract

Bone homeostasis is regulated by hormones such as parathyroid hormone (PTH). While PTH can stimulate osteo-progenitor expansion and bone synthesis, how the PTH-signaling intensity in progenitors is controlled is unclear. Endochondral bone osteoblasts arise from perichondrium-derived osteoprogenitors and hypertrophic chondrocytes (HC). We found, via single-cell transcriptomics, that HC-descendent cells activate membrane-type 1 metalloproteinase 14 (MMP14) and the PTH pathway as they transition to osteoblasts in neonatal and adult mice. Unlike *Mmp14* global knockouts, postnatal day 10 (p10) HC lineage-specific *Mmp14* null mutants (Mmp14ΔHC) produce more bone. Mechanistically, MMP14 cleaves the extracellular domain of PTH1R, dampening PTH signaling, and consistent with the implied regulatory role, in Mmp14ΔHC mutants, PTH signaling is enhanced. We found that HC-derived osteoblasts contribute ~50% of osteogenesis promoted by treatment with PTH 1–34, and this response was amplified in Mmp14ΔHC. MMP14 control of PTH signaling likely applies also to both HC- and non-HC-derived osteoblasts because their transcriptomes are highly similar. Our study identifies a novel paradigm of MMP14 activity-mediated modulation of PTH signaling in the osteoblast lineage, contributing new insights into bone metabolism with therapeutic significance for bone-wasting diseases.

## Introduction

Developing and maintaining appropriate proportions of cells of the osteoblast lineage and other cell types (e.g., osteoclasts, endothelial cells, adipocytes, stem cells) in the bone marrow are crucial for healthy bones. These cell types together maintain bone mass via concerted activities of bone building (anabolic) by osteoblasts versus bone resorption (catabolic) by osteoclasts, with input from factors produced by osteocytes to orchestrate the remodeling process (Florencio-Silva et al., 2015). Through this continuous remodeling, and balanced anabolic and catabolic activity, a homeostatic condition is achieved (Karsenty et al., 2009). This homeostasis is regulated by growth factors and cytokines produced within bone and systemic factors such as parathyroid hormone (PTH) and estrogens (Wein and Kronenberg, 2018; DiGirolamo et al., 2012). An imbalance in proportions of these cells in bone impairs bone resorption and formation, which can result in diseases of bone mass such as osteopenia, osteoporosis, and osteopetrosis (Ayturk et al., 2020; Kenkre and Bassett, 2018).

Long bones form by endochondral ossification, a process in which chondrocytes differentiate, proliferate, mature, and become hypertrophic, forming a cartilaginous growth plate that coordinates longitudinal bone growth and is recapitulated in fracture repair (Hu et al., 2017; Javaheri et al., 2018). Hypertrophic cartilage is remodeled by matrix metalloproteinases (MMPs) (reviewed in Tsang and Cheah, 2019). The chondrocyte differentiation cascade is coordinated by many transcription factors and signaling pathways, including reciprocal signaling via the parathyroid hormone-related protein (PTHRP)-Indian hedgehog (IHH) feedback loop (Kronenberg, 2003; Long and Ornitz, 2013). Resting chondrocytes secrete PTHRP, which binds to parathyroid hormone 1 receptor (PTH1R) expressed by pre-hypertrophic chondrocytes, acting to delay their differentiation to hypertrophic chondrocytes (HCs) (Mizuhashi et al., 2018; Newton et al., 2019). HCs specifically produce collagen type X (*Col10a1*), downregulate PTH1R, and undergo distinct phases of cell enlargement for bone elongation (Cooper et al., 2013; Yang et al., 2014a). Recent work has shown that osteoblasts in trabecular bone are derived from HCs in the growth plate and from osteoprogenitors in the perichondrium that accompany invading blood vessels (Yang et al., 2014a; Maes et al., 2010; Yang et al., 2014b). HCs have been shown to contribute to the full spectrum of cells in the osteoblast lineage in endochondral bone, trabeculae, endosteal/endocortical bone, including osteocytes, and, to a minor degree, bone marrow stromal cells and adipocytes (Yang et al., 2014a; Yang et al., 2014b; Park et al., 2015; Tan et al., 2020). HC transformation to osteoblasts also occurs in bone healing (Hu et al., 2017; Yang et al., 2014a; Yang et al., 2014b). The functional importance of the HC lineage has been demonstrated in mice, which have reduced bone mass as a consequence of ablating β-catenin and *Irx3/5* genes specifically in HCs (Tan et al., 2020; Houben et al., 2016). However, it is not known whether the HC-derived osteogenic lineage is molecularly distinct from the non-HC lineage (contributed by the perichondrium, periosteum, bone marrow mesenchymal stem cells), which specific MMPs act at the chondro-osseous junction to facilitate the transition of HCs to osteoblasts, and what physiological contribution(s) they make to maintain bone homeostasis and anabolism in response to extrinsic signals.

Here, using single-cell transcriptomics, we characterized the HC-derived osteoblast populations in endochondral bone and found that their transcriptomes are broadly similar to that of non-HC-derived osteoblasts. We found that HC-derived osteoblasts activate membrane-type 1 metalloproteinase 14 (MMP14) and the PTH/PTH1R pathway upon transition into sub-chondral bone. Using mouse mutants and biochemical approaches, we identified the cleavage of PTH1R by MMP14 in HC-derived osteoblasts as a novel mechanism that curbs the intensity of PTH signaling. Like their non–HC-derived counterparts, HC-derived osteoblasts respond to exogenous PTH treatment and contribute significantly to the bone anabolic response. MMP14 modulation of PTH signaling intensity controls the differentiation and survival of osteoblasts and thereby the anabolic response to PTH in building bone mass.

## Results

### HC derivatives activate MMP14 as they transition to become osteoblasts

To reveal key transcriptional changes and MMPs that could potentially facilitate the translocation of HC lineage cells as they cross the chondro-osseus junction to contribute to forming trabecular bones, we exploited *Col10a1*^Cre/+^ (C10Cre); *Rosa26^LSL-tdTomato/LSL-tdTomato^* (RtdT) (abbreviated C10Cre;RtdT) mice wherein the HC-derived osteoblast lineage is marked by the expression of tdTomato because of the specific activity of Cre recombinase on the RtdT *Cre* reporter in HCs (Yang et al., 2014a; Tan et al., 2020; Madisen et al., 2010). 

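The P6 values come from 1 library, made from the pooled cells of 2 tibiae of 1 male mouse that carried the C10Cre driver, the RtdT reporter of HCs and their descendants, and lowered Irx3 and Irx5 doses. Its 4 sequencing entries were counted together by the authors. There is no replicate, so no test, p-value or standard error is given at any P6 value, and cells are not replicates. The authors deposited counts of unique molecular identifiers (UMIs, each standing for 1 captured transcript) per gene and barcode, without normalization, made with Cell Ranger on mm10 with the tdTomato and WPRE sequences added. Counts of transgene sequences come from a matrix of 98 exogenous sequences over 6794880 barcodes.

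The gene matrix holds 14181 barcodes and 31053 genes, of which 22515 have at least 1 UMI. It sums to 158281984 UMIs, with 500 to 85279 UMIs and a median of 8235 UMIs and 2291 genes per barcode. After the minimum of 1600 genes per cell, 8705 barcodes remained. Of these, 449 with more than 10% mitochondrial UMIs and 1 with more than 50% ribosomal protein UMIs were left out. The paper's text gives no value for either limit. The 8255 cells kept hold 137250350 UMIs, with a median of 13957 UMIs and 3301 genes per cell.

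Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes, without the Mmp genes, Pth1r and the reporter sequences, were reduced to 30 principal components and clustered with the Leiden method (20 neighbours, resolution 1). Clusters were called "X-like" from marker lists, by a rule that was revised after the clusters had been seen, and names rebuilt in this way may differ from those of the study. Gene levels are UMIs summed over the cells of a class per 1000000 UMIs of that class (CPM), with exact Poisson 95% intervals. Shares of cells carry exact Clopper-Pearson 95% intervals. All intervals cover counting error only. Scrublet marked 588 barcodes (4.15%) as doublets, which were kept in the main values. The P56 sample was not analysed here.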

We performed single-cell transcriptomics (scRNAseq) on the tibiae of C10Cre*;Irx3^+/ΔHC^Irx5^+/-^;* RtdT *^td/+^* mice at postnatal day 6 (P6) (phenotypically normal) (Tan et al., 2020) and on that of C10Cre*;Mmp14^+/F^;* RtdT; Col1a1-GFP (C1-GFP) mice (also phenotypically normal) at P56 (Figure 1A; ‘Materials and methods’).

**Figure 1.**
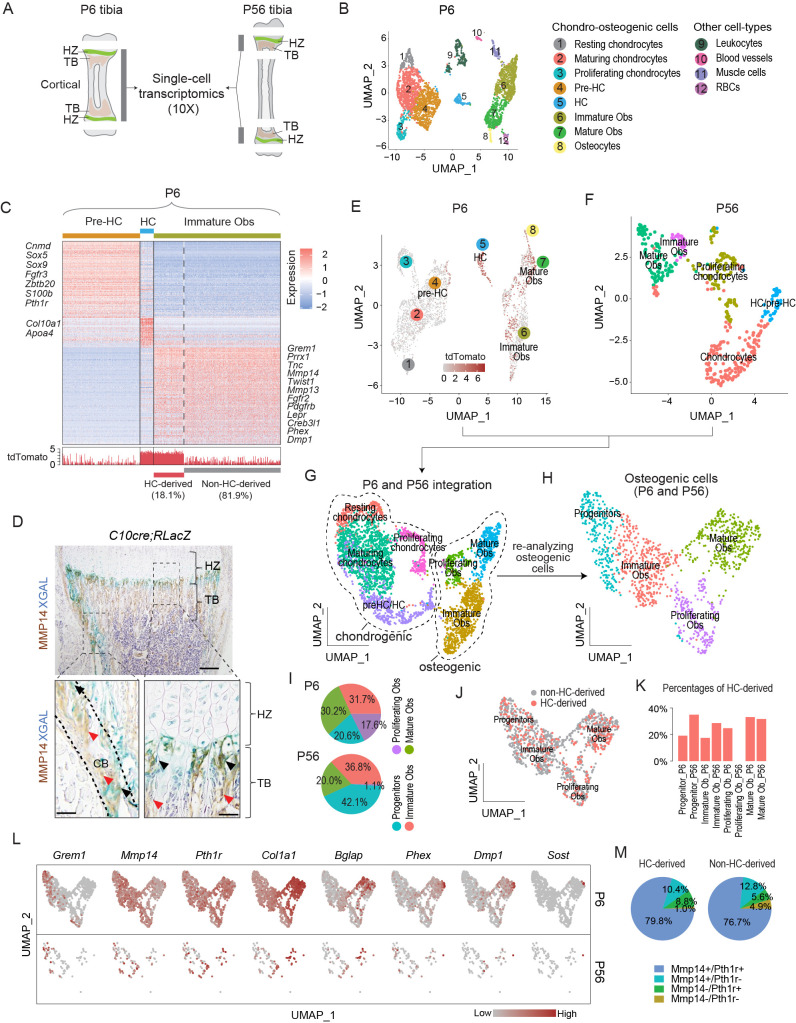
Single-cell transcriptomic analyses of endochondral bone sub-populations at P6 and P56. (**A**) Schematic diagram showing the isolation of osteochondrogenic cells from mouse tibia for single-cell transcriptomics (scRNAseq). (**B**) Scatter plot showing the 3420 single cells, 3163 of which belong to the chondro-osteogenic clusters, as identified in the P6 sample by dimension reduction method UMAP. HC: hypertrophic chondrocytes; Obs: osteoblasts; RBC: red blood cells. (**C**) Upper panel: heatmap showing the expression patterns of P6 signature genes in the preHC, HC, and immature Ob clusters, when comparing in a one-vs.-all manner among the three. Representative signature genes of interest are listed by the side. Lower panel: signal track indicating the level of tdTomato expression inferred from the WPRE signal. (**D**) Representative immunostaining showing the spatial distribution of MMP14 and X-gal stained (blue) in hematoxylin-stained sections from C10Cre;RLacZ tibia. HZ, hypertrophic zone; TB, trabecular region; CB, cortical region. Black arrows in enlarged figures indicate LacZ+;MMP14+ cells. Red arrows indicate Mmp14+;LacZ- cells. Dotted line draws chondro-osseous junction. Scale bar 200 μm, 50 μm (magnified picture). (**E–G**) Scatter plots showing the integration (**G**) of the 3163 and 430 chondro-osteogenic cells of the P6 (**E**) and the P56 (**F**) mice, respectively. (**H**) Scatter plot showing the reanalyzed UMAP of the 1219 cells osteogenic cells (1124 from P6 and 95 from P56). (**I**) Piecharts showing the percentages of osteoblast subpopulations in both time points. (**J**) Scatter plot showing the distribution of HC-derived Obs in the 1219 Obs in (**H**). (**K**) Bar chart showing the percentages of HC-derived Obs in the Ob subpopulations of both time points. (**L**) A panel of scatter-plots showing the expression pattern of a list of selected markers, representing the different osteoblast differentiation states. (**M**) Piechart showing the percentages of *Mmp14* and *Pth1r* co-expression in HC- and non-HC-derived Obs. Figure 1—source data 1.Cluster signatures for the sub-populations in the P6 sample (Figure 1E). Figure 1—source data 2.Enriched Gene Ontology terms for the subpopulations at P6. Figure 1—source data 3.Cluster signatures for the sub-populations at P56 (Figure 1F), and for the sub-populations of P6 and P56 combined (Figure 1J and Figure 1—figure supplement 1I). Figure 1—source data 4.Differentially expressed genes (DEGs) between hypertrophic chondrocyte (HC)- and non-HC-derived Obs in the combined osteogenic cells of P6 and P56.

**Figure 1—figure supplement 1.**
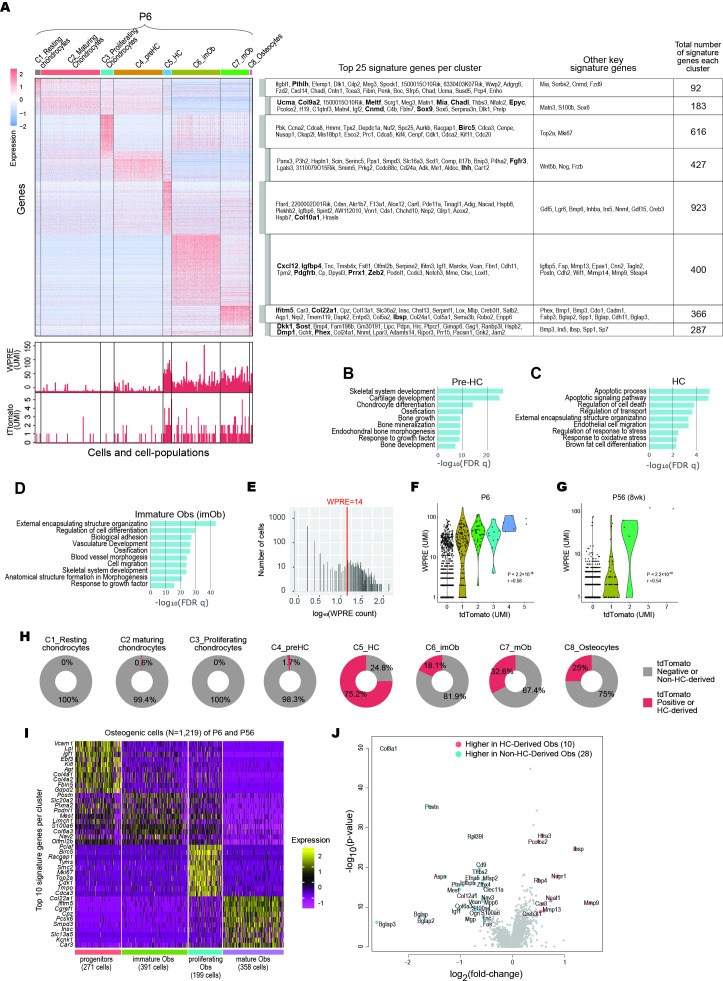
Integrative analyses of endochondral bone subpopulations at P6 and P56. (**A**) Heatmap showing the signature genes of the eight-cell clusters in the P6 sample. Both the top 25 signature and certain key signature genes were listed. WPRE: Woodchuck Hepatitis Virus (WHV) Post-transcriptional Regulatory Element. (**B–D**) Gene Ontology analysis of significant cellular processes involved in Pre-HCs (**B**), HCs (**C**), and Immature-Obs (**D**). Refer to Figure 1—source data 1 for full list. (**E**) A histogram showing the expression level of tdTomato and WPRE per cell. An optimal cutoff at WPRE >14, above which a cell was considered HC-derived, was chosen such that it corresponds to the saddle point of the histogram. (**F, G**) Violin plots showing the correlation between expression levels of WPRE and tdTomato in P6 (**C**) and P56 (**D**) samples. (**H**) Pie charts showing the percentages of tdTomato-positive cells in each of the eight clusters in P6. For cells in the C6, C7, and C8, these will correspond to being HC-derived. (**I**) Heatmap showing the top 10 signature genes for each of the four osteogenic subpopulations identified in the P6 and P56 data combined (refer to Figure 1H and Figure 1 - source data 3 for full lists). (**J**) Volcano plot showing the differentially expressed genes (DEGs) between HC-derived and non-HC-derived Osteoblasts in the integrated data of P6 and P56. preHC: pre-hypertrophic chondrocytes; HC: hypertrophic chondrocytes; imOb: immature osteoblasts; mOb: mature osteoblasts.

Clustering analyses of the P6 tibia scRNAseq data, identified 12 populations, which, from their molecular signatures, included eight chondro-osteogenic clusters and four other cell types (Figure 1B and ‘Materials and methods’). 

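The cells kept formed 30 clusters. Of these, 12 clusters with 3209 cells expressed Ptprc, and 5046 cells lay outside them. Markers gave names to 11 classes, 6 of them chondro-osteogenic with 3256 cells in all. The chondro-osteogenic cells hold 65280138 UMIs, with 3561 UMIs at the lowest, 85279 at the highest and a median of 18295 UMIs and 3712 genes per cell.

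The other classes were 2700 leukocyte-like cells (median 10939.5 UMIs), 814 blood vessel-like cells (median 8985 UMIs), 623 red blood cell-like cells (median 13770 UMIs), 385 osteoclast-like cells (median 18500 UMIs) and 100 smooth muscle or pericyte-like cells (median 9363 UMIs). The leading genes of the osteoclast-like cluster also include the macrophage genes C1qa, C1qb and C1qc, named here after they had been seen, and 312 of its 385 cells had a UMI of them. A further 4 clusters with 377 cells, or 4.57% of the cells kept, stayed unnamed, because the level of collagen genes or Ptprc went against the name that their markers gave or because no marker list fitted well. Scrublet marked 145 of these 377 cells. The levels of Ptprc and collagen that separate the leukocyte-like from the chondro-osteogenic clusters were set after the clusters had been seen. When leukocytes were named by their markers alone, 1354 cells were leukocyte-like and the chondro-osteogenic classes kept their cells. The number of chondro-osteogenic cells was lowest, at 2053, with at most 5% mitochondrial UMIs.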

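The chondrogenic cells numbered 1934. They comprised 846 maturing chondrocyte-like cells (median 16680.5 UMIs), 818 pre-HC-like cells (median 26228.5 UMIs), 165 proliferating chondrocyte-like cells (median 29175 UMIs) and 105 HC-like cells (median 33065 UMIs). HC-like cells made up 3.22% of the chondro-osteogenic cells, pre-HC-like cells 25.1% and maturing chondrocyte-like cells 26.0%.

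The levels of the genes that gave these names define the classes and are no independent result. Col10a1 (ENSMUSG00000039462; GRCm38 chromosome 10, 34389981 to 34397085) stood at 11309 CPM in HC-like cells, 481 CPM in pre-HC-like cells and 17.9 CPM in immature osteoblast-like cells. Ihh stood at 97.6 CPM and Fgfr3 at 468 CPM in pre-HC-like cells. Col9a2 reached 5573 CPM and Matn1 3140 CPM in maturing chondrocyte-like cells, and Top2a reached 467 CPM in proliferating chondrocyte-like cells. No cluster took the resting chondrocyte name. A cluster of 519 maturing chondrocyte-like cells had Dlk1 and Sfrp5 of the resting list among its leading genes. It also had Ucma, Matn1 and Scrg1 of the maturing list, and the rule revised after the clusters had been seen gave it that name. Pthlh (ENSMUSG00000048776) was counted 105 times in maturing chondrocyte-like cells, or 7.12 CPM (interval 5.83 to 8.62), and in 0 of 105 HC-like cells, which allows a share of up to 2.86% of cells with a UMI.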

By calculating the cluster signatures and referencing known markers in the literature (Tan et al., 2018; Tikhonova et al., 2019; Wai et al., 1998), we annotated the five chondrogenic clusters as resting (e.g., *Pthlh*), proliferating (e.g., *Top2a, Mki67*), maturing (e.g., *Col9a2, Matn1*), pre-hypertrophic (pre-HCs) (e.g., *Ihh, Fgfr3, Pth1r*), and hypertrophic chondrocytes (*Col10a1*) (Figure 1B, Figure 1—figure supplement 1A, Figure 1—source data 1). Similarly, the three osteogenic clusters were identified as immature (*Mmp14, Pdgfrb*) and mature (*Ifitm5, Bglap*) osteoblasts, and osteocytes (corresponding to terminally differentiated osteoblasts, *Sost1, Dmp1, Phex*) (Figure 1B and C, Figure 1—figure supplement 1A, and ‘Materials and methods’).

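The 1322 osteogenic cells fell into 941 immature osteoblast-like cells (median 10821 UMIs) and 381 mature osteoblast-like cells (median 19018 UMIs), or 28.9% and 11.7% of the chondro-osteogenic cells. The immature class pools 3 unlike clusters, of 530, 291 and 120 cells. Leading genes of the cluster of 291 cells include Cxcl12, Adipoq and Lpl. Those of the cluster of 120 cells include Aspn, Postn and Col14a1. As with the chondrogenic classes, the naming genes are no independent result. Pdgfrb stood at 230.4 CPM in immature and 4.68 CPM in mature osteoblast-like cells. Ifitm5 stood at 773 CPM and Bglap at 11098 CPM in mature osteoblast-like cells, against 49.4 and 498 CPM in immature osteoblast-like cells. No osteocyte-like class separated in the clustering of all cells. Sost was counted 71 times in mature osteoblast-like cells, or 8.75 CPM (interval 6.84 to 11.0), and 0 times in immature osteoblast-like cells, which allows up to 0.255 CPM. Dmp1 (439 CPM) and Phex (246 CPM) had their highest levels in the same class. When the osteogenic cells were clustered on their own, 34 cells led by Phex, Dmp1 and Sost formed a sub-cluster of the mature osteoblast-like cells.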

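In the 3256 chondro-osteogenic cells, the tdTomato sequence was counted 281 times, in 195 cells (5.99%). WPRE, the regulatory element that follows tdTomato in the reporter, was counted 15629 times, in 1153 cells (35.4%), or 55.6 WPRE UMIs per tdTomato UMI. With the study's cutoff of more than 14 WPRE UMIs, 407 of these cells counted as HC-derived, and 165 of the 195 cells with tdTomato lay above the cutoff. Free RNA in the droplets was judged from leukocyte-like and red blood cell-like cells. Of those 3323 cells, 3 lay above the cutoff (0.0903%, interval 0.0186 to 0.264%), at median depths of 10939.5 and 13770 UMIs.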

We identified and distinguished HC-derived osteoblasts from non HC-derived osteoblasts by considering the expression of tdTomato transcripts, as defined by the detection of sequences encoding tdTomato and a surrogate sequence (WPRE) (Higashimoto et al., 2007; Loeb et al., 1999; ‘Materials and methods,’ Figure 1—figure supplement 1A, E–G). Gene Ontology (GO) enrichment analyses suggest a series of developmental events consistent with the onset of endochondral ossification (Figure 1—figure supplement 1B–D, Figure 1—source data 2; Maes et al., 2010) and confirm the lineage continuum of HCs and osteoblasts. 

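The genes behind the published terms were looked up in the P6 counts. From each of the sheets for pre-HCs, HCs and immature osteoblasts in Figure 1—source data 2, the 5 terms with the smallest p were taken, and the overlap genes listed under them were compared by their CPM across the 3 classes. Of the 38, 29 and 104 genes listed, 36, 26 and 100 were found by symbol in the counts, and the other 9 were left out. These lists were drawn from the same cells, so the comparison is not independent evidence. Among genes of the pre-HC terms, such as skeletal system and cartilage development, 34 of 36 (94.4%) had their highest level in pre-HC-like cells. For the HC terms, which include secretion and apoptotic process, 26 of the 26 genes compared were highest in HC-like cells. For the immature osteoblast terms, which include circulatory system development, 96 of 100 genes were highest in immature osteoblast-like cells. Taken over the 3 sheets, the share was 96.3% (156 of 162 genes, interval 92.1 to 98.6%). It was lowest, at 90.7%, with at most 20% mitochondrial UMIs. In that setting the share was 72.2% for the pre-HC terms and 88.5% for the HC terms. For the immature osteoblast terms it stayed at 94% or above under all alternatives.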

Immature osteoblasts represent an important early stage in the HC to osteoblast transition and 18.1% of them were estimated to be HC-derived (tdTomato expressing) (Figure 1C, Figure 1—figure supplement 1H).

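Among the 941 immature osteoblast-like cells, 167 lay above the WPRE cutoff, a share of 17.7% (interval 15.4 to 20.3%). The tdTomato sequence itself was found in 59 of them. In mature osteoblast-like cells the share was 33.6% (128 of 381 cells, interval 28.9 to 38.6%), and in HC-like cells 83.8% (88 of 105 cells, interval 75.3 to 90.3%). The chondrocyte classes upstream of HCs had low shares, with 1.83% of pre-HC-like cells (15 cells, interval 1.03 to 3.01%), 1.82% of proliferating chondrocyte-like cells (3 cells) and 0.709% of maturing chondrocyte-like cells (6 cells). Of the alternatives, a definition by at least 1 tdTomato UMI moved the share of immature osteoblast-like cells most, to 6.27%.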

Given the need for HCs to be released from the cartilage matrix as they move across the chondro-osseous junction, MMP genes are candidates, especially those expressed at that region and in the adjacent sub-chondral bone. 

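Of the Mmp genes, 7 reached 10 CPM in at least 1 chondro-osteogenic class, namely Mmp2, Mmp9, Mmp11, Mmp13, Mmp14, Mmp16 and Mmp23. Mmp13 (ENSMUSG00000050578; GRCm38 chromosome 9, 7272514 to 7283331, forward strand) stood at 1196 CPM (interval 1160 to 1233, 4233 UMIs) in HC-like cells. In immature osteoblast-like cells it stood at 3269 CPM (interval 3236 to 3301, 38476 UMIs), and in mature osteoblast-like cells at 462 CPM (interval 447 to 477). The 3 clusters of the immature class were uneven in Mmp13, at 3221 CPM (530 cells), 4370 CPM (291 cells) and 230 CPM (120 cells). The last lay below the level of HC-like cells. In leukocyte-like cells, taken as background, Mmp13 stood at 25.2 CPM (interval 23.6 to 27.0). The level in HC-like cells is uneven, since the median HC-like cell above the WPRE cutoff had 38.0 CPM and the median one at or below it 0 CPM. Across the alternatives the level in HC-like cells ran from 286 CPM with 3000 variable genes and 288 CPM with at most 5% mitochondrial UMIs to 1948 CPM as the mean over cells.

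To compare cells of unequal depth, each cell was thinned to 5000 UMIs, and shallower cells were left out. An Mmp13 UMI was then found in 41.0% of HC-like cells (0 left out, 55.2% before thinning, and 37.1% with at least 2 UMIs) and 74.0% of immature osteoblast-like cells (23 left out, 78.7% before thinning). The background was 6.75% of leukocyte-like cells (227 left out, 13.2% before thinning) and 4.19% of red blood cell-like cells (2 left out, 12.5% before thinning). The log2 ratio of immature osteoblast-like over HC-like cells was 1.45 (interval 1.403 to 1.495). It moved most, to 3.64, with 3000 variable genes, where the HC-like class held a larger number of cells.

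The other genes were lower in HC-like than in immature osteoblast-like cells. Mmp2 (ENSMUSG00000031740) stood at 40.7 and 382 CPM, Mmp9 (ENSMUSG00000017737) at 19.5 and 871 CPM, Mmp23 at 7.07 and 116 CPM, Mmp16 at 4.52 and 39.8 CPM, and Mmp11 at 5.37 and 26.2 CPM.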

Amongst the *Mmp’s, Mmp13* was expressed in both the HC and immature Ob populations (Figure 1C, Figure 1—source data 1 and Figure 1—source data 3; Yang et al., 2014a; Tan et al., 2018), consistent with the literature (Stickens et al., 2004). By contrast,*Mmp14*, which encodes a membrane-anchored MMP (Zhou et al., 2000), was not expressed in HCs but was enriched in immature osteoblasts (Figure 1C, Figure 1—figure supplement 1A, Figure 1—source data 1). 

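Mmp14 (ENSMUSG00000000957; GRCm38 chromosome 14, 54431612 to 54445364, forward strand, 10 exons) had its highest level of all classes in immature osteoblast-like cells, at 709 CPM (interval 694 to 725, 8348 UMIs). It stood at 183 CPM (interval 174 to 192) in mature osteoblast-like cells and at 85.3 CPM (interval 76.0 to 95.5, 302 UMIs) in HC-like cells. The log2 ratio of immature osteoblast-like over HC-like cells was 3.04 (interval 2.87 to 3.21), and it moved most, to 4.16, with 3000 variable genes. Maturing, proliferating and pre-hypertrophic chondrocyte-like cells stood at 80.6, 51.2 and 32.4 CPM.

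Thinned to 5000 UMIs, 86.9% of immature osteoblast-like cells had an Mmp14 UMI (96.0% before thinning) and 51.7% of mature osteoblast-like cells did (89.8% before thinning). The share in HC-like cells was 33.3% (interval 24.4 to 43.2%, 0 cells left out), and before thinning 76.2% (80 of 105 cells). As background, the share was 6.19% (interval 5.27 to 7.21%, 227 cells left out, 10.8% before thinning) in leukocyte-like cells and 4.51% (interval 3.02 to 6.45%, 2 cells left out, 14.9% before thinning) in red blood cell-like cells. At the median depths of 33065, 10939.5 and 13770 UMIs in these 3 classes, the level was 16.3 CPM in leukocyte-like and 13.0 CPM in red blood cell-like cells. Between leukocyte-like clusters it ran from 4.61 to 186 CPM, so their share is an upper limit for free RNA rather than its level. Red blood cell-like cells are uneven too, with 24.0 CPM in a cluster of 156 cells (46.8% of cells with a UMI before thinning, at a median of 33376.5 UMIs) and 3.81 CPM in one of 467 cells (4.28%, at 12343 UMIs). In HC-like cells above the WPRE cutoff Mmp14 stood at 87.5 CPM (interval 77.5 to 98.4) with a median over cells of 49.3 CPM, and in those at or below it at 66.4 CPM (interval 42.5 to 98.8) with a median of 35.9 CPM.

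The level in HC-like cells depended on how the class was drawn. It was 52.7 CPM (24.4% of thinned cells) at Leiden resolution 0.6, 53.4 CPM (24.1%) at resolution 1.5 and with at least 2000 genes per cell, and 39.9 CPM (18.8%) with 3000 variable genes. At resolution 1.5 leukocyte-like cells stood at 39.5 CPM (11.4%). With at most 5% mitochondrial UMIs, 59 HC-like cells remained. Their thinned share of 8.47% (interval 2.81 to 18.7%) was not separable from the 5.24% of leukocyte-like cells, and lay narrowly above the 1.21% of red blood cell-like cells (interval 0.393 to 2.796%). Their level of 33.3 CPM (interval 26.2 to 41.7) was above that of both classes, at 13.3 CPM (interval 11.8 to 15.1) and 2.71 CPM (interval 1.52 to 4.47). As a source of the Mmp14 UMIs in HC-like cells, RNA of immature osteoblast-like cells in the same droplets was weighed by a bound. Any combination of 50 profiles of that class brings at most 15.4% of the level without passing the counting limit of another transcript in HC-like cells. With 10 limiting transcripts left out, found stepwise, the share was 43.7%, so a part from this source stays open. Under some alternatives for filtering and clustering the bound was higher. With 10 transcripts left out, it passed 50% under some of them. The bound was chosen after a median over 20 transcripts (93.9% of the level needed, 8 of 20 under 50%) had left the question open.

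**Figure D1:**
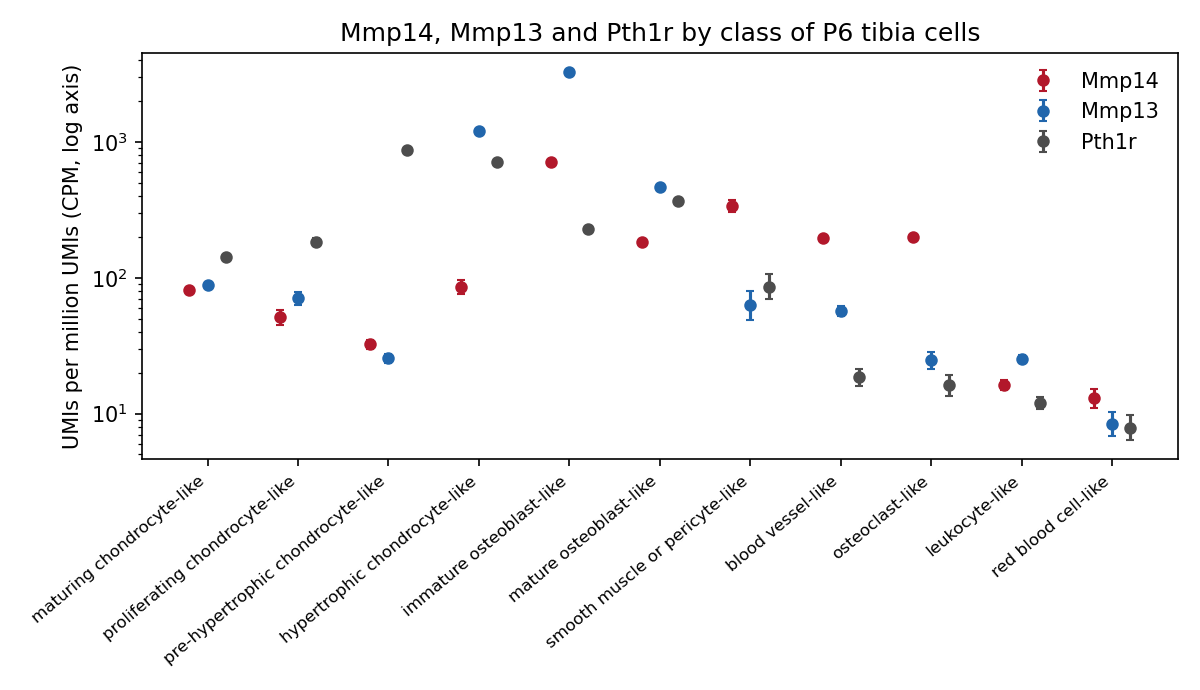
Levels of Mmp14, Mmp13 and Pth1r in CPM (log axis) in the 11 classes of the P6 library, with exact Poisson 95% intervals as bars. Mmp14 lies at 709 CPM in immature osteoblast-like cells, 85.3 CPM in HC-like cells and 13.0 CPM in red blood cell-like cells.

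The paper takes MMP genes expressed at the chondro-osseous junction and in the adjacent sub-chondral bone as candidates for the release of HCs from the cartilage matrix. It states that Mmp14 is enriched in immature osteoblasts and not expressed in HCs, and so sets it apart from Mmp13.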

Consistent with the scRNAseq results, immunostaining for MMP14 detected no protein in HCs and strong expression in LacZ-labeled HC-descendant cells, especially those located at the chondro-osseous junction (Figure 1D) (identified by co-staining with LacZ in C10Cre; *Rosa26*^LSL-LacZ/LSL-LacZ^ [RLacZ] mice; Yang et al., 2014a).

We next investigated whether the molecular characteristics of the osteogenic signatures in HC-derived osteoblasts persisted in more mature mice at P56 (Figure 1E–J, Figure 1—figure supplement 1I and J, Figure 1—source data 3). We integrated the chondro-osteogenic cell clusters in the P6 (Figure 1E; 3163 cells) and P56 (Figure 1F; 430 cells) samples, whereby two major clusters corresponding to chondrogenic and osteogenic cells were identified (Figure 1G). We focused on the 1256 osteogenic cells of P6 and P56 combined, wherein four subpopulations were identified, including osteo-progenitors (marked by *Grem1*, *Vcam1*, *Lpl*, *Steap4*, and *Col4a1/2*), immature osteoblasts (*Postn*, *Slc20a2*), proliferating osteoblasts (*Top2a*, *Mki67*, and *Birc5*), and mature osteoblasts (*Bglap, Phex*, *Dmp1, Col22a1*, *Ifitm5*, and *Smpd3*) (Figure 1H and L, Figure 1—figure supplement 1I, Figure 1—source data 3). 

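The 1322 osteogenic cells found here at P6 come from the library that the paper used, but were selected anew. They overlap with the paper's cells to an extent not known here. These 1322 cells were clustered again on their own at resolution 0.6. They hold 19883521 UMIs, with a median of 12864 UMIs per cell, and fell into 13 sub-clusters. Markers named 6 of these, with 1012 cells in all. A single sub-cluster of 206 cells was progenitor-like (median 9511.5 UMIs), 2 with 320 cells were immature (median 10067 UMIs), 1 with 128 cells was proliferating (median 14767 UMIs) and 2 with 358 cells were mature (median 17189.5 UMIs).

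A further 7 sub-clusters with 310 cells stayed unnamed, since markers of another cell type or of none led them. Their leading genes belonged to chondrocytes, blood vessels, lymphoid, myeloid or red blood cells in 6 of them, and in the other, with 112 cells, included Aspn, Fndc1 and Col14a1. Aspn stood at 3563 CPM in the Aspn-rich sub-cluster. The same clustering at resolution 1.0 gave 17 sub-clusters, 8 of them unnamed.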

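Proliferating chondrocyte-like cells made up 5.07% of the P6 chondro-osteogenic cells (165 of 3256 cells, interval 4.34 to 5.88%), and 25 of them (15.2%) were marked as doublets. Their cluster was called proliferating because more than 50% of its cells had a Top2a UMI, a limit set after the clusters had been seen. Mki67 stood at 304 CPM in it. Proliferating osteoblast-like cells, taken from the clustering of the osteogenic cells, made up 3.93% of the chondro-osteogenic cells (128 of 3256 cells, interval 3.29 to 4.66%). In 5 alternatives (at least 1000 genes per cell, at most 20% mitochondrial UMIs, no limit on ribosomal protein UMIs, Leiden resolution 0.6 and 20 principal components), no proliferating chondrocyte-like cluster separated and its share was 0%, so the class is not stable. The share of proliferating osteoblast-like cells moved most with 3000 variable genes, to 5.26%.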

Interestingly, although both P6 (6.8%, or 215 out of 3163 cells) and P56 (9.8%, or 42 out of 408 cells) retained certain proportions of proliferating chondrocytes (Figure 1G), the P56 had much fewer proliferating osteoblasts (only 1 cell, or 0.2%) than the P6 (190 cells, or 6%) (Figure 1I, Figure 1—source data 3), which probably reflects maturation of the osteoblast lineage by P56. The other three populations varied between 20% and 40% in both time points (Figure 1I). 

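As shares of the 1322 osteogenic cells at P6, progenitor-like cells made up 15.6% (interval 13.7 to 17.7%), immature cells 24.2% (interval 21.9 to 26.6%), mature cells 27.1% (interval 24.7 to 29.6%) and proliferating cells 9.68% (interval 8.14 to 11.4%). The unnamed sub-clusters held the remaining 23.4% (interval 21.2 to 25.8%). With the unnamed sub-clusters left out, an alternative added after their share was known, the same cells made up 20.4%, 31.6%, 35.4% and 12.6% of the 1012 named cells. The progenitor-like share was 5.11% with 3000 variable genes, and the immature share 10.7% with at most 5% mitochondrial UMIs.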

Using the tdTomato expression criterion, we found that the HC-derived osteoblasts appeared randomly dispersed in the combined osteogenic cells of P6 and P56 (Figure 1J). 

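The HC-derived share was taken in each of the 13 sub-clusters of the P6 osteogenic cells. The genes that defined the sub-clusters did not include the reporter sequences. The immature subpopulation comprised a pair of sub-clusters of like depth, with median depths of 10759 and 9566 UMIs per cell. In the former, 60 of 114 cells were HC-derived (52.6%, interval 43.1 to 62.1%), and in the latter 2 of 206 cells (0.971%, interval 0.118 to 3.46%). No WPRE UMI was found in 30.7% of the cells of the former and 72.3% of the latter. Of the cells in the Aspn-rich sub-cluster, 1 of 112 was HC-derived (0.893%, interval 0.0226 to 4.87%). The mature sub-clusters held 107 of 324 (33.02%) and 12 of 34 (35.3%) HC-derived cells.

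At resolution 1.0 the immature sub-clusters stood at 53.1% (60 of 113 cells) and 0.552% (1 of 181 cells). Mature cells then fell into 3 sub-clusters with shares of 3.19% (3 of 94 cells, interval 0.663 to 9.04%), 57.1% (68 of 119 cells, interval 47.7 to 66.2%) and 35.9% (28 of 78 cells). Sub-clusters are groups of similar cells within 1 mouse, so these differences cannot be set against variation between mice.

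**Figure D2:**
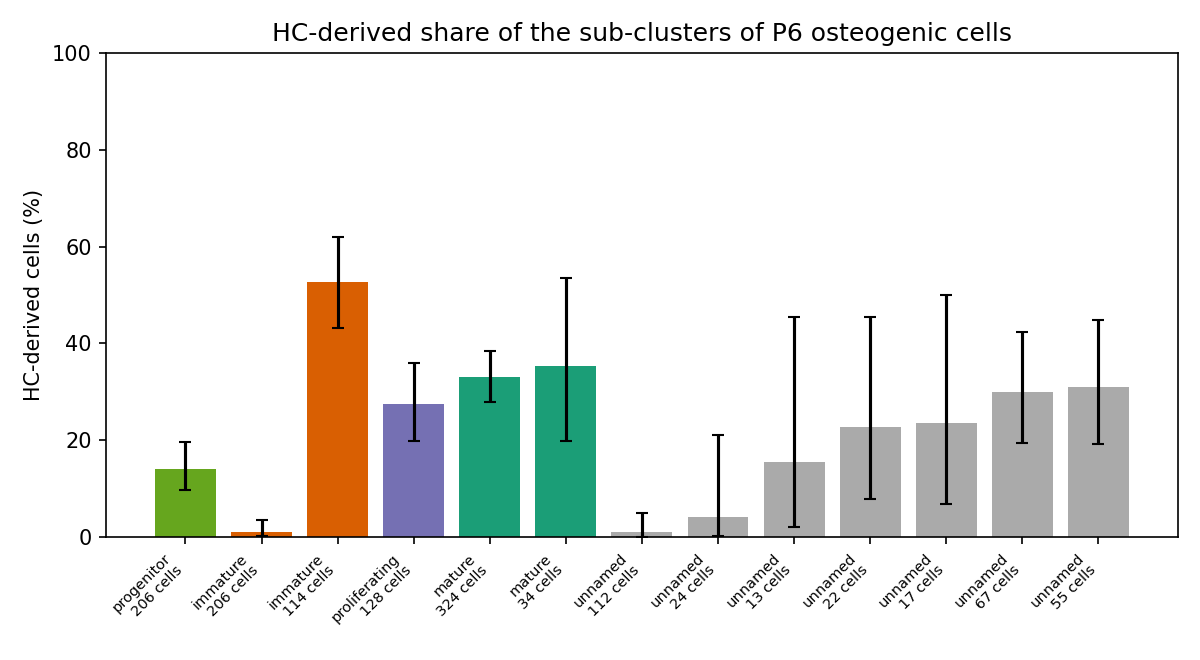
HC-derived share (percent of cells with more than 14 WPRE UMIs) in each of the 13 sub-clusters of the P6 osteogenic cells, with exact 95% intervals as bars. The immature sub-clusters lie at 52.6% and 0.971%.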

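Within the 4 subpopulations of the P6 osteogenic cells, the HC-derived share rose from progenitor-like to mature cells. It was 14.1% in progenitor-like cells (29 of 206 cells, interval 9.64 to 19.6%), 19.4% in immature cells (62 of 320 cells, interval 15.2 to 24.1%), 27.3% in proliferating cells (35 of 128 cells, interval 19.8 to 35.9%) and 33.2% in mature cells (119 of 358 cells, interval 28.4 to 38.4%). The intervals of progenitor-like and mature cells did not overlap. Over the unnamed sub-clusters the share was 16.1% (50 of 310 cells). Median depth rose in the same order, from 9511.5 UMIs in progenitor-like to 17189.5 UMIs in mature cells. With WPRE scaled to depth the rise was smaller. The shares were then 18.0% in progenitor-like, 21.9% in immature, 25.8% in proliferating and 30.7% in mature cells. Progenitor-like cells had a larger share than immature cells in 3 alternatives, with 13.3% against 1.27% at a minimum of 1000 genes per cell, 13.0% against 7.90% with Scrublet doublets removed, and 20.6% against 19.8% with 3000 variable genes. With the second clustering at 0.4 no immature subpopulation separated, and 27.8% of progenitor-like cells were HC-derived.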

The percentages of HC-derived osteoblasts range between 17.4 and 35%, except the proliferating osteoblasts of P56, which had only one cell and it was not HC-derived (Figure 1K). Overall, 23.8% of the P6 and 31.6% of the P56 osteogenic cells were HC-derived. 

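At P6, 295 of the 1322 osteogenic cells lay above the WPRE cutoff, a share of 22.3% (interval 20.1 to 24.7%). Their median depth was 15861 UMIs and 3628 genes per cell, against 11992 UMIs and 3292 genes in the 1027 cells at or below the cutoff. With WPRE scaled to each cell's depth the share was 21.3%. HC-derived in this sense is a range of WPRE UMIs and not a cell type, and 87 osteogenic cells had 10 to 19 WPRE UMIs, near the cutoff. The share was 24.5% with a cutoff of 9, 17.9% with a cutoff of 19 and 8.85% with a definition by at least 1 tdTomato UMI.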

We cannot exclude that the variations in relative percentages of cell populations detected at P6 and P56 were related to the limits in sensitivity in detecting tdTomato mRNAs and differences in the ease of releasing deeply embedded cells within the bone matrix versus more superficially located ones. Nonetheless, these frequencies are in agreement with the broad ranges (18–60%) reported previously for HC-derived osteoblasts from a range of developmental and postnatal ages (Yang et al., 2014a; Yang et al., 2014b; Long et al., 2022).

We also assessed how similar HC-derived and non-HC-derived cells are, and detected the 38 genes (Figure 1—source data 4) that were differentially expressed between the two lineages, with 10 genes expressed higher in the HC-derived and 28 genes in the non-HC-derived (Figure 1—figure supplement 1J). 

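For the 38 genes of Figure 1—source data 4, UMIs were summed over the 295 HC-derived and the 1027 non-HC-derived osteogenic cells at P6, and log2 ratios of CPM were taken with 1 CPM added to each. The study chose these genes in part on the same cells, so their directions here are not independent evidence. All 38 genes had the direction that the source data list. Across the 38 genes, which are not independent replicates, the log2 ratios had a Pearson correlation of 0.865 with those listed. The ratios ran from -6.11 for Aspn to 1.46.

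HC-derived and non-HC-derived cells differ in their mix of subpopulations, so the log2 ratio was also taken within each of the 4 and averaged with equal weights. This kept the direction of 37 of the 38 genes, and 26 genes had the listed direction in all 4 subpopulations. The median gene kept 77.8% of its log2 ratio, with 99.0% for the 10 genes listed as higher in HC-derived and 73.8% for the 28 listed as higher in non-HC-derived cells. Without the Aspn-rich sub-cluster, which was left out in an alternative added after seeing it, all 38 directions stayed and the median gene kept 92.7%. Within the subpopulations, 6 of the 38 genes kept under 50% of their log2 ratio. The subpopulations do not hold cell state fixed, since the immature sub-clusters held 52.6% and 0.971% HC-derived cells. A different mix of states inside a subpopulation therefore stays open. The gene without the listed direction was Car3, at -0.40, with an interval of -0.98 to 0.17 that includes 0.

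Of the genes listed as higher in HC-derived cells, Mmp9 had a log2 ratio of 1.28 (interval 1.22 to 1.33; 911 and 375 CPM) and Mmp13 of 0.77 (interval 0.74 to 0.80; 3031 and 1781 CPM). Medians over HC-derived and non-HC-derived cells were 45.6 and 0 CPM for Mmp9, and 2316 and 267 CPM for Mmp13. The Mmp9 ratio fell to 0.30 with at most 5% mitochondrial UMIs. The genes listed as higher in non-HC-derived cells include the osteocalcin genes Bglap (-1.80; 1716 and 5996 CPM), Bglap2 (-1.82) and Bglap3 (-3.48). Among proliferating cells Bglap (1.19) and Bglap2 (0.92) were higher in HC-derived cells.

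**Figure D3:**
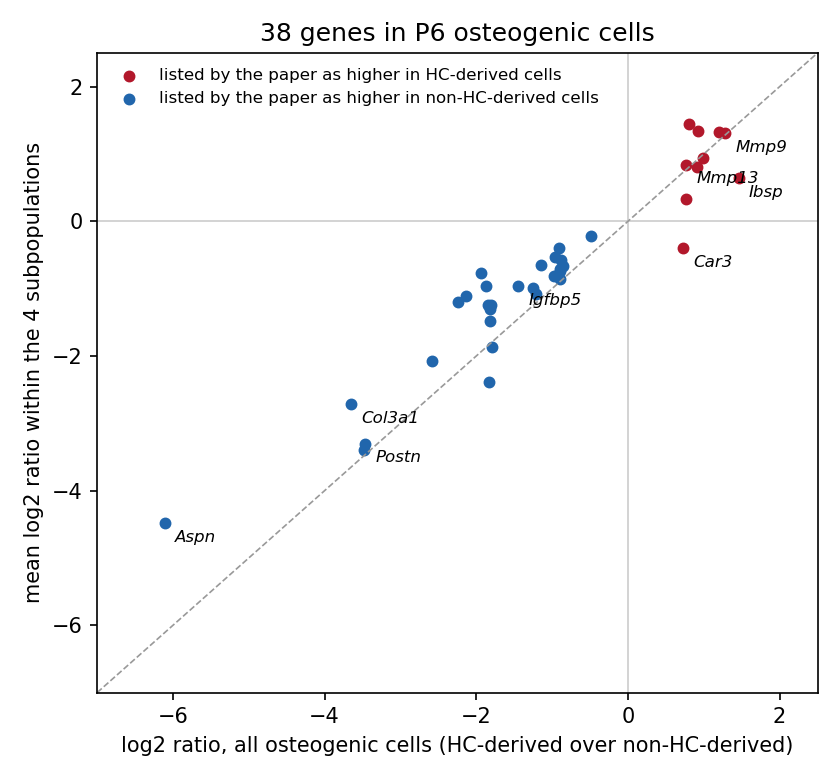
Log2 ratios of HC-derived over non-HC-derived osteogenic cells at P6 for the 38 genes, over all osteogenic cells (x axis) and as the mean within the 4 subpopulations (y axis). The dashed line marks equal values, and Car3 lies below 0 on the y axis at -0.40.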

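Ibsp (ENSMUSG00000029306; GRCm38 chromosome 5, 104299171 to 104311469) stood at 7125 CPM in HC-derived and 2590 CPM in non-HC-derived osteogenic cells, a log2 ratio of 1.46 (interval 1.44 to 1.48), with medians over cells of 3138 and 376 CPM. Within the subpopulations its mean log2 ratio was 0.64, with -0.78 in progenitor-like, 0.86 in immature, 1.56 in proliferating and 0.93 in mature cells. Car3 (ENSMUSG00000027559; chromosome 3, 14863512 to 14872523) stood at 532 and 322 CPM, a log2 ratio of 0.72 (interval 0.66 to 0.79), with medians of 165 and 0 CPM. Its log2 ratio differed between the subpopulations, at -2.76 in progenitor-like cells, 29 of which were HC-derived, -0.01 in immature, 1.01 in proliferating and 0.15 in mature cells.

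Postn (ENSMUSG00000027750; chromosome 3, 54361109 to 54391037) stood at 56.9 CPM in HC-derived and 641 CPM in non-HC-derived cells, a log2 ratio of -3.47 (interval -3.64 to -3.31) that stayed at -3.30 within the subpopulations. Col3a1 (ENSMUSG00000026043; chromosome 1, 45311538 to 45349706) stood at 190 and 2398 CPM, a log2 ratio of -3.65 (interval -3.74 to -3.56). Igfbp5 (ENSMUSG00000026185; chromosome 1, 72857932 to 72874884) stood at 357 and 976 CPM, a log2 ratio of -1.45 (interval -1.52 to -1.38) and of -0.96 within the subpopulations. Igfbp5 was slightly higher in HC-derived cells among progenitor-like cells, at 0.17. The median HC-derived cell had 0 CPM of Postn, Col3a1 and Igfbp5, and the median non-HC-derived cell 298, 1084 and 421 CPM.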

The genes higher in the HC-derived include some mature osteoblast markers, such as *Ibsp*, and *Car3*; and the genes higher in the non-HC-derived include such as *Postn*, *Igfbp5*, *Col3al* (Figure 1—figure supplement 1J, Figure 1—source data 4). This small set of differentially expressed genes may reflect heterogeneity and differences in maturities between osteoblasts of different origins, the significance of which will be investigated in future studies. Overall, there was a broad similarity in transcriptomic characteristics for the HC-derived and non-HC-derived osteoblasts.

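Over the 8147 genes with at least 10 CPM in either group, the Pearson correlation of log2 CPM between HC-derived and non-HC-derived osteogenic cells was 0.966 (interval 0.964 to 0.967). Genes are not independent replicates, and the interval treats them as if they were. For scale, immature and mature osteoblast-like cells had a correlation of 0.845 over 8471 genes, and HC-derived osteogenic and HC-like cells one of 0.760 over 8643 genes. The correlation moved most with at most 5% mitochondrial UMIs, to 0.932, and was 0.986 over all detected genes.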

### Global MMP14 is required for proper translocation of HC derivatives to trabecular bone

*Mmp13* and *Mmp14* are candidate facilitators for the translocation of HCs to the subchondral space. *Mmp13* is expressed in late HCs (Yang et al., 2014a; Tan et al., 2018) as well as osteoblasts. It was also expressed in the P6 chondrocyte populations (Figure 1—source data 1) and immature osteoblasts at P56 (Figure 1—source data 3). 

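In chondrocyte-like cells other than HC-like cells, Mmp13 stood at 88.8 CPM (interval 84.1 to 93.8) in maturing, 70.6 CPM (interval 63.3 to 78.5) in proliferating and 25.5 CPM (interval 23.4 to 27.6) in pre-hypertrophic cells. Before thinning, 17.0%, 22.4% and 14.4% of these cells had an Mmp13 UMI, and the paper's reported values for its own clusters are 16.2%, 19.1% and 16.1%. Thinned to equal depth, the shares were 6.53% of maturing (interval 4.96 to 8.42%, 4 cells left out), 6.67% of proliferating (interval 3.37 to 11.6%, 0 left out) and 3.67% of pre-hypertrophic cells (interval 2.49 to 5.201%, 1 left out). The leukocyte-like share, taken as background, was 6.75% (interval 5.80 to 7.81%). Maturing and proliferating cells were not separable from it at this depth, and pre-hypertrophic cells lay below it. The red blood cell-like share was 4.19% (interval 2.75 to 6.07%) at 8.41 CPM, and none of the 3 classes was separable from it by share. Thinning treats free RNA as rising with depth. Before thinning, red blood cell-like clusters at medians of 33376.5 and 12343 UMIs had an Mmp13 UMI in 14.1% and 12.0% of cells. The thinned shares can thus understate deeper classes against background and do not decide whether they express Mmp13. Before thinning the background was 13.2% of leukocyte-like and 12.5% of red blood cell-like cells. Between leukocyte-like clusters Mmp13 ran from 5.59 to 251 CPM, so their share is an upper limit for free RNA. In maturing and proliferating cells the CPM was above the leukocyte-like level, and 25 of the 165 proliferating cells were marked as doublets. This order is not stable. Under the 12 alternatives for filtering and clustering, maturing cells were above the leukocyte-like level in 5, below it in 5 and not separable from it in 1, and proliferating cells were above it in 3 and below it in 4. In the others the class did not separate. Pre-hypertrophic cells were above it in 4, below it in 5 and not separable from it in 3. The levels with at most 5% mitochondrial UMIs were 9.24 CPM in maturing and 6.49 CPM in proliferating cells, against 17.7 CPM in leukocyte-like and 10.1 CPM in red blood cell-like cells. The classes are also uneven, as 519 maturing cells stood at 19.4 CPM and the other 327 at 196 CPM, and 510 pre-hypertrophic cells at 5.38 CPM and the other 308 at 50.8 CPM.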

Global *Mmp13* knockout mice display abnormal growth plates with disrupted terminal hypertrophy and increased trabecular bone which could reflect an impact on the HC-Ob lineage continuum. However, while *Col1a1*-cre conditional (acting on osteoblasts) *Mmp13* knockout mice showed increased trabecular bone, *Col2a1-*cre *Mmp13* conditional mutants (acting on chondrocytes and perichondrium) did not, but displayed trabecular bone irregularities that were attributed to remodeling defects (Stickens et al., 2004). By contrast, MMP14 is expressed specifically at the chondro-osseous junction in immature HC-derived osteoblasts but not in HCs themselves (Figure 1C and D). Amongst MMPs, *Mmp14* null mutants display the most severe skeletal phenotypes, including loss of trabecular bone, over-activity of osteoclasts, impaired angiogenesis, and reduced calvarial ossification (Zhou et al., 2000; Holmbeck et al., 1999; Hikita et al., 2006; Chan et al., 2012), consistent with expression of *Mmp14* by many cell types, such as skeletal progenitors, osteoblasts, osteoclasts, endothelial cells, and bone marrow stromal cells (Figure 2—figure supplement 1A; Chan et al., 2012; Jin et al., 2011; Gonzalo et al., 2010; Langlois et al., 2004; Attur et al., 2020). The impaired bone formation in *Mmp14*-deficient mice and the expression of MMP14 in HC-derived osteoblasts raised the possibility that MMP14 regulates their differentiation. 

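With each P6 osteogenic cell thinned to 5000 UMIs, 46.3% of HC-derived cells (136 of 294, interval 40.5 to 52.1%, 1 left out) had at least 1 UMI each of Mmp14 and of Pth1r (ENSMUSG00000032492; GRCm38 chromosome 9, 110722085 to 110747145, reverse strand). In non-HC-derived cells the share was 49.1% (493 of 1005, interval 45.9 to 52.2%, 22 left out). Before thinning, the shares were 83.4% (246 of 295 cells, interval 78.6 to 87.5%) and 79.2% (813 of 1027 cells, interval 76.5 to 81.6%), at median depths of 15861 and 11992 UMIs. If the genes were detected independently, the product of their shares would be 47.9% and 49.8% after thinning, and 84.0% and 78.7% before it.

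As background, 0.809% of leukocyte-like cells (20 of 2473, 227 left out) and 0.322% of red blood cell-like cells (2 of 621, 2 left out) had both genes after thinning, and 1.85% and 2.57% before it. Mmp14 without Pth1r was found in 21.4% of the thinned HC-derived and 30.1% of the thinned non-HC-derived cells, and Pth1r without Mmp14 in 24.5% and 13.8%. When detection asked for 2 UMIs of each gene, the shares fell to 15.0% and 17.1%. Pth1r stood at 870 CPM in pre-HC-like, 707 CPM in HC-like, 368 CPM in mature and 228 CPM in immature osteoblast-like cells.

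Between the lineages, Mmp14 was lower in HC-derived than in non-HC-derived osteogenic cells (384 and 536 CPM, log2 ratio -0.48, interval -0.55 to -0.41), and Pth1r was higher (338 and 265 CPM, log2 ratio 0.35, interval 0.27 to 0.43). Within the subpopulations the mean was -0.08 for Mmp14 (interval -0.17 to 0.01) and -0.05 for Pth1r (interval -0.21 to 0.100), but these means average unlike values. In progenitor-like, immature, proliferating and mature cells the log2 ratio was -0.10, 0.19, -0.02 and -0.39 for Mmp14 and -0.33, -0.33, 0.19 and 0.26 for Pth1r.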

Interestingly, *Mmp14* is co-expressed with *Pth1r*, a key regulator of chondrocyte hypertrophy and osteogenesis (Calvi et al., 2001; Hirai et al., 2011; Lanske et al., 1999), where >75% of both HC-derived and non-HC-derived lineages co-expressed *Mmp14*+/*Pth1r+* (Figure 1L and M). The impact of chondrocyte-specific knockout of *Mmp14* on trabecular bone formation is not known. Given MMP14’s pivotal role in trabecular bone formation and its co-expression with key regulators of osteogenesis, we focused on *Mmp14* and asked whether dysfunction in lineage progression of HC-derived cells was responsible for the severe bone deficit in *Mmp14* knockout mice.

We used the C10Cre*; Rosa26*^LSL-YFP/LSL-YFP^(RYFP) reporter to lineage trace HC derivatives in global *Mmp14* knockout mice and found an increased accumulation of HC descendants at the chondro-osseous junction compared to WT controls (Figure 2—figure supplement 2B and C). There was also a small increase in proliferating HC-derivatives (marked by 5-ethynyl-2'-deoxyuridine [Edu]) in the region immediately below the chondro-osseous junction (Figure 2—figure supplement 2C). However, there were fewer proliferating HC-derivatives in further distal regions below the chondro-osseous junction, consistent with their accumulation there and impaired translocation into the trabecular bone (Figure 2—figure supplement 2C).

### Intrinsic MMP14 activity in HC derivatives is not essential for their translocation to trabecular bone

To investigate whether the stagnation of HC descendants under the chondro-osseous junction reflected impaired translocation to trabecular bone in *Mmp14* global knockouts and was intrinsic to HC-derived cells themselves or involved extrinsic influences from other cell types, we genetically inactivated *Mmp14* in HC-descendants by generating HC-specific conditional *Mmp14^Flox^ (Mmp14^F/F^*) and *Mmp14^F/-^* mutants using C10Cre (abbreviated as Mmp14ΔHC) (Figure 2A). We found that removing *Mmp14* in HC-descendants did not recapitulate the accumulation of HC descendants at the chondro-osseous junction observed in *Mmp14^-/-^* mice (Figure 2—figure supplement 2C). We used tamoxifen-mediated pulse-labeling and chasing of *Mmp14*-deficient HC descendants using C10Cre-ERT*;Mmp14^F/F^*; Rtdt to assay the dynamics of their translocation into the subchondral space. We found that the localization and distribution of HC-descendants were unaffected in Mmp14ΔHC mice (Figure 2B). These results suggest the aberrant stagnation of HC derivatives at the chondro-osseous junction was not intrinsic to a defect in these cells themselves but might be a consequence of MMP14 deficiency elsewhere, for example, in the invading vascular cells and/or the accompanying osteoprogenitors from the perichondrium that co-migrate with blood vessels to populate the primary spongiosa (Maes et al., 2010; Kusumbe et al., 2014). Vascular invasion is required for bone formation (Kusumbe et al., 2014; Peng et al., 2020). We therefore examined the vascular capillaries in *Mmp14^-/-^* mice and found that both vascular density and endothelial cell count (measured using the marker ENDOMUCIN) were decreased compared with control mice (Figure 2—figure supplement 2D). In vitro and in vivo studies have shown that *Mmp14* is important for angiogenesis, neovessel formation and migration (Zhou et al., 2000; Chun et al., 2004). The abnormal vascularization in *Mmp14* null mice may therefore be a major contributor to the compromised translocation of HC-derived cells to the trabecular bone.

**Figure 2.**
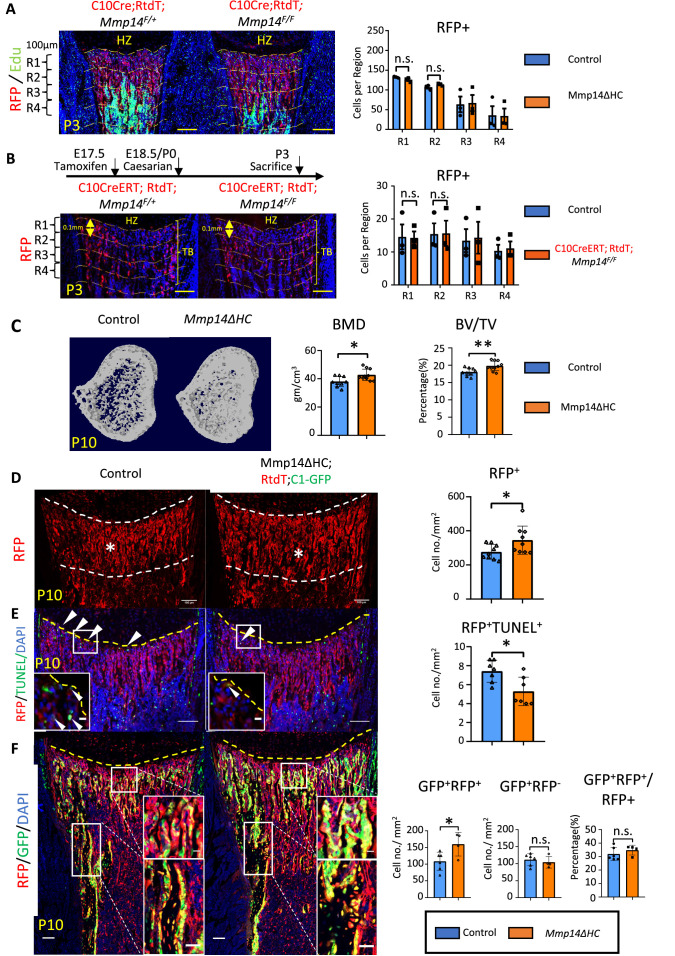
Increased osteogenesis in Mmp14ΔHC is not because of abnormal transition of hypertrophic chondrocytes (HCs). (**A**) Immunofluorescence staining of RFP and Edu-labeled cells counterstained with DAPI in Mmp14ΔHC (orange bar) and control mice tibia at P3. For quantification, the trabecular bone is divided into four zones, each 0.1 mm in thickness. The number of RFP+(red) cells in each region were counted. (**B**) Schematic of experimental design. Tamoxifen was administered to C10CreERT;Rtdt*;Mmp14^F/+^* and C10CreERT;Rtdt*;Mmp14^F/F^* mice at E17.5 and harvested at P3. Staining and quantification as (**A**). (**C**) Transverse image of Micro-CT analysis in Mmp14ΔHC mutants and their littermate controls at P10. Statistical analysis of bone mineral density (BMD) and bone volume over tissue volume ratio (BV/TV) using Micro-CT in Mmp14ΔHC and their littermate control (blue bar) (n = 9). The data points were pooled across multiple bone samples. (**D**) Representative immunofluorescence staining and quantification of tdTomato-labeled HC descendants in trabecular bone (asterisk) of Mmp14ΔHC and littermate controls at P10. White dotted line highlights the region below the chondro-osseous junction. Scale bars, 100 μm. The data represent means ± SEM. The data points were pooled across multiple bone samples (n = 7). (**E**), In situ terminal deoxynucleotidytransferase deoxyuridine triphosphate nick end labeling (TUNEL) assay labeling apoptotic cells and quantification in Mmp14ΔHC and control mice at chondro-osseous junction at P10 (n = 7). (**F**), Representative immunofluorescence staining and quantification of RFP (red), GFP (green) counterstained with DAPI (blue) marking tdTomato labeled HC descendants, GFP-labeled osteoblasts and nucleus in Mmp14ΔHC;Rtdt;C1-GFP and control littermates at P10. RFP+ GFP+ , RFP-GFP+ and ratio of GFP+ RFP+/RFP+ cells in the trabecular bone comparing Mmp14ΔHC and littermates. *Mmp14^F/-^;*C10Cre and *Mmp14 ^F/F^;*C10Cre were pooled and abbreviated as Mmp14ΔHC for analysis. The data points were pooled measurements across multiple bone sections per animal. n = 4 for Mmp14ΔHC, n = 6 for control. Statistics: the data represent means ± SEM. (**b, e, g, h**): p values were calculated using two-tailed unpaired *t*-tests, *p<0.05, **p<0.01, ***p<0.001.

**Figure 2—figure supplement 1.**
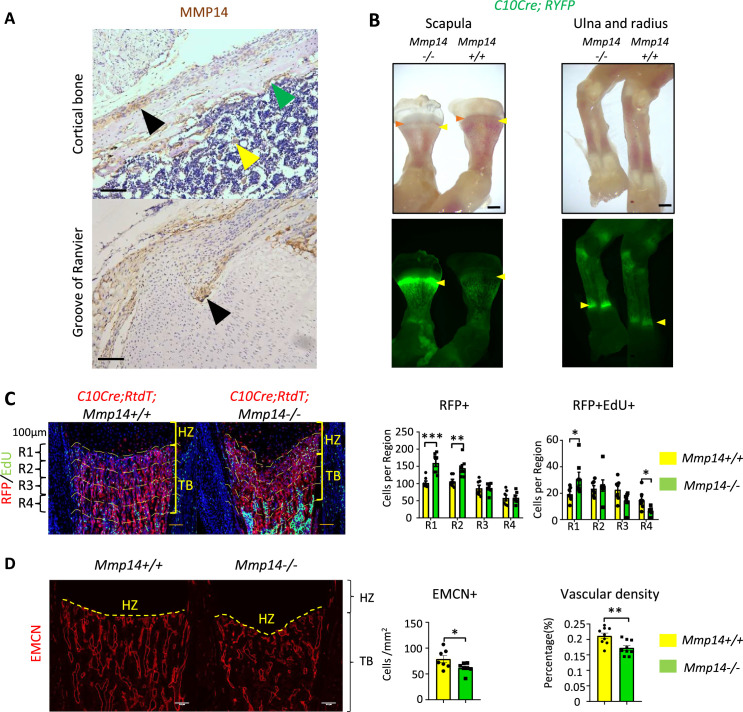
Abnormal localization of hypertrophic chondrocytes (HC) descendants in *Mmp14^-/-^* mice. (**A**) Cells in cortical bone and groove of Ranvier at P10. Yellow arrow indicates megakaryocytes. Green arrow indicate endosteal bone lining cells. Black arrow indicates perichondral cells. Scale bar, 100um (**B**) Bright-field and fluorescence images of radius, ulna, and scapula of C10Cre;RYFP*; Mmp14^+/+^* and C10Cre;RYFP*;Mmp14^-/-^* mice at P3. Green fluorescence label HC-derived cells. Red arrows mark chondro-osseous junction. Yellow arrow marks trabecular region. HZ represents hypertrophic zone. Scale bar, 2mm (**C**), Immunofluorescence staining of RFP and Edu-labeled cells counterstained with DAPI in C10Cre;RtdT;*Mmp14*^+/+^ and C10Cre;RtdT;*Mmp14*^-/-^ tibia at P3. For quantification, the trabecular bone is divided into four zones, each 0.1 mm in thickness. The number of RFP+(red), RFP+ Edu+ (red and green) cells in each region were counted. Data are presented as means ± SEM **p<0.01, *p<0.05, unpaired Student’s *t-*test. (**D**), Immunostaining of endomucin (Endo) labeling blood vessels below chondro-osseous junction comparing wild-type (yellow bar)and *Mmp14*^-/-^(green bar) mice at P3. The vascular density and number of Ecmn cells are presented (n = 9). Data are presented as means ± SEM **p<0.01, *p<0.05, unpaired Student’s *t*-test. HZ, hypertrophic zone; TB, trabecular bone.Scale bar, 100um.

**Figure 2—figure supplement 2.**
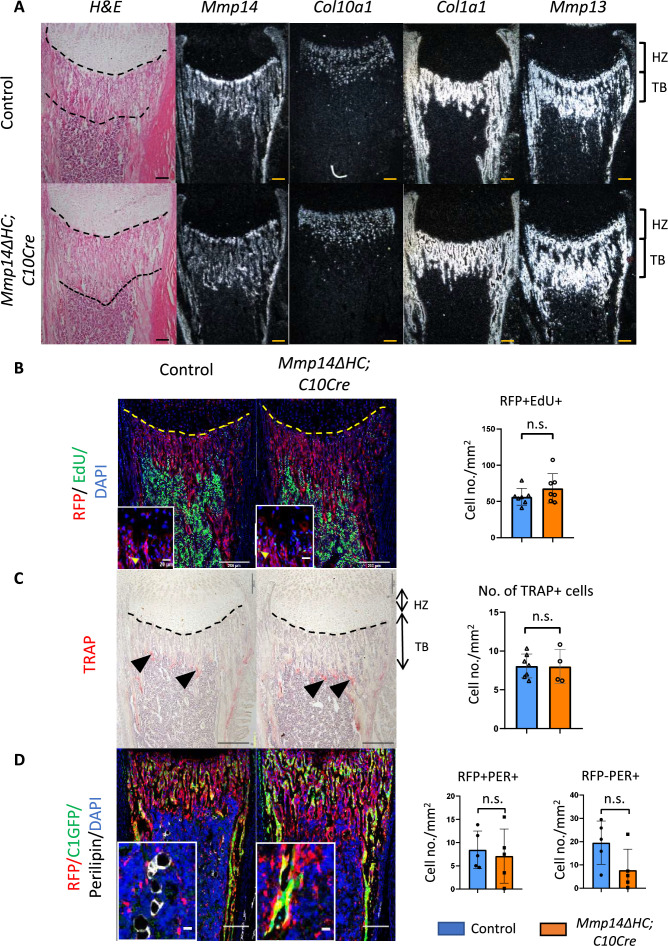
Molecular characterization of skeletal phenotype in Mmp14ΔHC mice. (**A**) H&E staining and in situ hybridization of *Col10a1, Col1a1, Mmp13, Mmp14 in* Mmp14ΔHC and control mice at P10. White signals marks mRNA expression of corresponding genes. HZ, hypertrophic zone; TB, trabecular region. Scale bar, 50um(**B**) Edu labeling assay in Mmp14ΔHC and control mice. Hypertrophic chondrocytes (HC) descendants, nucleus, and proliferating cells were labeled with RFP (red), DAPI (blue), and Edu (green). (**C**) Tartrate-resistant acid phosphatase (TRAP) staining comparing Mmp14ΔHC and control mice. Black arrows mark TRAP+ cells. HZ, hypertrophic zone; TB, trabecular bone. Counting of TRAP+ cells suggests the number of osteoclasts are not significantly affected in the mutants (n = 6 for control, n = 4 for Mmp14ΔHC mutants). (**D**) Immunofluorescence staining of RFP, Perilipin, GFP, and DAPI labeling tdTomato (red), adipocytes (white), osteoblasts (green), and nucleus at P10. Quantitation of RFP+ PER+ , RFP-PER+, and PER+ cells at distal tibia comparing Mmp14ΔHC mutants and control at P10. Unpaired Student’s *t*-test are used for PER+ RFP and PER+ RFP+ and cells. Quantitation is shown in (n = 5) (p<0.05).

### Increased osteogenesis and number of HC descendants in Mmp14ΔHC mutants

To delineate the intrinsic role of *Mmp14* in the HC-lineage and on trabecular bone formation, we characterized the bone phenotype of P10 Mmp14ΔHC mice. Interestingly, microCT analysis revealed a 16% increase in BMD and a 10% increase in trabecular BV/TV in Mmp14ΔHC mice (Figure 2C). This increased bone mass in Mmp14ΔHC mutants, in contrast to severe bone deficit in *Mmp14^-/-^*, led us to ask whether the increased BMD was a consequence of increased osteogenesis. To elucidate whether increased trabecular bone density and volume in Mmp14ΔHC mice is directly attributable to osteogenic HC descendants, we addressed the fate of HC descendants at postnatal stages (Figure 2D–F). Immunofluorescence staining of MMP14 and RFP shows the number of HC descendants was increased in Mmp14ΔHC mice at P10 (Figure 2D). This observation could be due to a decrease of TUNEL+ cells at the chondro-osseous junction (Figure 2E). By using C1-GFP transgene to co-label osteoblasts, we observed an increased number of HC-derived osteoblasts in Mmp14ΔHC mutants, compared to similar GFP+ RFP cell counts between mutants and controls (Figure 2F). The data collectively suggests targeting *Mmp14* in HCs promoted osteogenesis. Consistent with the above findings, the expression domains of osteoblast markers *Col1a1* and *Mmp13* were expanded in Mmp14ΔHC mice (Figure 2—figure supplement 2). In contrast to reduced apoptotic cells, the number of Edu+-labeled proliferating cells was comparable between Mmp14ΔHC mutants and control mice (Figure 2—figure supplement 2).

To test if the number of osteoclasts was affected in Mmp14ΔHC mutants, we performed tartrate-resistant acid phosphatase (TRAP) staining and quantitated the number of osteoclasts in trabecular bone (Figure 2—figure supplement 2). In line with reports showing MMP14 deficiency does not affect osteoclastogenesis (Tang et al., 2013; Zhu et al., 2020), the number of osteoclasts was comparable between Mmp14ΔHC mutants and controls at P10, suggesting the increased number of HC-derived osteogenic cells, not reduced resorption, was a major contributor for increased bone mass at this stage. Overall, these results are in line with previous reports showing a combined inactivation of MMPs is required for osteoclast dysfunction (Zhu et al., 2020).

A small proportion (less than 2%) of WT HC descendants have been shown to become bone marrow adipocytes (Yang et al., 2014b; Tan et al., 2020). It was possible that changes in the collagenous microenvironment that coordinates adipogenesis could have an impact (Chun et al., 2006; Sato-Kusubata et al., 2011). We found that the total frequency of HC-derived bone marrow adipocytes in Mmp14ΔHC mice was unchanged compared with control, suggesting that MMP14 does not influence the adipogenic fate choice of HC-derived cells.

### PTH1R is a substrate of MMP14

Next, we sought to determine the underlying reason for the increased bone in Mmp14ΔHC mice. Reduced calvarial osteogenesis and osteoclast overactivity in *Mmp14* mutant mice were found attributable to cleavage of ADAM9, RANKL, and extracellular matrix proteins by MMP14, regulating FGF, RANK, and YAP/TAZ signaling (Hikita et al., 2006; Chan et al., 2012; Tang et al., 2013). However, these findings are insufficient to account for the increased trabecular bone observed in Mmp14ΔHC mice, suggesting a yet undiscovered mechanism could be the underlying cause of the phenotype. Interestingly, MMP14 was shown to be a downstream target of PTH signaling in osteocytes (Delgado-Calle et al., 2018). It has been proposed that, because cleavage of PTH1R can be inhibited by TIMP2, but not TIMP1, MMP-dependent cleavage of PTH1R causes reduced stability and degradation of PTH1R, raising the possibility that cleavage by an MMP might inhibit PTH signaling (Klenk et al., 2010). However, the identity of the responsible MMP was unknown. This collective evidence, including the co-expression of *Mmp14* and *Pth1r* from scRNAseq data (Figures 1M and 3A), strongly suggested a direct molecular link between MMP14 and PTH/PTH1R signaling pathway could be possible. Therefore, we hypothesized that MMP14 can proteolytically process and perhaps inhibit PTH/PTH1R signaling. Knocking out MMP14 in HC-derived osteogenic progeny could remove its inhibitory effect on PTH pathway.

**Figure 3.**
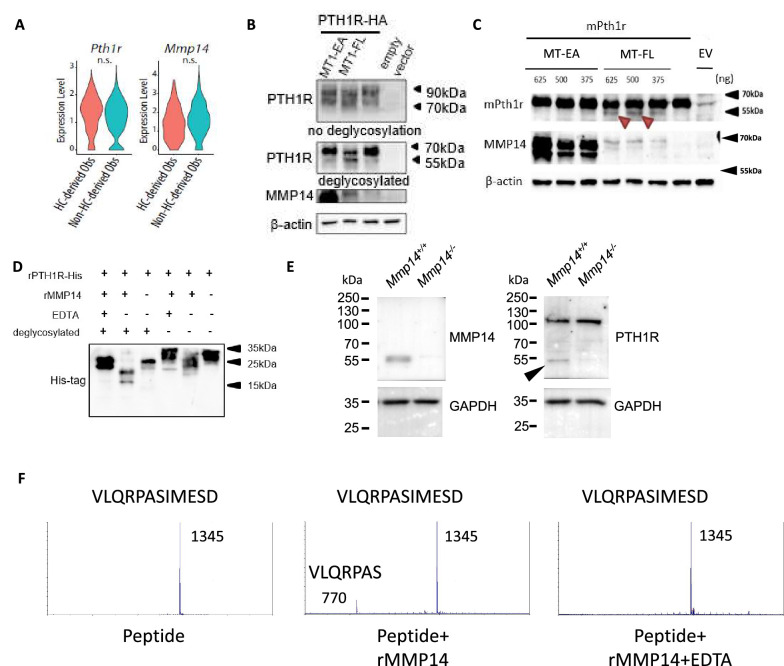
PTH1R is a substrate of MMP14. (**A**) Violin plots showing the expression levels of *Pth1r* and *Mmp14* in the hypertrophic chondrocytes (HC)-derived and non-HC-derived osteoblasts. n.s., not significant. (**B**) HEK293T cells expressing HA-tagged human PTH1R were transfected with either WT (MT1- FL) or E/A catalytic inactive mutant MMP14 (MT1 EA). β-Actin is used as a loading control. Image representative of three independent experiments. (**C**) HEK293T cells expressing mouse Pth1r (without HA-tag) were transfected with either WT(MT1-FL) or E/A catalytic inactive mutant MMP14 (MT1-EA). Mouse Pth1r was deglycosylated, detected with anti-PTH1R antibody and β-actin is used as a internal loading control. Images are representative of three independent experiments. (**D**) His-tagged rPTH1R-ECD was incubated with recombinant catalytic domain of MMP14 (lanes 1, 2, 4, 5) with EDTA (lanes 1, 4), and with (lanes 1–3) and without (lanes 4–6) deglycosylation. Western blotting analyses used specific antibodies as indicated. Data are representative of three independent experiments. His-tagged rPTH1R-ECD was incubated with recombinant catalytic domain of MMP14 at two enzyme/substrate ratios (rPTH1R-ECD only, 1:50, 1:10, and 1:10 with EDTA). The protein mixture were deglycosylated (left panel). (**E**) Western blots showing cleaved fragment of PTH1R in trabecular bone extracts from *Mmp14^+/+^*(left lane) and *Mmp14^-/-^*(right lane) mice at P14. (**F**) Synthetic peptide from extracellular domain of PTH1R 55–67 was incubated with recombinant MMP14. The presence of 770 Da suggests a fragment of VLQRPAS. Figure 3—source data 1.Contains raw uncropped western blot gel photos of Figure 3 and Figure 3—figure supplement 1.

**Figure 3—figure supplement 1.**
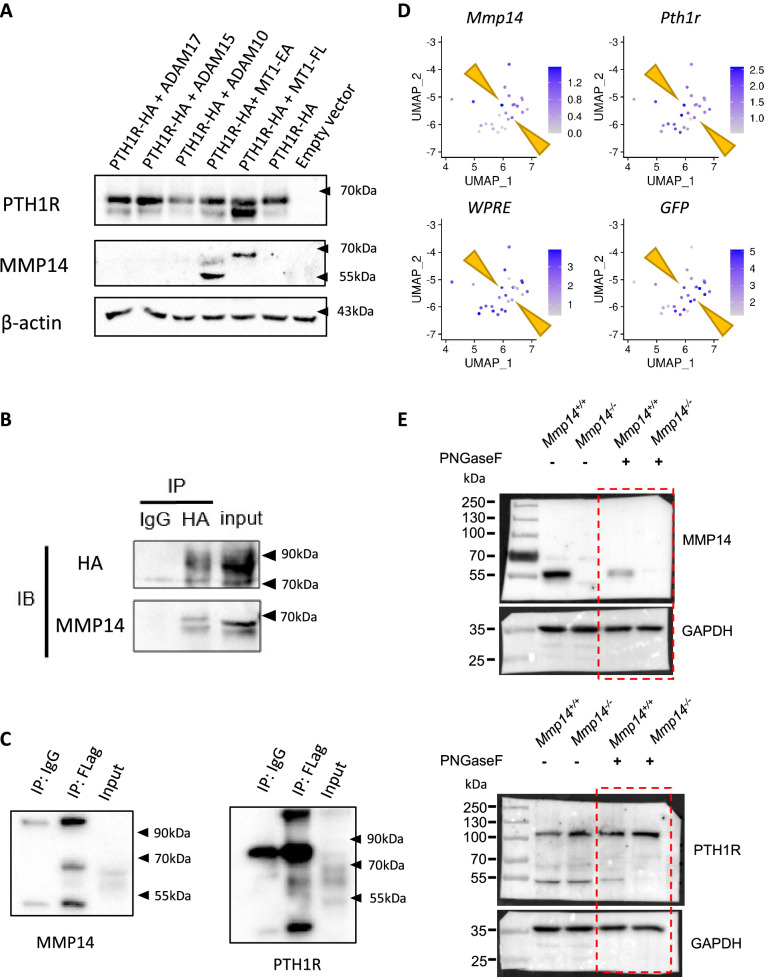
MMP14 is a major protease for PTH1R. (**A**) Western blot of HEK293T cells transfected with human PTH1R-HA, MT1-FL, MT1-EA, ADAM10, ADAM15, and ADAM17. (**B**) Co-immunoprecipitation of MMP14 with PTH1R in HEK293T cells transfected with MT1-FL and PTH1R-HA. PTH1R-HA was immunoprecipitated with anti-HA antibody in G-agarose. (**C**) Cell lysate from HEK293T cells transfected with PTH1R-HA, MMP14-Flag were immunoprecipitated with anti-Flag-tag antibody and analyzed by western blot. (**D**) FeaturePlot showing expression of *Mmp14*, *Pth1r*, WPRE (mRNA transcripts co-expressed with tdTomato), and GFP from C1-GFP using isolated cells from P56. Yellow arrow indicates cells expressing *Mmp14*, *Pth1r*, tdtomato, and GFP. (**E**) Uncropped western blots showing truncation of PTH1R treated with PNGaseF in *Mmp14^+/+^* (lane 3) compared to *Mmp14^-/-^* (lane 4).

To test the hypothesis, we assayed the impact of co-expressing (human influenza hemagglutinin) HA-tagged PTH1R with full-length MMP14 (MT1-FL) or catalytic inactive MMP14 (MT1-EA) in human 293T human embryonic kidney (HEK) cells (Figure 3B). After deglycosylation with PNGaseF, western blotting showed, in the presence of MT1-FL, a truncated form of PTH1R-HA with size close to 55 kDa is increased compared to empty vector and MT1-EA (Figure 3B). To exclude that the cleavage is an artifact due to HA-tag insertion in the extracellular domain, a mouse *Pth1r* cDNA without HA-tag was reverse transcribed from extracted RNA and cloned into pcDNA3.1 expression vector (Figure 3C). Like PTH1R-HA, a truncated protein fragment of PTH1R was detected when MT1-FL was expressed, confirming proteolytic processing of PTH1R exists both in mice and human (Figure 3C). To exclude the possibility of indirect cleavage of PTH1R by MMP14 in 293T cells, a recombinant extracellular domain of human PTH1R with polyhistidine tag at C-terminus (PTH1R-ECD, amino acid 1–181) was incubated with and without recombinant human MMP14 (rhMMP14) overnight (Figure 3D). Western blots showed, compared to full-length deglycosylated PTH1R-ECD, after incubation with rhMMP14 (lane 2), there appeared at 25 kDa (lane 3), two truncated fragments with size around 20 kDa and 15 kDa (Figure 3D). These results suggest that rhMMP14 directly cleaves PTH1R-ECD at multiple sites, with one cleavage site at around amino acid 60 and another at around 90–100, accounting for the two histidine-tagged fragments detected by SDS-PAGE observed (Figure 3D). Blocking MMP14 activity by EDTA inhibited PTH1R cleavage (Figure 3D). To test if other MMPs/ADAMs participate in the cleavage of PTH1R, we assayed ADAM10, ADAM15, and ADAM17 and found none of them cleaved (Figure 3—figure supplement 1A). Co-immunoprecipitation of PTH1R-HA and MT1-FL suggested that MMP14 can interact with PTH1R (Figure 3—figure supplement 1B and C).

To test if MMP14 cleavage of PTH1R occurred in vivo, trabecular bone protein lysate was prepared from wild-type and *Mmp14^-/-^* mice at P14. A truncated 55 kDa form of PTH1R can be detected in the *Mmp14^+/+^* trabecular bone lysates but not in those from *Mmp14^-/-^* mutants suggesting MMP14 may be the sole protease/MMP that cleaves PTH1R in osteogenic cells (Figure 3E). However, an additional protein band at 110 kDa was observed in in vivo-derived samples compared to secondary cell lines, possibly reflecting differences in post-translational modification (Lackman et al., 2018). The scRNAseq profiling at P56 suggests a portion of cells co-express *Pth1r*, *Mmp14*, GFP, and WPRE transcript, consistent with a role of MMP14 as a protease for PTH1R (Figure 1M, Figure 1—figure supplement 1D, Figure 3—figure supplement 1D).

Given that rhMMP14 directly cleaves PTH1R-ECD into fragments with size around 20 kDa and 15 kDa, we propose at least one putative cleavage site exist around amino acid 55–65 in PTH1R. Computational prediction also suggest a possible cleavage site exist at amino acid around 61 (Kumar et al., 2015). To test this, we incubated rhMMP14 with a synthetic peptide with amino acid sequence 55–67 from PTH1R. Using mass spectrometry, we found a peak at 770 Da consistent with molecular mass of a VLQRPAS fragment, suggesting that amino acid 61 is one of the cleavage sites of MMP14 (Figure 3F). Taken together, rhMMP14 cleaves PTH1R-ECD at multiple sites in vitro, suggesting two possible fragments, PTH1R (61–593, predicted molecular size 59 kDa) or PTH1R (100~593, predicted molecular mass 55 kDa) are possible, and therefore, is consistent with the truncated PTH1R peptides observed in vivo (~55 kDa).

### MMP14 inhibits PTH/PTH1R signaling

Prior molecular and structural studies have demonstrated that the exon 2 encoding region of PTH1R, which harbors the cleavage site by MMP14, is dispensable for both binding to PTH/Pthrp and receptor function (Lee et al., 1994; Lee et al., 1995; Zhao et al., 2019; Ehrenmann et al., 2018). Since MMP14 has a wide range of substrates ranging from collagens to transmembrane ligands, we hypothesized that cleavage of MMP14 promoted the degradation of PTH1R. To explore the molecular consequences of MMP14 cleavage on PTH1R, 293T cells stably expressing PTH1R transfected with MT1-FL or MT1-EA were challenged with PTH and their responses examined by calculating the relative amounts of phospho-CREB (p-CREB) (Figure 4A and B). As expected, lower relative amounts of p-CREB, p-ERK, and cyclic-AMP (cAMP) were observed after PTH challenge in 293T cells expressing MT1-FL compared to control, suggesting that MMP14 inhibits PTH signaling by facilitating receptor degradation (Figure 4B and C). We isolated trabecular osteoblasts from *Mmp14^-/-^* mice in order to ensure only MMP14-deficient cells were analyzed. These MMP14 deficient primary trabecular osteoblasts showed increased p-CREB activity in response to PTH (Figure 4D). We titrated the level of MT1-FL against the same amount of PTH1R and found increasing MT1-FL further promoted PTH1R degradation (Figure 4—figure supplement 1A). Consistent with previous reports, MMP14 is upregulated in response to PTH treatment (Figure 4—figure supplement 1B). Overall, these results identify cleavage of PTH1R by MMP14 at amino acid 61 as a novel mechanism for modulating GPCR stability and subsequently attenuated PTH signaling (Figure 4E, Figure 4—figure supplement 1).

**Figure 4.**
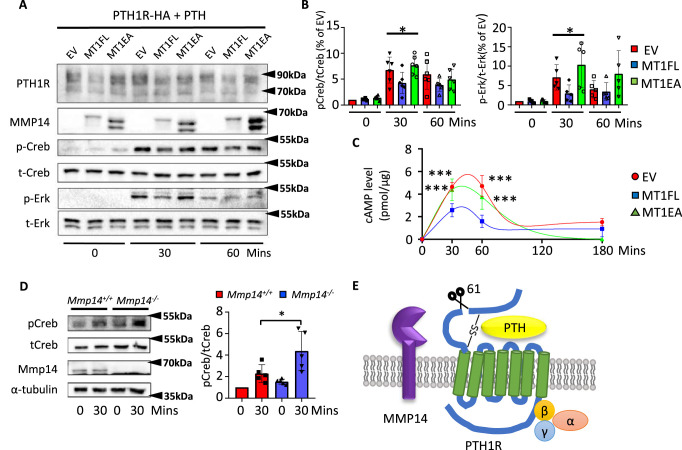
MMP14 inhibits PTH signaling. (**A**), MMP14 can inhibit PTH signaling in HEK293 cells. HEK293 cells stably expressing PTH1R-HA were transfected with empty vector (EV), MMP14 (MT1-FL), and catalytic inactive MMP14 (MT1-EA). Cells were challenged with 1 × 10^–7^M PTH in vitro for 0, 30, and 60 min. PTH1R, MMP14, phospho-CREB (p-CREB), total-CREB (t-CREB), phosphor-Erk, total-Erk, and loading control β-actin were analyzed by western blotting. (**B**) Relative level of p-CREB/t-CREB and p-Erk/t-Erk was quantitated and measured using ImageJ (n = 6 for p-CREB/t-CREB and n = 5 for p-Erk/t-Erk). One-way ANOVA followed by unpaired *t* Welch’s correction was used to determine statistical significance. Data are presented as means ± SEM. **p<0.01, *p<0.05. (**C**) HEK 293 cells expressing PTH1R were challenged with PTH for 30, 60, and 180 min and the level of cAMP with MT1-FL, MT1-EA, or empty vector were measured (n=5). One-way ANOVA followed by unpaired *t* Welch’s correction was used to determine statistical significance. (**D**) Trabecular osteoblasts extracted from *Mmp14^+/+^* (red bar) and *Mmp14^-/-^* (blue bar) mice were challenged with 1 × 10^–7^ M PTH(1–34). Cell lysate were analyzed by western blotting for p-CREB and t-CREB level (left). Right: quantification of relative level of p-CREB/t-CREB in trabecular osteoblasts extracted from *Mmp14^+/+^* and *Mmp14^-/-^* mice (n = 5). Data are presented as means ± SEM. **p<0.01, * p<0.05, unpaired *t*-test. (**E**) Schematic diagram showing MMP14 cleaves PTH1R at amino acid 61. Seven-pass transmembrane domains are in green. PTH1R transduces signals via G-protein complex α, β, γ. Figure 4—source data 1.Contains raw uncropped western gel photos for Figure 4 and Figure 4—figure supplement 1.

**Figure 4—figure supplement 1.**
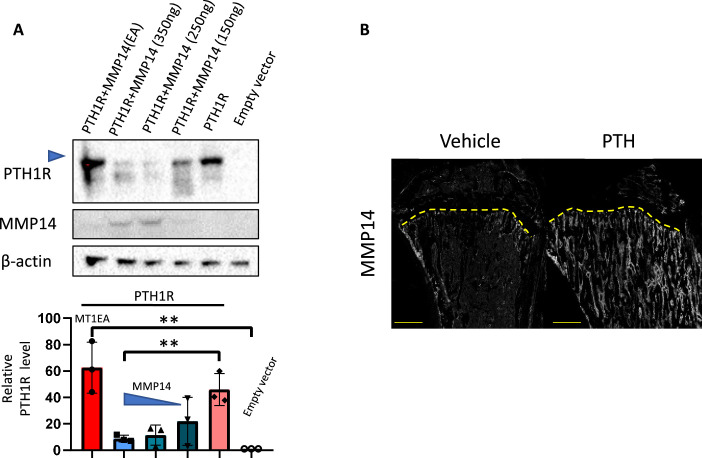
MMP14 destabilize PTH1R and can be upregulated by PTH. (**A**) Relative level of PTH1R in HEK293T cells co-transfected with empty vector, MMP14 and MMP14-EA. (**B**) Immunofluorescence staining of MMP14 in P56 mice treated with vehicle (left) and PTH(1–34).

### HC-derived osteogenic cells respond to PTH, which is enhanced in Mmp14ΔHC

Having demonstrated MMP14 can directly cleave PTH1R to negatively regulate its function, we next asked if PTH stimulates the osteogenesis of HC-derived cells and if MMP14 moderates PTH signaling in HC-derived cells in vivo. While treatment of mice with PTH inhibits apoptosis of osteoblast precursors and promotes their differentiation into mature osteoblasts (Balani et al., 2017), whether HC-derived osteoblasts respond and contribute to the anabolic response to PTH reported for osteoblasts is not known. To assess the contribution of HC-descendants to C1-GFP*-*expressing mature osteoblasts induced by PTH treatment, the C1-GFP transgene was introduced into C10Cre;Rtdt and Mmp14ΔHC;Rtdt mice to label osteoblasts in bone (Figure 5A). We examined the skeletal phenotype in Mmp14ΔHC mutants treated with PTH for 4 weeks (Figure 5B). Compared to PTH stimulation in WT controls, PTH treatment in Mmp14ΔHC mutants caused a 15 and 21% further increase in BMD and BV/TV, respectively (Figure 5B and C). PTH treatment dramatically increased the amount of HC progeny (tdT^+^, detected by RFP immunostaining) in Mmp14ΔHC trabecular bone (Figure 5B and C).

**Figure 5.**
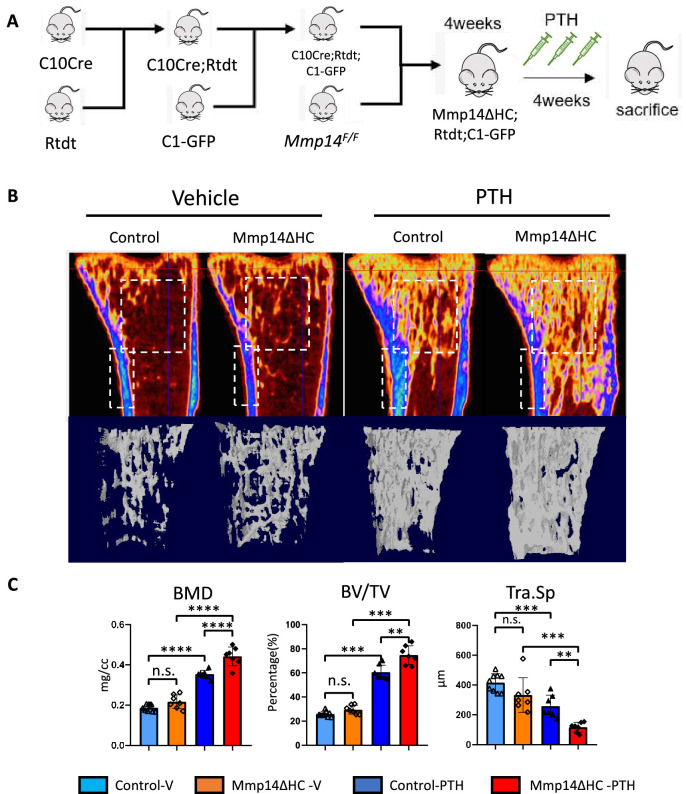
Increased anabolic response of hypertrophic chondrocyte (HC)-derived osteoblasts to PTH treatment in Mmp14ΔHC mice. (**A**) Schematic diagram showing experimental design for generation of Mmp14ΔHC;Rtdt;C1-GFP mice for teriparatide treatment. (**B**) Sagittal and reconstructed 3D image of micro-CT of control and Mmp14ΔHC mice treated with vehicle and PTH(1–34) for 1 month starting from P28 for five injections per week. (**C**) Statistical analysis of bone mineral density (BMD), bone volume over tissue volume ratio (BV/TV), and trabecular separation (Tra.Sp.) using Micro-CT in control (blue [n = 9] and deep blue [n = 7] bars) and Mmp14ΔHC (orange [n = 7] and red [n = 7] bars), mice treated with vehicle (blue and orange) and PTH(1–34) (deep blue and red), for 1 month. Data are presented as means ± SEM. **p<0.01, *p<0.05, One-way ANOVA followed by unpaired *t* Welch’s correction was used to determine statistical significance. Control samples were pooled from mice of following genotypes: *Col10a1^Cre/+^;Mmp14^F/+^;Rosa26^LSL-tdTomato/LSL-tdTomato^*;C1-GFP and *Col10a1^Cre/+^;Mmp14^F/+^;Rosa26^LSL-tdTomato/LSL-tdTomato^* and *Col10a1^+/+^;Mmp14^F/+^;Rosa26^LSL-tdTomato/LSL-tdTomato^*;C1-GFP. Mmp14ΔHC samples were from *Col10a1^Cre/+^;Mmp14^F/-^;Rosa26^LSL-tdTomato/LSL-tdTomato^*;C1-GFP mice.

In compound C10Cre;Rtdt;C1-GFP mice, mature osteoblasts, pre-osteoblasts, and HC descendants were labeled by GFP, OSTERIX, and RFP, respectively. We found many more HC descendants in the trabecular region that co-expressed OSTERIX, a marker of osteoprogenitors, and C1-GFP in response to PTH treatment than in controls (Figure 6A and B). These HC descendants showed positive pCREB^+^RFP^+^ staining confirming PTH signaling activity in HC derivatives (Figure 6C). HC-derived cells constituted approximately 50% of all trabecular osteoblasts with and without PTH treatment (Figure 6D). HC-derived osteoblasts therefore represent a significant osteogenic population directly contributing to half of the total osteoblast population and capable of responding to PTH treatment in the same way as non-HC-derived osteoblasts (Figure 6D). In Mmp14ΔHC mice, the number of RFP+ and RFP+ GFP+ and RFP+ OSX+ cells further increased compared to control mice treated with PTH, consistent with the heightened response to PTH treatment in *Mmp14*-deficient HC-derived cells (Figure 6D).

**Figure 6.**
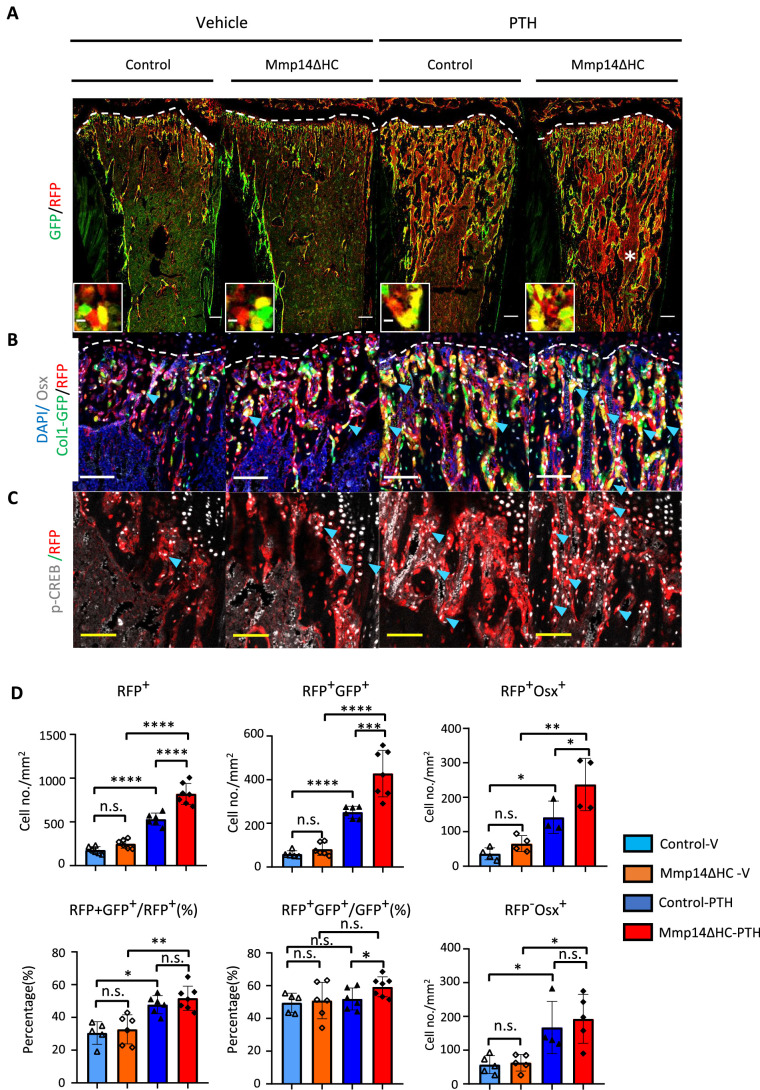
MMP14 controls expansion of chondrocyte descendants after PTH treatment. (**A**) Representative immunofluorescence staining of GFP (green) and RFP (red), marking hypertrophic chondrocytes (HC)-descendants and osteoblasts, respectively. Mmp14ΔHC mutant mice (8 weeks) and their littermate controls were treated with vehicle or PTH(1–34) for 4 weeks. Yellow dotted line demarcates chondro-osseous junction. Scale bar 50 μm. (**B**) Fluorescence colours mark nuclei, pre-osteoblasts, and HC-descendants as for Figure 2. Scale bar 100 μm. (**C**) Representative immunofluorescence staining of phospho-CREB (pCREB [gray] and RFP [red]). Scale bar 100 μm. (**D**) Quantification of cell number/mm^2^: RFP+ (HC descendants); RFP+ GFP+ (mature HC-derived Osteoblasts); RFP+ Osx+ (HC-derived pre-osteoblasts), ratio of RFP+ GFP+ /RFP+ cells, ratio of RFP+ GFP+/GFP+ cells, number of RFP+ Osx+ and number of RFP-Osx+ cells in control (blue and deep blue) and Mmp14ΔHC (orange and red) mice (n = 5). The data represent means ± SEM. p-Values were calculated using one-way ANOVA followed by unpaired *t* Welch’s correction. Statistical significance of RFP+GFP+/GFP+ ratio is analyzed by Student’s *t*-test (*p<0.05). The data points were pooled across multiple bone samples.

**Figure 6—figure supplement 1.**
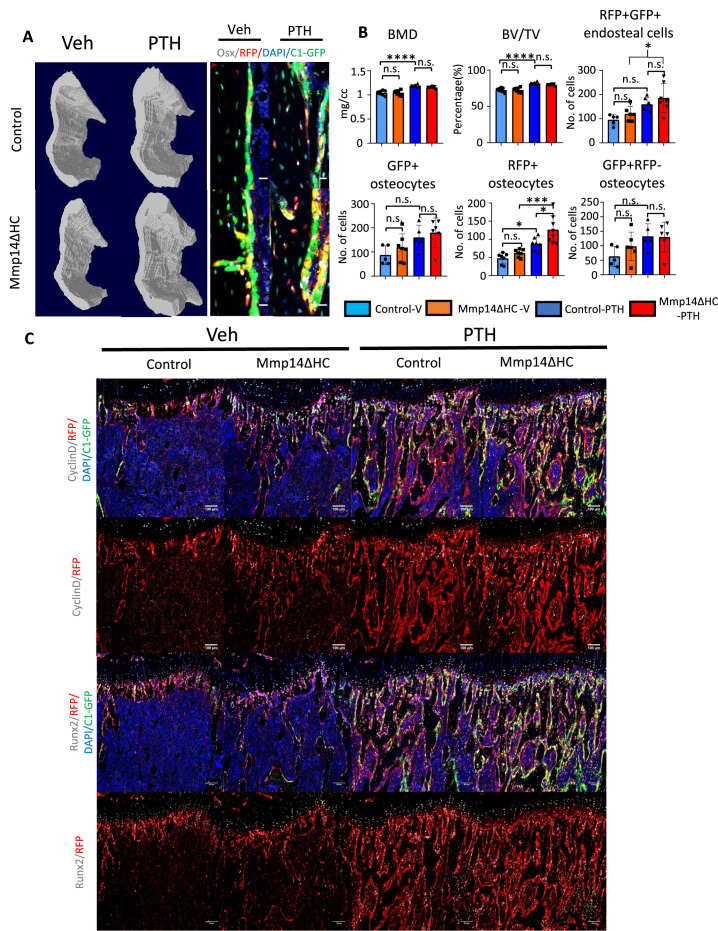
Differential response to PTH in cortical osteocytes compared to trabecular osteoblast. (**A**) Transverse images of cortical bone via microCT reconstruction in Control and Mmp14ΔHC mice treated with vehicle and PTH(1–34). Representative immunofluorescence images of OSTERIX, RFP, GFP, and DAPI in cortical region are presented. (**B**) Quantitation of BMD, BV/TV in the cortical region as indicated in (**A**). Quantitation of RFP+ GFP+ , RFP+, RFP-GFP+ osteocytes and endosteal RFP+ cells. *p<0.05, **p<0.01, ***p<0.001 by one-way ANOVA followed by Turkey’s post hoc test was used to determine statistical significance. (**C**) Representative immunofluorescence images of CyclinD, Runx2, RFP, GFP, and DAPI in trabecular region are presented.

By contrast with enhanced osteogenesis in trabecular bone, BV/TV and cortical BMD were comparable between PTH-treated Mmp14ΔHC mutants compared to PTH-treated controls (Figure 6—figure supplement 1). There was no significant increase in RFP+ GFP+ HC-derived endosteal cells in Mmp14ΔHC mutants. In the HC-derived (RFP+ GFP+ ) endosteal cell fraction, the response to PTH was enhanced in mutants, suggesting differences in the effect of MMP14 deficiency and PTH sensitivity of HC-derived endosteal cells compared to the non-HC-derived counterparts. However, CyclinD and Runx2 showed increased expression in Mmp14ΔHC mutants, suggesting a relationship between PTH signaling to osteogenesis and cell cycle regulation in HC-derived cells (Figure 6—figure supplement 1C).

Although the number of HC-derived RFP+ osteocytes were also not different between controls and mutants, there was a significantly enhanced response of HC-derived osteocytes to PTH in the cortical bone of Mmp14ΔHC mutants (Figure 6—figure supplement 1A and B). These results are consistent with reports showing increased cortical bone in human osteoporotic patients with PTH treatment (Hansen et al., 2013; Tsai et al., 2016). However, this is in contrast to the observation that PTH treatment results in increased trabecular bone in patients but had no effect on endo-cortical, cortical, or periosteal bone, or that intermittent treatment of PTH in mouse starting from P28 does not fully replicate PTH treatment in human adults (Recker et al., 2009). Whether the discrepancy in outcome of PTH treatment or MMP14 deficiency on cortical bone and trabecular bone is related to a more transient effect on PTH signaling on bone synthesis in the former than in the latter and/or remodeling differences are questions for future study.

### HC descendants persist and contribute to the anabolic response to PTH in aged mice

Although, unlike in humans, the growth plate of mice does not close, in adult mice by 1 year of age, the hypertrophic cartilage is vestigial and endochondral ossification diminishes substantially (Haseeb et al., 2021). To test whether the HC-derived osteogenic cells could also contribute to the response to PTH treatment in older mice, we treated 1-year-old C10Cre;Rtdt mice with PTH for 4 weeks (Figure 7A–Ci–iii). Like in young mice, HC descendants at 1 year old responded to PTH(1–34) treatment by producing more osteogenic progeny (Figure 7Ci–iii), suggesting sustained ability of HC-derived osteoblasts to contribute to PTH-stimulated osteogenesis with aging. These tdTomato-positive progenies also express MMP14 (Figure 7—figure supplement 1A). Taken together, our findings implicate a molecular link between MMPs and PTH signaling in regulating the activity of HC-derived osteoblasts in postnatal and adult mice (Figure 8).

**Figure 7.**
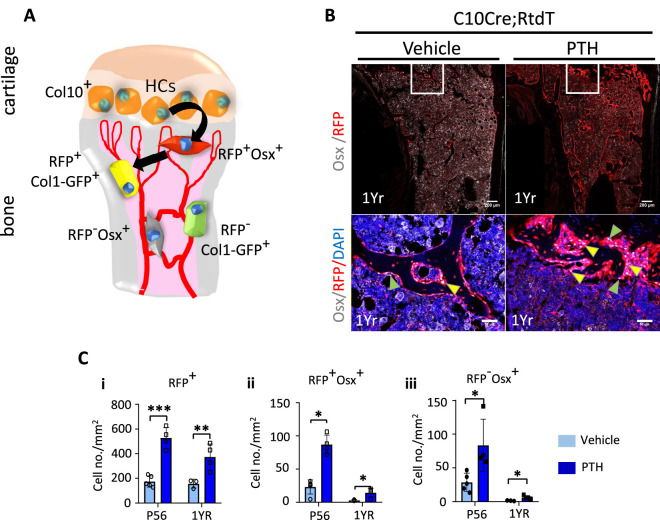
Hypertrophic chondrocyte (HC) descendants persists in trabecular bone and contribute to PTH response in ages adult mice. (**A**) Schematic diagram showing ontogeny of HC-derived and non-HC-derived osteogenic cells and their markers. (**B**) Immunofluorescence staining of DAPI (blue), Osterix (gray), and RFP (red) for marking cell nuclei, pre-osteoblasts, and HC-descendants, respectively. Mice were treated with vehicle or PTH(1–34) for 4 weeks at five injections per week starting from 1 year old. Magnified picture of at the trabecular bone (white box) is also presented. Yellow arrows mark HC-derived pre-osteoblasts. (**C**) P56 and 1-year mice treated with PTH: (i–iii) quantification of number/mm^2^ of RFP+ cells, RFP+ Osx+ cells, RFP-Osx+ cells (n = 3). Data are represented as mean ± SEM. p-Values were calculated using two-tailed unpaired *t*-test, *p<0.05, **p<0.01, ***p<0.001. Data points were pooled measurements across multiple bone sections per animal.

**Figure 7—figure supplement 1.**
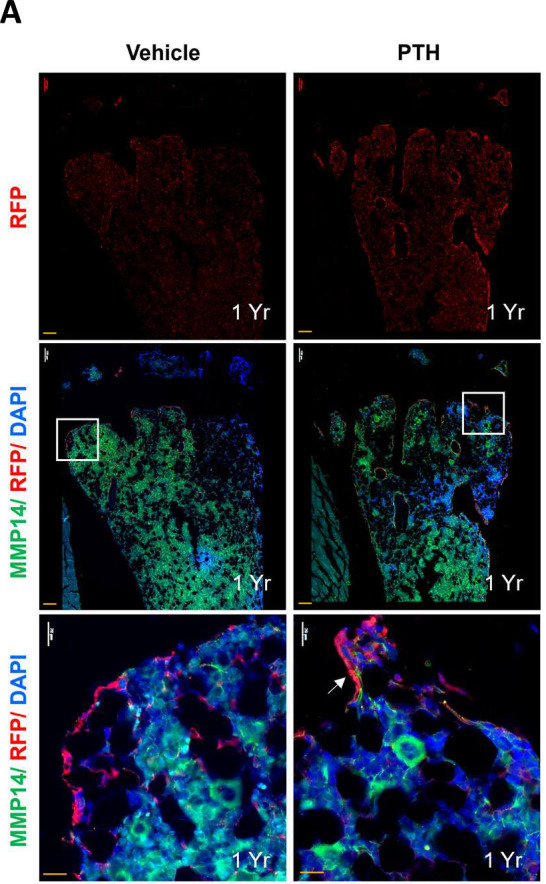
Expression of *Mmp14* in hypertrophic chondrocyte (HC)-derived cells in 1-year-old mice. (**A**) Representative immunofluorescence images of RFP (red), Mmp14 (green), and DAPI (blue) in trabecular region from 1-year-old control mice before (left) and after PTH induction (right column). Scale bar = 100 µm, 20 µm.

**Figure 8.**
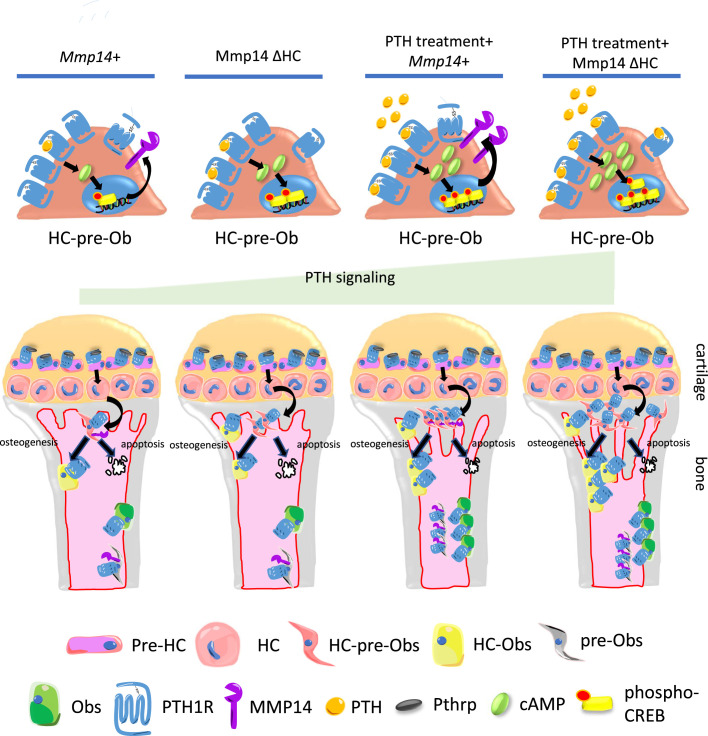
Model of MMP14 moderation of PTH signaling intensity and osteogenesis. Upon PTH binding, PTH1R generates cAMP signals to activate cAMP response element binding protein (CREB). Activation of PTH1R causes upregulation of MMP14. MMP14 in turn cleaves PTH1R to inhibit its signaling activity. In the chondrocyte lineage, pre-hypertrophic chondrocytes (pre-HC) differentiate to hypertrophic chondrocytes (HCs), translocate to the subchondral space, and subsequently to HC-pre-osteoblasts contributing to trabecular, endosteal and endocortical bone and can respond to PTH treatment. Together, MMP14 moderates the HC derivatives’ response to PTH ensuring a controlled supply of osteoblast precursors and thereby bone anabolism. Obs, osteoblasts; PHZ, hypertrophic zone; HZ, hypertrophic zone; TB, trabecular bone.

## Discussion

Recent studies have established the concept that in the growth plate, resting chondrocytes function as skeletal stem cells for continuous supply of proliferating and pre-hypertrophic chondrocytes and HCs (Mizuhashi et al., 2018; Newton et al., 2019). These cells form part of a continuum in which the HCs transition into the full osteogenic lineage, contributing to the formation of primary spongiosa and trabecular bone (Tsang and Cheah, 2019; Yang et al., 2014a; Yang et al., 2014b; Park et al., 2015; Tan et al., 2020) and participating in bone regeneration and healing (Hu et al., 2017; Yang et al., 2014a; Yang et al., 2014b; Matsushita et al., 2021). Here we show that chondrocyte-derived osteoblasts contribute a significant proportion to osteogenesis arising from PTH-mediated stimulation of bone formation. The data implicate hypertrophic chondrocytes as a reservoir of progenitors supplying osteoblast precursors and this process is controlled by MMP14 modulation of PTH signaling by direct cleavage of PTH1R. MMP14 inhibits PTH1R signaling and genetic targeting of MMP14 boosts PTH-mediated bone synthesis.

Our study has provided new in vivo insights into the properties and functional contribution of chondrocyte-derived osteoblasts to maintaining normal bone mass in response to PTH. The single-cell transcriptomic analyses and lineage tracing in mouse models show that HC-derived cells express genes characteristic of skeletal progenitors, mesenchymal cells, immature and mature osteoblasts, and terminally differentiated osteocytes even at maturity (P56) in trabecular and endosteal/endocortical bone. Despite this gross similarity, there were a few genes that were differentially expressed between C10Cre-labeled HC-derived and non-HC-derived osteoblasts, within the primary spongiosa, the functional significance of which is unknown and worthy of future study.

In our study, we have found, by contrast to the decreased trabecular bone caused by global knockout of *Mmp14*, that conditionally inactivating MMP14 in the HC-derived lineage results in a modest increase in bone at P10 by promoting their survival. Our findings identify MMP14 as a key protease that processes PTH1R, regulating the response of HC derivatives to PTH and thereby their contribution to trabecular bone. MMP14 inhibits osteoclastogenesis via controlled release of soluble RANKL (Delgado-Calle et al., 2018). RANKL has been reported to be a downstream target of PTH and a substrate of MMP14, which implies that MMP14 is downstream of PTH signaling, but the exact molecular relationship is unclear. Notably osteoclastogenesis was normal in the P10 Mmp14ΔHC mutants, suggesting that the increased bone mass is intrinsic to HC-derived osteoblasts and unrelated to an impact on the production of soluble RANKL in the absence of MMP14. Because inactivating MMP14-mediated intracellular signaling constitutively by mutating the cytoplasmic tail of MMP14 leads to increased trabecular bone and decreased adipocytes in mice, it has been suggested that MMP14 regulates the osteogenic versus adipogenic cell fate decision of differentiating bone marrow skeletal stem cells (Attur et al., 2020). However, there was no effect on the frequency of HC-derived adipocytes in Mmp14ΔHC mutants, suggesting that the increased osteogenesis is not caused by a change in HC cell fate.

GPCR is the largest family of transmembrane proteins with contributing to ~35% of encoded proteins. Around 3–40% of drugs are derived to target GPCRs. Few preliminary reports propose proteolytic modification of GPCRs by MMPs or ADAMs might modulate their signaling activity (Lackman et al., 2018; Goth et al., 2017). A recent paper proposed that cleavage of PTH1R could regulate its downstream signaling (Klenk et al., 2022). Our study has uncovered that PTH1R, a class-B G-protein coupled receptor, is a novel direct substrate for MMP14, which, MMP14, by cleaving PTH1R acts to inhibit PTH1R signaling. PTH1R was previously found to be regulated by different post-translational modifications, including phosphorylation and glycosylation (Qiu et al., 2010; Izumida et al., 2020). The detailed structure of PTH1R and the lack of functional impact of HA-tagging in this domain suggest the unstructured region encoded by exon 2 does not participate in receptor-ligand binding nor signal transduction (Zhao et al., 2019; Ehrenmann et al., 2018; Couvineau et al., 2008). Our results demonstrate that proteolytic modification of this region directly influences GPCR signaling via GPCR stability. We propose a novel paradigm of MMP14 activity in which it also mediates direct titration of PTH signaling in the HC-osteoblast lineage (Figure 8). In this model, the intensity of PTH stimulation of osteogenesis is curbed via MMP14 cleavage of the ectodomain of PTH1R. Hence, inactivation of MMP14 in HC descendants spares the ectodomain of PTH1R from cleavage, resulting in an increased anabolic response to PTH and therefore places MMP14 also upstream of PTH signaling. Since MMP14 is upregulated by PTH signaling in osteogenic cells in vivo (Delgado-Calle et al., 2018), it is possible that MMP14 is also involved in a negative feedback protection mechanism to constrain osteogenesis in response to PTH challenge. Given that other MMPs or ADAMs have been shown to participate in transmembrane proteins cleavage, whether MMPs other than MMP14 are involved in this process and whether PTH1R undergoes additional proteolytic modification remains to be solved in future. Interestingly, in humans several mutations, including a G100->D mutation in the ectodomain of PTH1R, has been associated with Olliers disease. Whether any of these mutations cause abnormal MMP14 cleavage of PTH1R should be verified in the future (Couvineau et al., 2008).

Maintaining appropriate amount of bone throughout life, mediated by hormones such as PTH, is critical for healthy aging and quality of life. However, there is a gap in knowledge on the specific contributions of individual cell types to maintaining homeostasis in bone because of the myriad of signaling pathways and diverse cell-type responses. The importance and need of a molecular and functional definition of the contribution of specific cell types in bone are illustrated by the long-term systemic treatment of osteoporosis by teriparatide (PTH 1–34). The treatment is complicated by side effects because of the physiological and pleiotropic effects of PTH signaling on different cells in the whole body. We have shown that HC-derived osteoblasts contribute to the anabolic activity in bone, responding to PTH in the same way as their non-HC-derived counterparts, and constitute a significant proportion of the osteogenic precursors stimulated by teriparatide (PTH 1–34) treatment, even in adult mice. This response to PTH occurs in early postnatal (P10) and mature mice (1 year). Questions for future study are whether the response is as robust in aged mice (2 years or older) and whether, compared to other sources of osteoblasts, the history of PTHRP/PTH1R signaling in pre-hypertrophic chondrocytes (Mizuhashi et al., 2018) produces a molecular memory that is advantageous for the ability of HC descendants to mount a response to PTH. Intermittent treatment with PTH/teraparatide also induces bone resorption leading to an ‘anabolic window’ of bone mass gain that restricts long-term use of this treatment strategy (Hattersley et al., 2016; Sharma et al., 2022). It would be important in future to determine the long-term impact of increased PTH signaling on bone anabolism and physiology in Mmp14ΔHC mice as they age. Other questions that should be followed up are whether a defect in the HC-lineage progression underlies the increase in trabecular bone in *Mmp13* global knockouts and *Col1a1*-cre mediated conditional *Mmp13* mutants (Stickens et al., 2004), and the exact underlying molecular mechanism(s). MMP14 controls other signaling pathways such as FGF signaling and also YAP/TAZ signaling (Hikita et al., 2006; Chan et al., 2012; Tang et al., 2013). It would also be important to identify additional pathways and substrates affected by MMP14 deficiency in the osteogenic lineage, and to what degree such impact contributes to the overall changes in bone anabolism. Further, it would be important to determine whether there is a causal link between the MMP14 deficiency in the chondrocyte-osteoblast lineage and human bone-wasting disorders.

Our study illuminates understanding of the relative contribution of different cell types to maintaining bone homeostasis and highlights the importance of HCs as a source of pre-osteoblasts capable of rapid response to PTH treatment. The minor differences in transcriptomic signature between HC-derived and non-HC-derived osteoblasts and their co-expression of *Mmp14* and *Pth1r* suggest that the same paradigm of MMP14-mediated titration of PTH signaling applies in all osteoblasts. Addressing this possibility purely in non-HC-derived osteoblasts is hampered by the lack of appropriate cre reagents that can target osteoblasts in the perichondrium specifically and the intrinsic skeletal defects in Osterix–cre mice (Huang and Olsen, 2015). The discovery that MMP14 titrates the response to PTH and bone anabolism in vivo, contributes new insights into the mechanism of adjusting PTH control of osteogenesis and bone homeostasis, and has significance for understanding bone metabolism with implications for the development of treatments for bone-wasting diseases such as osteoporosis and in overcoming the side effects of teriparatide (PTH 1–34). Our work also contributes to understanding the scientific basis of PTH therapy.

### Ideas and speculation

Our findings provide ideas for potential therapeutic enhancement of treating skeletal diseases. It has been suggested that a therapeutic approach could be to reduce bone resorption by targeting the myeloid lineage that would require inactivating both MMP9 and MMP14 (Zhu et al., 2020). By contrast, a pan osteoblast-specific or HC-derived osteoblast-specific targeted manipulation approach could have a significant advantage as MMP14 activity (and therefore PTH signaling) only needs to be manipulated in a single cell type. Perhaps such an approach could avoid the need for systemic intermittent injection of PTH and thereby ameliorate side effects.

## Materials and methods

### Genetically modified mouse strains

*Mmp14^-/-^* and *Mmp14* ^flox/flox^ mice were generated as described previously (Zhou et al., 2000; Jin et al., 2011). *Col10a1-*Cre and *Col10a1-*CreERT mouse lines are described in Yang et al., 2014a. *Col1a1--*GFP and *Rosa26* reporter transgenic mice were obtained as previously described (Kalajzic et al., 2002; Srinivas et al., 2001). *Col1a1-* GFP (abbreviated as C1-GFP) transgenic mice were made by directed expression of GFP by a 2.3 kb rat type I collagen fragment (Kalajzic et al., 2002). PTH delivery to mice was performed as described in Balani et al., 2017. In brief, PTH(1–34) (acetate, Bachem) was dissolved in 0.01 M acetic acid, 150 nM NaCl, and subcutaneously injected to mice at 400 ng/g body weight for 5 days per week (Balani et al., 2017). *Mmp14^F/-^;*C10Cre (abbreviated as *Mmp14^-/ΔHC^*) and *Mmp14 ^F/F^;*C10Cre (abbreviated as *Mmp14^ΔHC/ΔHC^*) were pooled and collectively referred to as Mmp14ΔHC for analysis. All animal experiments were approved by the Institutional Animal Care and Use Committee of the University of Hong Kong and performed in accordance with guidelines of the Committee on the Use of Live Animals for Teaching and Research of the University of Hong Kong: Protocol nos: 3981-1, 5295-20, and 5527-20.

### Isolation of cells for single-cell transcriptomics

Single cells from the growth plate and trabecular bone were harvested, disassociated, digested, and sequenced as follows. For neonatal (P6) mice, cells were isolated from whole tibia (n = 2) including the growth plate (except secondary ossification center at both ends) of a C10Cre*;Irx3^+/ΔHC^Irx5^+/-^; Rosa26^LSL-tdTomato/+^* heterozygote previously shown to have normal bone mass (Tan et al., 2020). The tibiae (n = 2) were diced into fragments and digested with digestion solution (0.25% dispase, 0.25% collagenase type II in HBSS; Sigma-Aldrich, Cat# H6648) (5 ml in total) at 37°C on a shaker for 1 hr. To prepare cells from adult P56 mice (C10Cre*;Mmp14^+/F^;Rosa26^LSL-tdTomato/LSL-tdTomato^;*C1-GFP) (n = 3), trabecular bone and part of the growth plate from tibia were harvested. Osteogenic cells were isolated by a modification of protocol described by Chan et al., 2012. In brief, the bone samples were diced into fragments and digested with digestion solution. The first two suspensions obtained after 20 min sequential digestions using 0.25% Trypsin, containing most of the blood cells, were removed, and fresh digestion solution was added. Then, fresh digestion solution (0.25% dispase, 0.25% collagenase type II in HBSS; Sigma-Aldrich, Cat# H6648) (5 ml in total) was added, followed by shaking at 37°C for 40 min. The suspension was collected. The previous step of digestion and collection of suspension were repeated once more. The single-cell suspension enriched in Tdtomato+ cells (>10% Tdtomato+ by microscopy) released by the third digestion was passed through a 40 µm filter. The cells were pelleted by centrifugation and washed twice with Hanks’ Balanced Salt solution (HBSS, Cat# H6648, Sigma-Aldrich), resuspended in HBSS, and the single cells encapsulated for library preparation and sequencing using the Chromium single cell platform (10X Genomics Inc) at the University of Hong Kong, Centre for PanorOmic Sciences (HKU CPOS), as per the manufacturer’s protocol. Library size and concentration were determined by Qubit, quantitative PCR, and Bioanalyzer assays. Viabilities of 69 and 74.5% were recorded for the P6 and P56 samples, respectively. A raw total input of 22,750 cells was estimated for each sample.

### Single-cell RNA sequencing and bioinformatic analyses

Library preparation and Illumina (NovaSeq 6000) sequencing (151 bp paired end) were performed at HKU CPOS, at 150 Gbp throughput per sample. In both samples, 70% of bases had quality scores ≥Q30. Cells with high percentage mitochondrial RNA and ribosomal RNA were filtered out for quality control. The raw data were aligned to mouse genome (mm10), tdTomato sequence (1431 bp), and the Woodchuck Hepatitis Virus Post-transcriptional Regulatory Element (WPRE) sequence (593 bp), using Cell Ranger (v3.1.0). The R26 tdTomato cre-reporter vector contains the WPRE sequence downstream of the tdTomato sequence to reduce readthrough transcription (Higashimoto et al., 2007). Since the current single-cell technology generates sequences ~500 bp upstream from the 3′ end of transcripts, tdTomato sequences may not always be detected due to the addition of WPRE. We confirmed that tdTomato and WPRE are linearly correlated but with enhanced detectability in the latter (Figure 1—figure supplement 1E and F). 

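Across the 3256 chondro-osteogenic cells, the UMIs of tdTomato and WPRE had a Pearson correlation of 0.594 (interval 0.572 to 0.616) and a Spearman correlation of 0.422. Cells are not independent replicates, and the interval covers cells of 1 mouse only. In the osteogenic cells alone the values were 0.556 and 0.450. There, tdTomato was counted 162 times in 117 cells and WPRE 10232 times in 668 cells (50.5%). Over all cells kept, whatever their class, the values were 0.590 and 0.295. The Pearson correlation moved most with at most 5% mitochondrial UMIs, to 0.637.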

As such, we used WPRE as a surrogate for tdTomato. 

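Among the 3256 chondro-osteogenic cells, 2103 had no WPRE UMI, 668 had 1 to 4, 35 had 5 to 9, 43 had 10 to 14, 73 had 15 to 19, 129 had 20 to 29, 140 had 30 to 49 and 65 had at least 50. The counts are thus sparse between 5 and 14 UMIs. Near the cutoff, 116 cells had 10 to 19 WPRE UMIs. HC-like cells had a median of 37 WPRE UMIs per cell, and 17 of the 105 had 14 or fewer. Their share above the cutoff, 83.8%, depended on how the class was drawn, with 38.7% at a limit of 20% mitochondrial UMIs and 50.3% with 3000 variable genes. It also depended on the reporter rule, with 91.4% and 75.2% at cutoffs of 9 and 19 WPRE UMIs, 54.3% with WPRE scaled to depth and 47.6% with at least 1 tdTomato UMI. HC-like cells are the deepest class, at a median of 33065 UMIs.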

We assigned a cutoff value of WPRE >14 to match our experimental determination of the frequency of tdTomato-positive HCs (~75%) (Yang et al., 2014a; Tan et al., 2020), which also corresponds to a saddle point in the WPRE distribution (Figure 1Figure 1—figure supplement 1). This cutoff was used to separate the osteogenic cells into HC-derived osteoblasts and non-HC-derived osteoblasts (Figure 1C, J and K). To isolate endochondral cells, cells with fewer than 1600 genes or clusters expressing *Ptprc* (CD45) were excluded. 

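Of the 14181 barcodes in the deposited P6 counts, 8705 had at least 1600 genes. Of the cells kept after the limits on mitochondrial and ribosomal protein UMIs, 3209 lay in clusters that expressed Ptprc at 50 CPM or more, a level set after the clusters had been seen. The osteoclast-like, blood vessel-like, red blood cell-like and pericyte-like cells and the unnamed clusters were not counted as chondro-osteogenic either. With a minimum of 1000 genes 9582 cells were kept, with a minimum of 2000 genes 7569, and with at most 5% mitochondrial UMIs 4864.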

Data were further processed with Seurat (v3.9.9) (Stuart et al., 2019). In all, 3163 (average 3382 genes per cell) and 430 (average 1702 genes per cell) endochondral cells were found in the P6 and P56, respectively. 

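The 3256 chondro-osteogenic cells at P6 had 3809 genes per cell on average. The mean was 3508 genes in the osteogenic cells and 3426 genes over all cells kept. In the chondro-osteogenic cells a median of 4.54% of the UMIs came from mitochondrial genes and 23.7% from ribosomal protein genes. Across the alternatives the mean number of genes per chondro-osteogenic cell ran from 3762 with at most 20% to 4002 with at most 5% mitochondrial UMIs.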

Population signatures were identified by comparing every population against all other cells, using Seurat’s FindAllMarkers function, with a default Wilcoxon rank-sum test used and an FDR cutoff of <0.05, and expressed percentage point difference >20%. From these signatures, eight endochondral bone populations were identified in P6 based on the literature (Figure 1E), including chondrocytes, pre-hypertrophic chondrocytes, HCs, proliferating chondrocytes, immature osteoblasts, and mature osteoblasts (Ayturk et al., 2020; Tan et al., 2018; Tikhonova et al., 2019; Baccin et al., 2020; Zhou et al., 2015). In P56, five osteogenic clusters were identified, including subpopulations of chondrocytes and osteoblasts (Figure 1F). The osteogenic cells of P6 and P56 were integrated using the canonical correlation analysis (CCA) approach (Figure 1H). Gene Ontology analyses were performed using GSEA (gsea-msigdb.org).

### Quantitation of cells

Fluorescence images were processed with ImageJ (developed by the National Institutes of Health, USA). For young mice at P3 or P10, the number of cells was counted manually. For mice aged 2 months, images were taken using Carl Zeiss LSM confocal 800 system (Carl Zeiss, Oberkochen, Germany). Overlap of DAPI with RFP (tdTomato), GFP, or OSTERIX was considered as one single cell as in Figure 6. Three separate bone sections from each animal were counted blindly in a region below the chondro-osseous junction. Cells were quantitated using ImageJ software and averaged by a specified area 4 mm below chondro-osseous junction for 2-month-old mice. Statistical analyses were performed using GraphPad Prism 8.0. Predetermined sample sizes were not used in statistical methods. Unpaired two-tailed Student’s *t*-test was used. p<0.05 was considered statistically significant.

For quantification of vascularized area below the chondro-osseous junction, blood vessels are stained with the endothelial cell marker ENDOMUCIN (EMCN). Vascularized area below the chondro-osseous junction is measured by manual drawing of blood vessel area circled by ECMN staining with ImageJ. Measured area is represented as mm^2^. Quantification of osteocytes were identified by their location in cortical bone matrix.

### Microcomputed tomography (microCT) imaging

The tibia and femora were collected and fixed in 100% absolute ethanol overnight at 4°C. The tibia was sent to scanning by the eXplore Locus SP System (GE Company, UK). Acquired images were processed using the Dataviewer, CTAnalyser, and CTVolume from Bruker, USA. Morphometric values, including bone mineral density (BMD), bone volume/tissue volume (BV/TV), trabecular thickness (Tb.Th), trabecular separation (Tb.Sp), and trabecular number (Tb.N), are presented. Samples from *Mmp14*^F/F^;C10Cre and *Mmp14*^F/-^;C10Cre were pooled for microCT analysis.

### Histology, immunostaining, and in situ hybridization

Hematoxylin and eosin (H&E) staining and immunostaining were performed as previously described (Yang et al., 2014a). Briefly, mouse tibiae were fixed in 4% (weight/volume) paraformaldehyde overnight at 4°C with agitation. Tissues were decalcified in 10% EDTA for three washes for 3 days. The samples were further dehydrated and embedded in wax. Immunostaining and in situ hybridization were performed as previously described. Samples from *Mmp14^-/-^*, *Mmp14^+/+^*, *Mmp14^F/F^;*C10Cre, *Mmp14^F/-;^*C10Cre, and *Mmp14^F/+^;*C10Cre were analyzed.

### Primary osteoblast culture

Primary murine osteoblasts obtained by from mice were identified by C1-GFP fluorescence in vitro. Extraction of trabecular osteoblasts was described in Chan et al., 2012. Tibiae and femora and the cartilage were carefully removed at P14. The entire tibia and femur were subjected to centrifugation to remove the bone marrow. Cortical bone was also removed and the remaining trabecular were subjected to serial digestion. Cells released after the third and fourth digestion were collected and the tdTomato-positive cells were clearly seen under fluorescent microscopy. The HC descendants were first cultured in alpha-minimum essential medium (αMEM) supplemented with 50 μg/ml penicillin/streptomycin, 12.5 μg/ml gentamycin, and 0.5 μg/ml fungizone for 3 days and were subsequently differentiated in αMEM containing 50 mg/ml ascorbic acid, 10 mM β-glycerophosphate, 10 μg/ml collagen type I (StemCell Technologies, Cat# 07001), 50 μg/ml penicillin/streptomycin, 12.5 μg/ml gentamycin, and 0.5 μg/ml fungizone for 7 days. Matrix-producing osteoblasts (identified by C1-GFP fluorescence) were then challenged with 1 × 10^–7^ M PTH(1–34) and collected at indicated time points. Cells were washed with ice-cold PBS and lysed using Radioimmunoprecipitation assay (RIPA) buffer (150 mM NaCl, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate [SDS], 50 mM Tris-HCl, pH 8.0 supplemented with cOmplete, EDTA-free Protease Inhibitor Cocktail [Roche, Cat# 11873580001]). Western blotting was performed as previously described (Chan et al., 2012).

### Transfection and cell line experiments

Human embryonic kidney 293 (HEK293) obtained from ATCC CRL-1573. Mycoplasma screening is performed every 1–2 months and our cells are mycoplasma-free. 293 cell were verified by STR profiling. For testing in vitro cleavage of PTH1R by MMP14, HEK293 cells were seeded on 12- or 6-well dishes at 30% confluence and transfected with vectors (pcDNA3.1) expressing MT1-FL (full-length MMP14), MT1-EA (inactive MMP14), and PTH1R at 60–70% confluence with Fugene HD (Promega) according to the manufacturer’s instructions. Cells were collected 48–72 hr after transfection. To test for cellular response to PTH, stable cell line expressing PTH1R was prepared by transfecting 293 cells with pcDNA3.1-PTH1R and was selected using G418 according to the manufacturer’s instructions. Stable clones expressing PTH1R were examined by western blotting. To test for response to PTH, 1 × 10^–7^ M PTH was added 48–72 hr after transfection with MT1-EA or MT1-FL and cell was collected at corresponding time points.

### cAMP ELISA assay

Cyclic adenosine monophosphate (cAMP) was measured using cAMP cOmplete ELISA kit from Enzo Life Sciences (Cat# ADI-900-163). 293T Cells expressing PTH1R were transfected with empty vector, Mmp14 and Mmp14-EA. After 48–72 hr, the cells were challenged with 1 × 10^–7^ M PTH(1–34) and subsequently lysed in 0.1 M HCl in 0, 30, and 60 min time series. The supernatant was collected and assayed according to the manufacturer’s instructions.

### Selection of PTH1R expressing stable clone

To establish a 293 cell line that stably expresses PTH1R, a pcDNA3 vector from Invitrogen containing a neomycin selection gene, a human PTH1R coding sequence with a modified HA-tag at exon2 provided by Prof. Martin J. Lohse and a ORF human PTH1R (GenScript, Cat# OHu15045D) was transfected into 293 cells. After 2 days, the transfected cells were selected with G418 at 1 mg/ml for approximately 1 week. Individual clones was picked by pipetting and screened for PTH1R expression by western blot.

### Extraction of protein from mouse trabecular bone

Trabecular bones were harvested from the *Mmp14^-/-^* and littermate control mice, followed by homogenizing bones in RIPA with a bullet blender for 15 min at 4℃. After leaving on ice for 10 min, the samples were centrifuged at 13,000 × *g* for 15 min at 4℃. Next, the supernatants were collected and processed for Bio-Rad protein assay for protein concentration determination.

### In vitro cleavage of rPTH1R and peptide fragments from PTH1R

Peptide fragments covering amino acids 55–66 (GenScript) and His-tagged recombinant extracellular domain of Human PTH1R (Cat# 12232-H08H, Sino Biological) were used. The peptides and recombinant proteins were incubated with recombinant MMP14 (BML-SE259-0010, Enzo Lifesciences) for 16 hr, and the mixture was analyzed using western blotting or MALDI-TOF mass spectrometry (Centre for Proteomics, the University of Hong Kong).

### Western blot analysis

Western blotting was performed as described previously (Chan et al., 2012). Briefly, RIPA cell lysis buffer was prepared using 150  mM NaCl, 1% NP-40, 50  mM Tris, 0.1% SDS, and 0.1% sodium deoxycholate. Protein lysate was then blotting on a polyvinylidene fluoride (PVDF) membrane (Millipore, MA) and transferred for 1 hr at 15 V using Trans-Blot SD Semi-Dry Transfer Cell (Bio-Rad). The PVDF membrane was blocked with 5% milk in Tris-buffered saline with 0.1% tween-20 (TBST) for 1 hr and incubated with agitation with primary antibody overnight at 4°C. The membrane was further incubated in secondary antibody conjugated to HRP diluted in blocking buffer for 1 hr at room temperature with agitation. Nonspecific binding of HRP secondary antibody to the PVDF membrane was washed for three times with TBST each for 3–5 min. To develop the signals for chemiluminescence of the targeted proteins, WesternBright ECL kit (K-12045-D50) from Advansta was used according to the manufacturer’s instructions. After incubation with the ECL substrate, the PVDF membrane was taken to the ChemiDocTM MP Imaging system for the visualization of target proteins.

To detect the cleaved fragments of PTH1R by western blotting, the cell lysate was either not boiled or heated to 70℃ for 5 min for denaturation. Boiling will cause PTH1R containing 7-transmembrane domain to aggregate. EDTA was added to the RIPA cell lysis buffer to a concentration of 5 mM to inhibit membrane metalloproteinase activity. PTH1R was deglycosylated by 1 hr (secondary cell lines) or overnight incubation (primary cells or tissue lysate) with PNGaseF at 37°C (NEB, Cat#, P0704S). 1 µl of 1 M DTT was added to 50 µl of cell lysate to ensure complete dissociation of disulfide bonds linking cleaved extracellular domain of PTH1R. The processed protein fragments were analyzed by SDS-PAGE.

### TUNEL labeling and Edu incorporation assay

Proliferation and apoptosis assays were described in Yang et al., 2014a. Edu labeling was performed with intraperitoneal injections of Edu at 150 mg/kg body weight, and the mice were sacrificed 2 hr later. Labeled cells in paraffin sections were detected using Click-iTR EdU imaging kits from Invitrogen. In situ terminal deoxynucleotidyl transferase deoxyuridin triphosphate nick end labeling (TUNEL) assay was performed using in situ cell death kit from Roche (Basel, Switzerland).

### X-gal staining

β-galactosidase staining was performed as previously described (Yang et al., 2014a). Briefly, harvested embryos were prefixed in 4% PFA for 1 hr at 4°C. Prefixed samples were washed in washing buffer three times and were stained in X-gal solution overnight.

### Co-immunoprecipitation assay

Co-immunoprecipitation assay was performed as previously described (Chan et al., 2012). Briefly, in vitro cultured cells were transfected with PTH1R-HA and MT1-FL expression plasmids. After 48–72  hr, cells lysed using ice-cold IP lysis buffer (pH 7.5, 50 mM Tris-HCl, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, one tablet protein inhibitor cocktail, 5 mM EDTA) containing proteinase inhibitor cocktail. The cell lysate was centrifuged at 13,000 × *g* for 10  min at 4°C, the supernatant was cleared with 50 µl of Protein agarose G (Roche, Cat# 11719416001) for 3 hr at 4°C and subsequently incubated with 50 µl of Protein agarose G with corresponding primary antibody overnight at 4°C. The protein agarose complex was pelleted, resuspended with IP buffer two times, followed by washing in high salt (pH 7.5 50 mM Tris-HCl, 500 mM NaCl, 0.1% NP40, 0.05% sodium deoxycholate) and low salt (pH 7.5 50 mM Tris-HCl, 0.1% NP40, 0.05% sodium deoxycholate) IP buffer. 30  μl 1× loading buffer was used to the antibody and G-agarose complex and heated to 65°C for 10  min, followed by SDS-PAGE and western blotting.

### TRAP staining

Osteoclasts were detected by tartrate-resistant phosphatase (TRAP) staining. After rehydration of sections, they are incubated with Napthol-Ether Substrate at 37℃ for 1 hr. After that, they are changed directly to Pararosaniline solution freshly made by mixing 1:1 ratio of sodium nitrile solution and Pararosaniline Dye for color development. TRAP-positive, multi-nucleated (>3 nuclei) osteoclasts are stained by red color and the section is counterstained by hematoxylin for contrast.

### Statistics

Results were represented as mean ± SD. Statistical evaluation was done by nonparametric two-tailed Student’s *t*-test using GraphPad Prism version 8 for Microsoft (http://www.graphpad.com). When ANOVA detected a significant interaction between the variables or a significant main effect between genotype or treatment, a Tukey’s post hoc was used to determine the significance for multiple comparisons. For in vitro experiment with measurement of gel blot intensity and cAMP level, ANOVA followed by unpaired *t* Welch’s correction was used to determine statistical significance. p<0.05 was considered significant.

## Data Availability

Sequencing data have been deposited in GEO under accession codes: GSE159544 and GSE222203. The processed data is interactively hosted on https://www.sbms.hku.hk/kclab/mmp14-hcob and part of the scripts for analyzing this data was deposited on GitHub (https://github.com/hkukclab/mmp14-hcob, copy archived at Chen, 2022). All data generated or analysed during this study are included in the manuscript and supporting files; source data files have been provided for Figure 1. The following datasets were generated: TanZ KongMP ChenPK CheahKSE 2023hypertrophic chondrocytes and osteogenesis in P6 mouse tibiaNCBI Gene Expression OmnibusGSE159544 AxYu ChenPK CheahKSE 2023MMP14 cleaves PTH1R in the chondrocyte derived osteoblast lineage, curbing signaling intensity for proper bone anabolismNCBI Gene Expression OmnibusGSE22220310.7554/eLife.82142PMC1003612336892459

# Supplementary material for: MMP14 cleaves PTH1R in the chondrocyte-derived osteoblast lineage, curbing signaling intensity for proper bone anabolism
**Source:** eLife. 2023 Mar 9;12:e82142. doi: 10.7554/eLife.82142
**Supplement:** Figure 3—source data 1.

## Slide 1
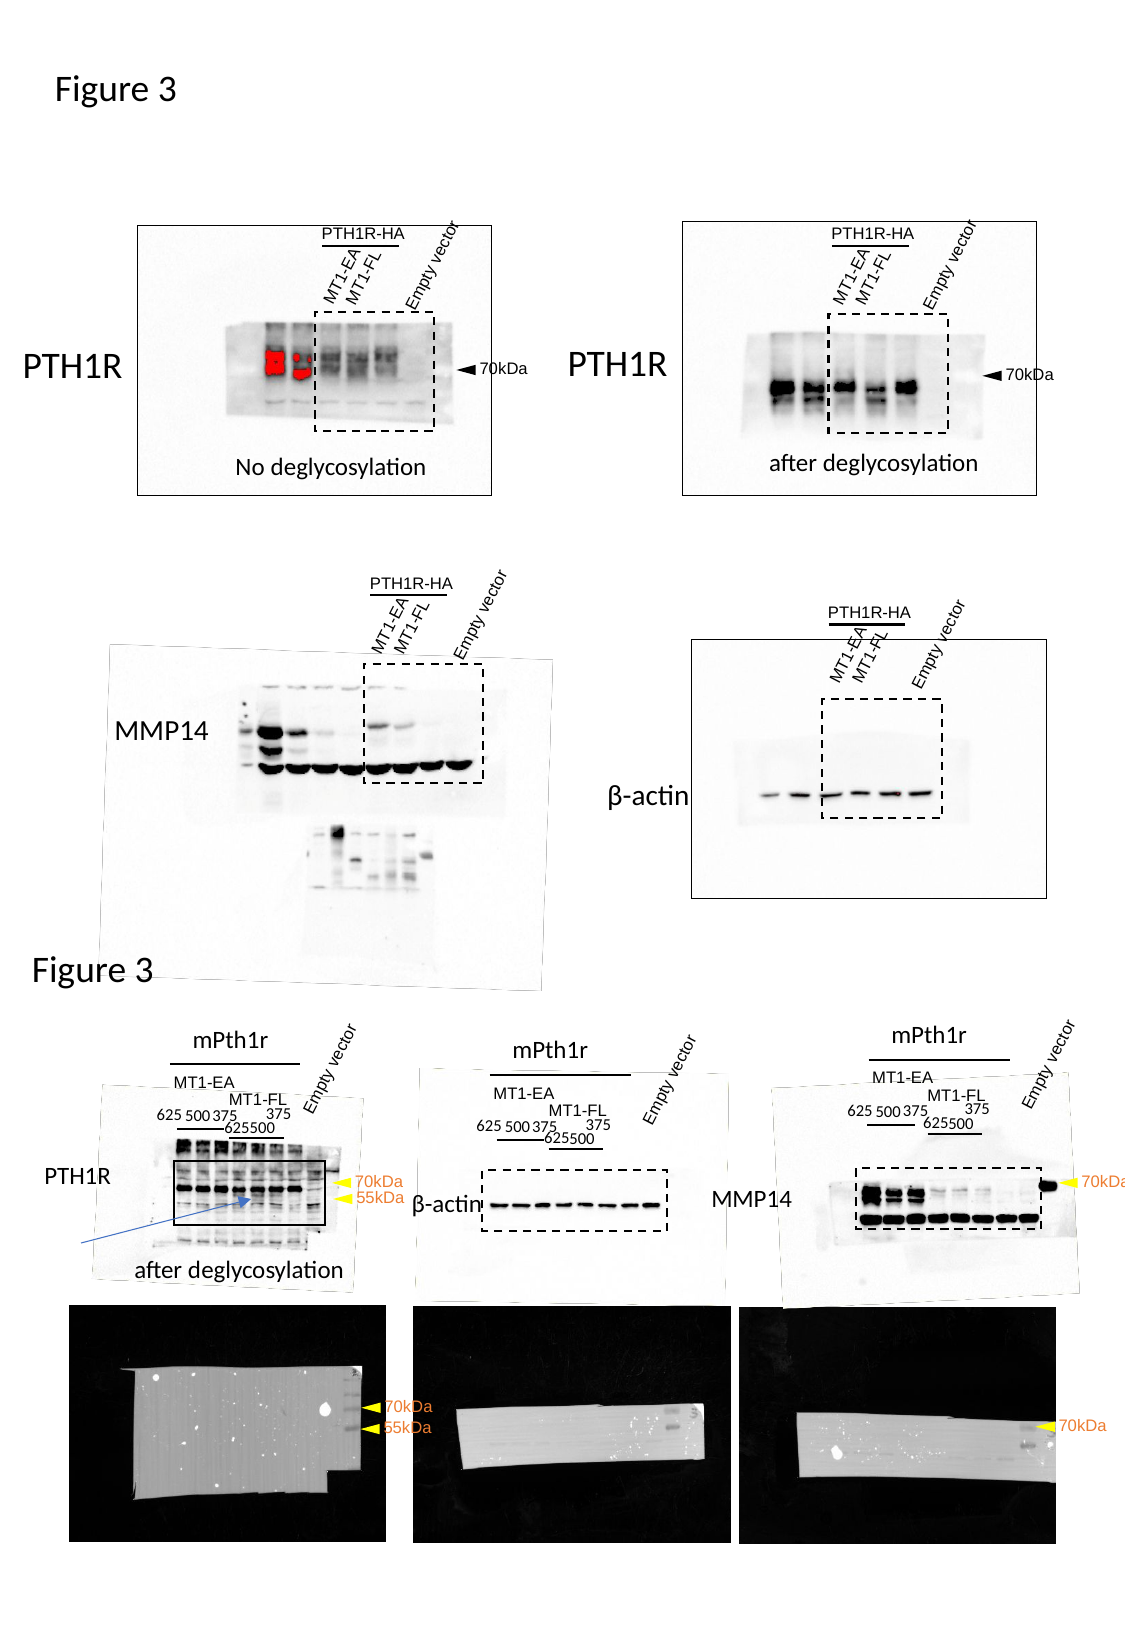

Figure 3
PTH1R-HA
PTH1R-HA
Empty vector
Empty vector
MT1-EA
MT1-EA
MT1-FL
MT1-FL
PTH1R
PTH1R
70kDa
70kDa
 after deglycosylation
No deglycosylation
PTH1R-HA
Empty vector
PTH1R-HA
MT1-EA
MT1-FL
Empty vector
MT1-EA
MT1-FL
MMP14
β-actin
Figure 3
mPth1r
mPth1r
mPth1r
Empty vector
Empty vector
Empty vector
MT1-EA
MT1-EA
MT1-EA
MT1-FL
MT1-FL
375
625
MT1-FL
375
500
375
625
375
500
625
500
375
625
375
500
625
500
625
500
PTH1R
70kDa
70kDa
MMP14
β-actin
55kDa
 after deglycosylation
70kDa
70kDa
55kDa

## Slide 2
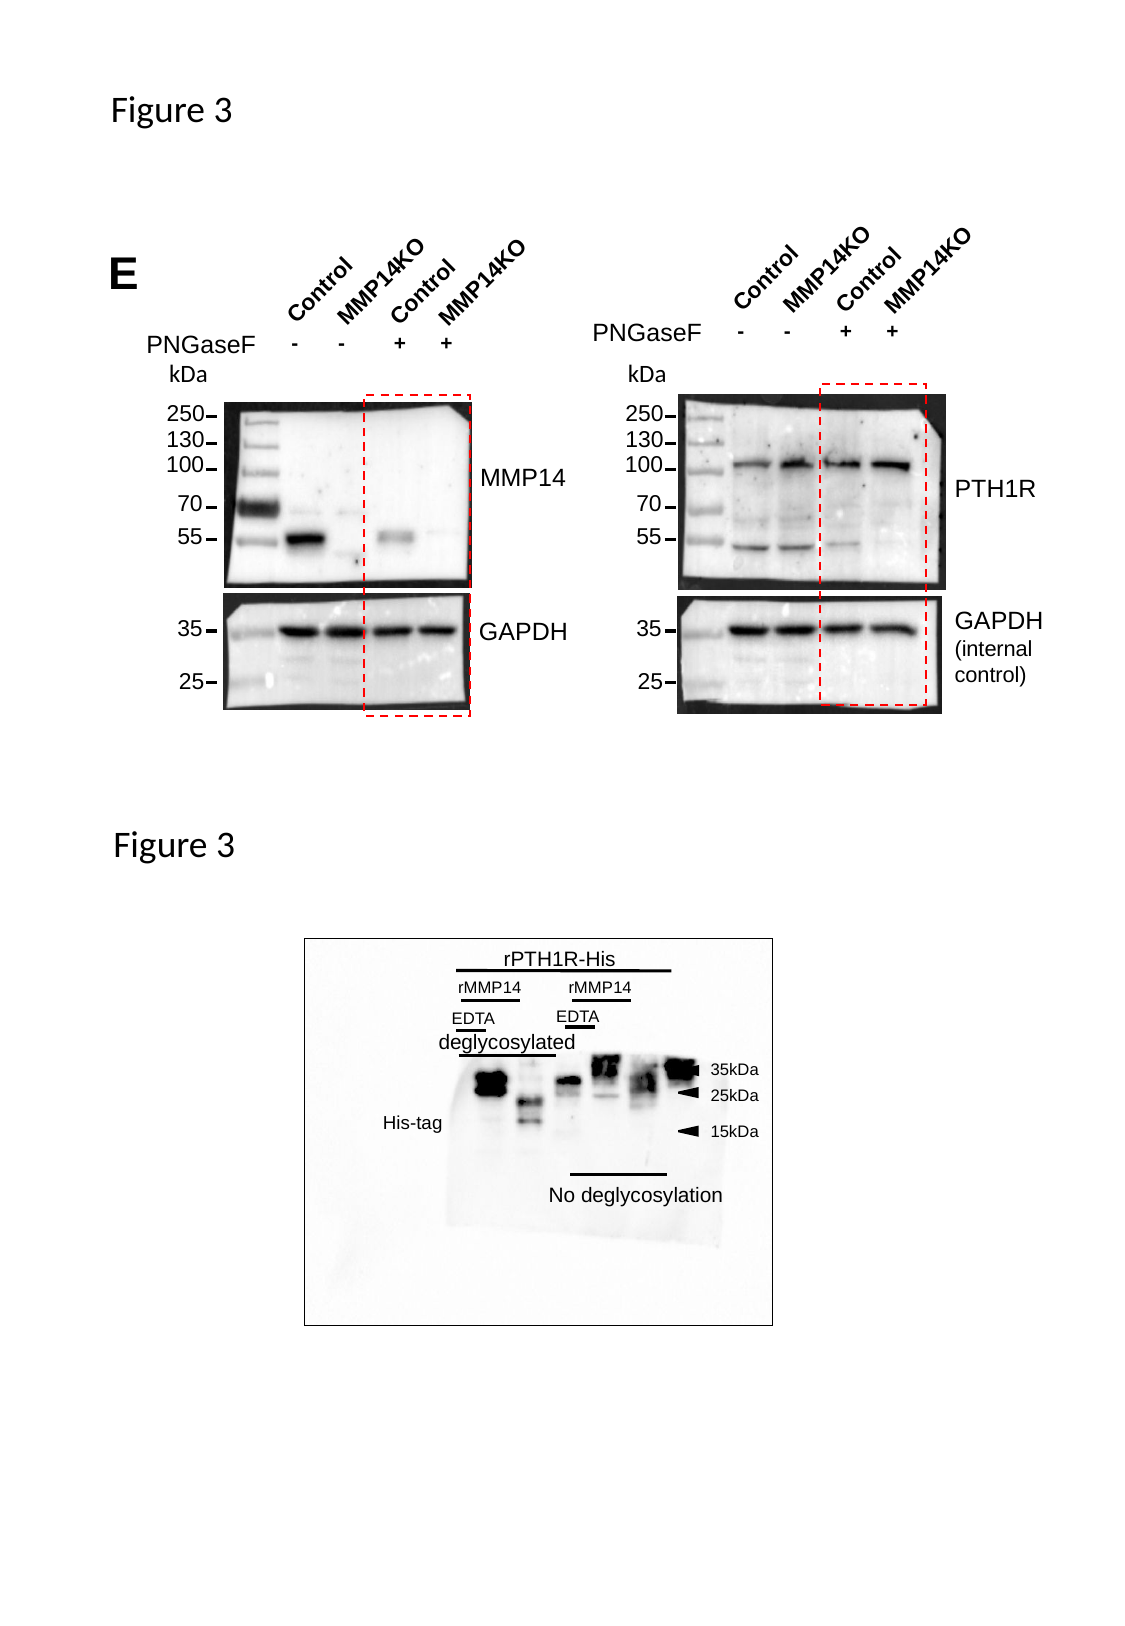

Figure 3
E
MMP14KO
MMP14KO
Control
Control
MMP14KO
MMP14KO
Control
Control
PNGaseF
-
-
+
+
PNGaseF
-
-
+
+
kDa
kDa
250
250
130
130
100
100
MMP14
PTH1R
70
70
55
55
GAPDH
(internal control)
35
35
GAPDH
25
25
Figure 3
rPTH1R-His
rMMP14
rMMP14
EDTA
EDTA
deglycosylated
35kDa
25kDa
His-tag
15kDa
No deglycosylation

## Slide 3
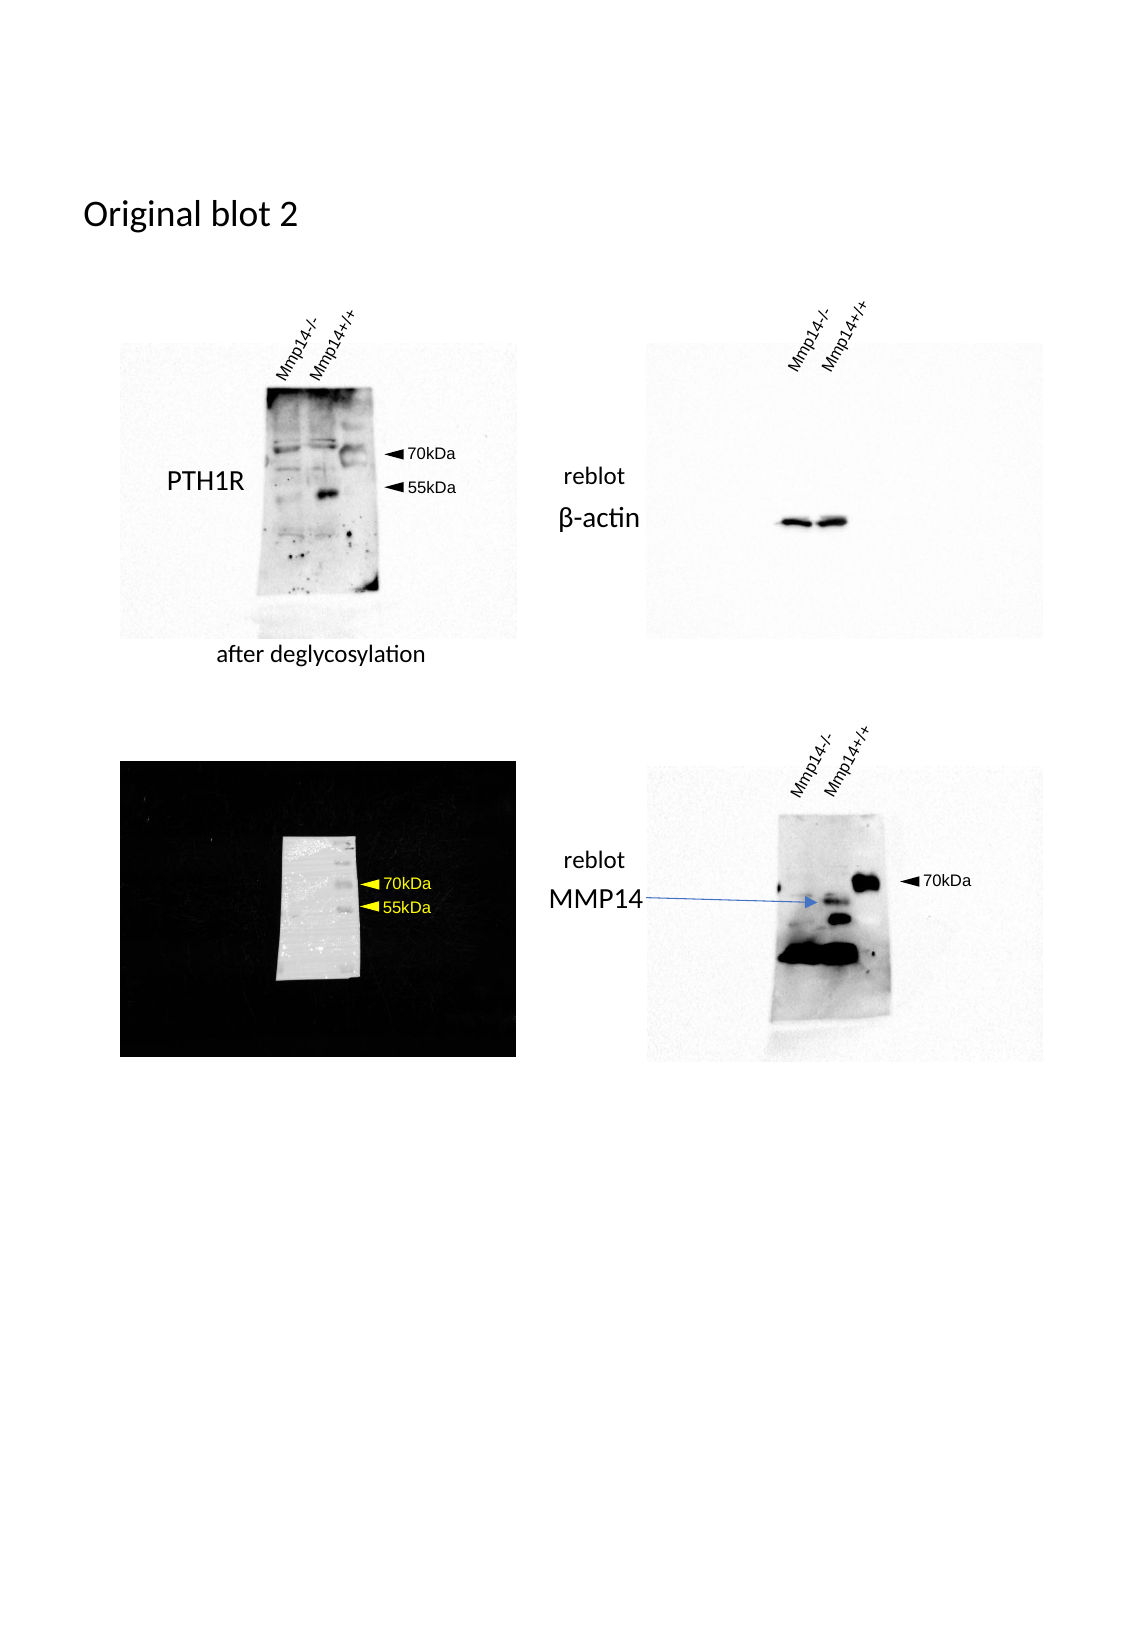

Original blot 2
Mmp14+/+
Mmp14-/-
Mmp14+/+
Mmp14-/-
70kDa
 reblot
PTH1R
55kDa
β-actin
 after deglycosylation
Mmp14+/+
Mmp14-/-
 reblot
70kDa
70kDa
MMP14
55kDa

## Slide 4
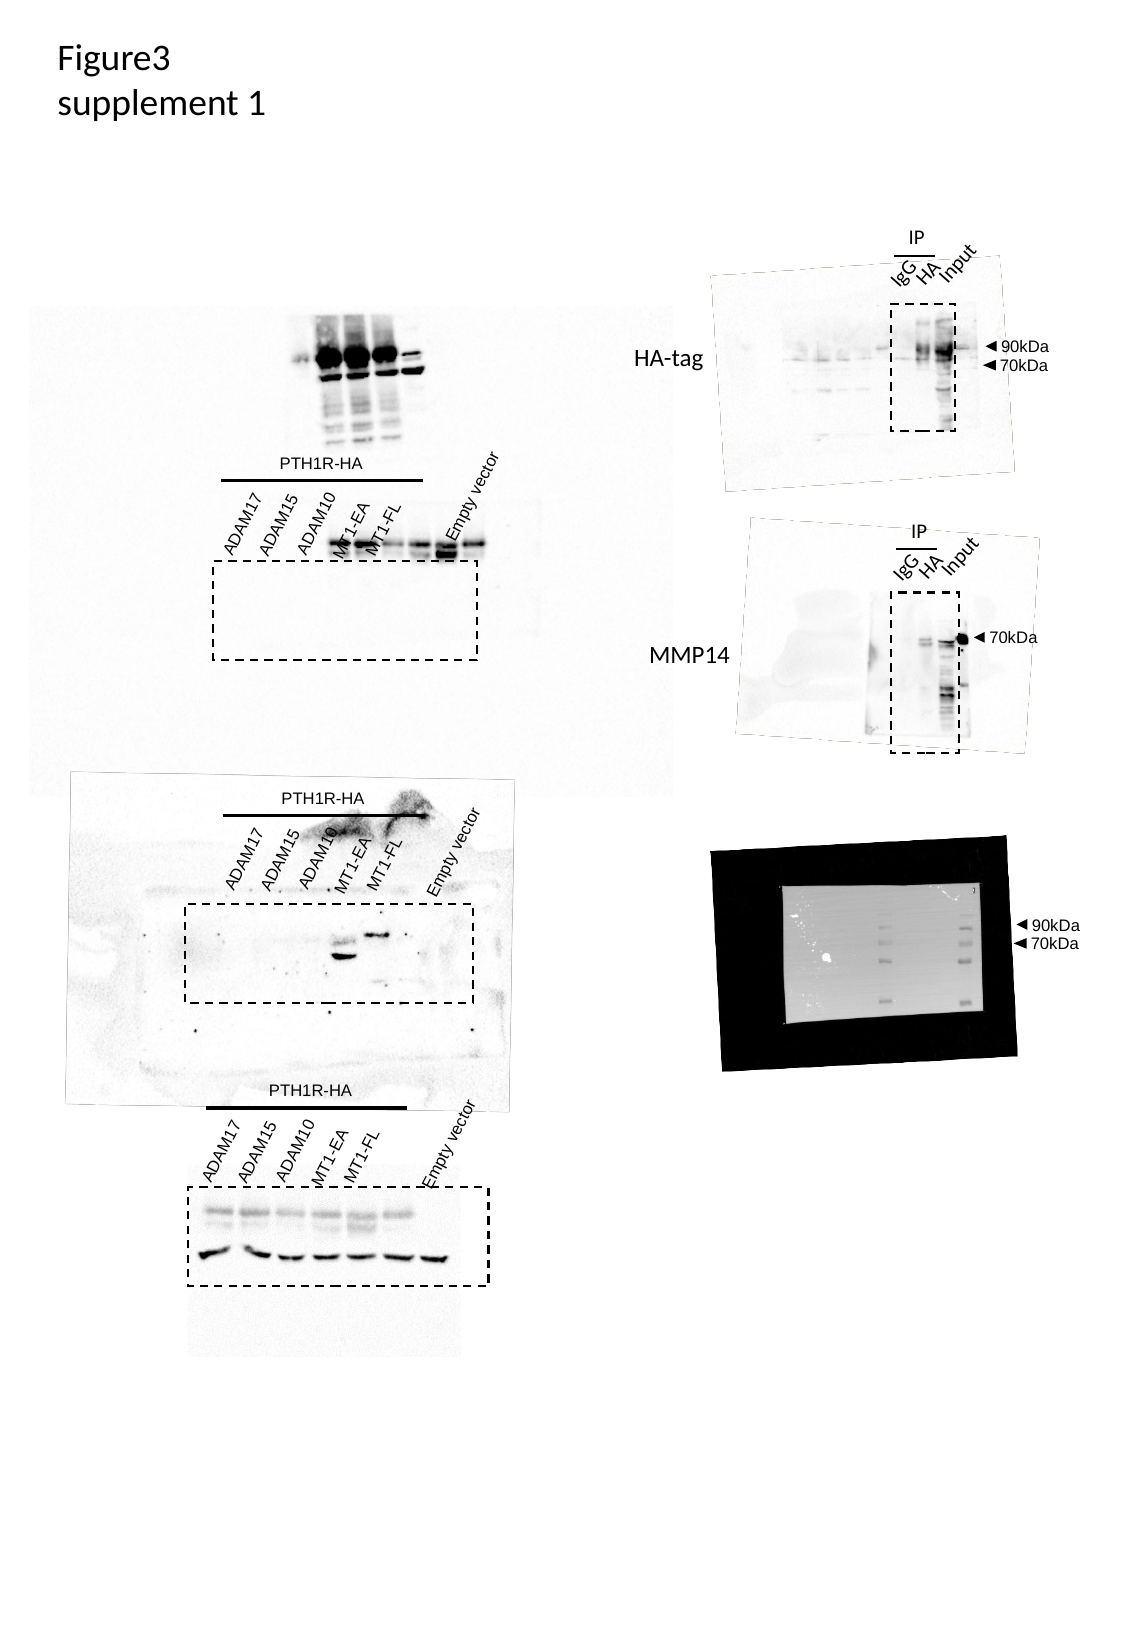

Figure3 supplement 1
IP
Input
HA
IgG
90kDa
HA-tag
70kDa
PTH1R-HA
Empty vector
ADAM10
ADAM17
ADAM15
MT1-EA
MT1-FL
IP
Input
HA
IgG
70kDa
MMP14
PTH1R-HA
Empty vector
ADAM10
ADAM17
ADAM15
MT1-EA
MT1-FL
90kDa
70kDa
PTH1R-HA
Empty vector
ADAM10
ADAM17
ADAM15
MT1-EA
MT1-FL

## Slide 5
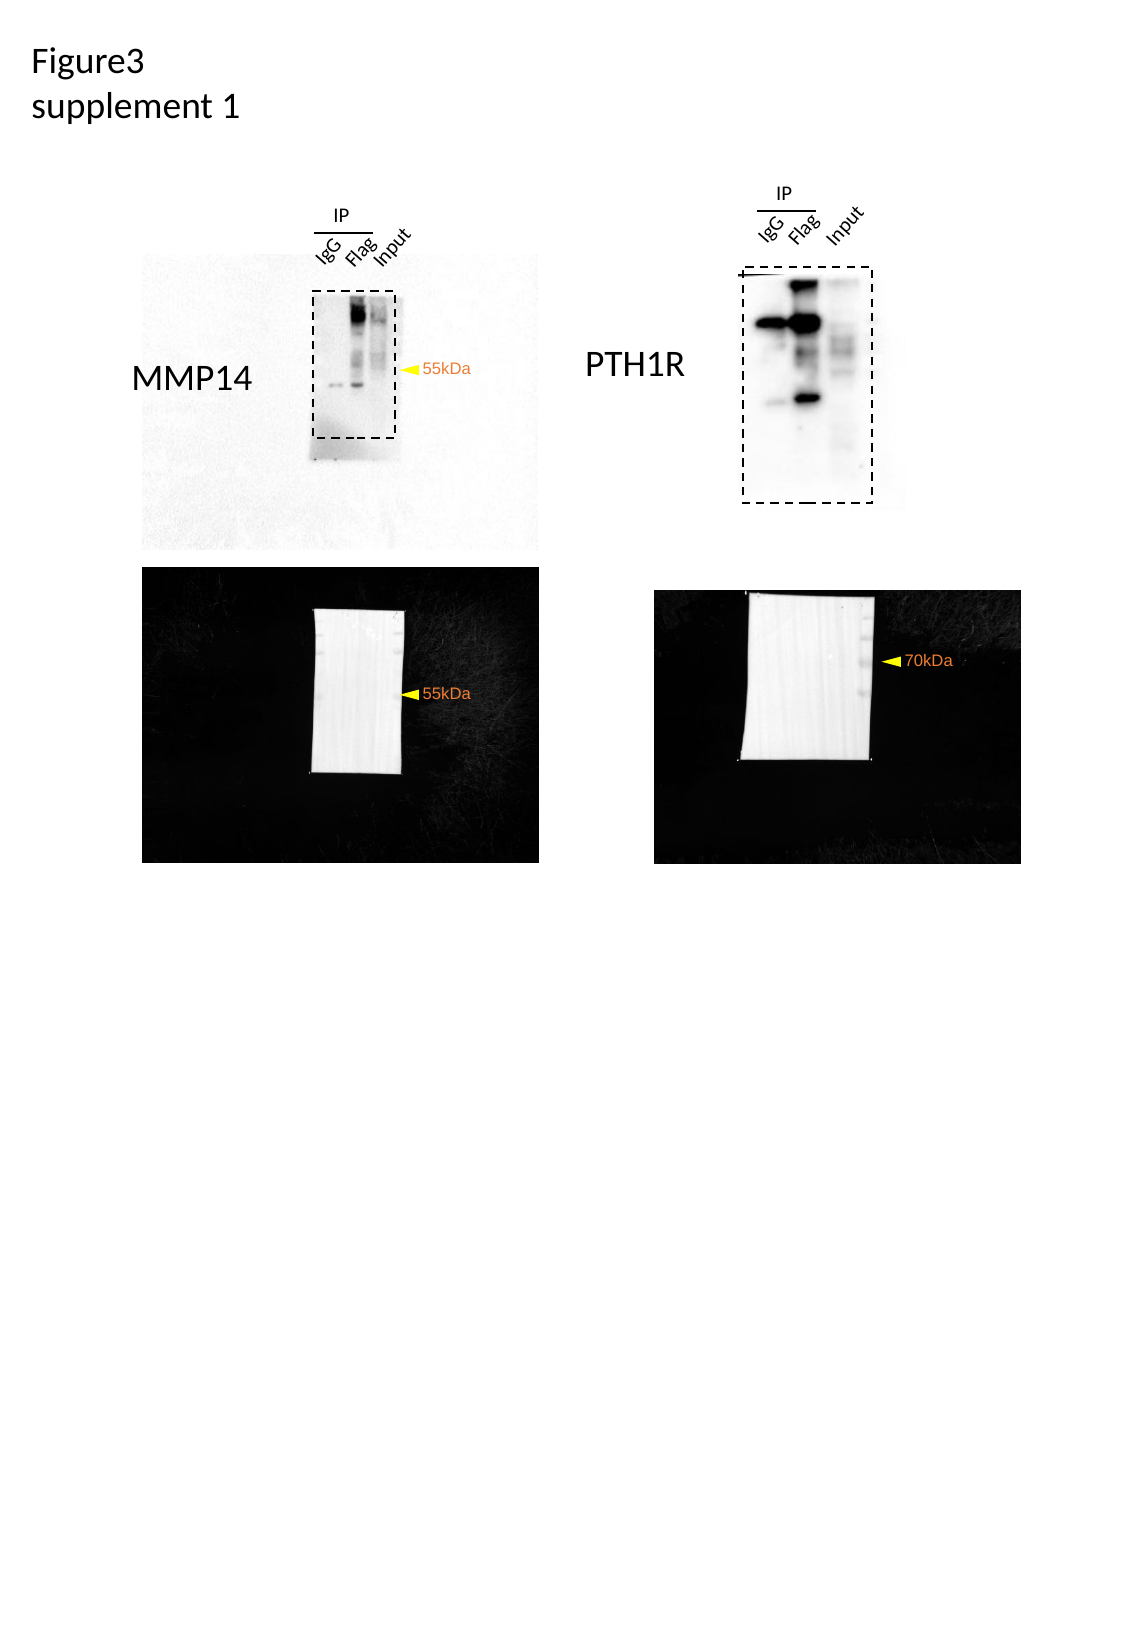

Figure3 supplement 1
IP
IgG
Flag
Input
IP
IgG
Flag
Input
PTH1R
MMP14
55kDa
70kDa
55kDa

# Supplementary material for: MMP14 cleaves PTH1R in the chondrocyte-derived osteoblast lineage, curbing signaling intensity for proper bone anabolism
**Source:** eLife. 2023 Mar 9;12:e82142. doi: 10.7554/eLife.82142
**Supplement:** Figure 4—source data 1.

## Slide 1
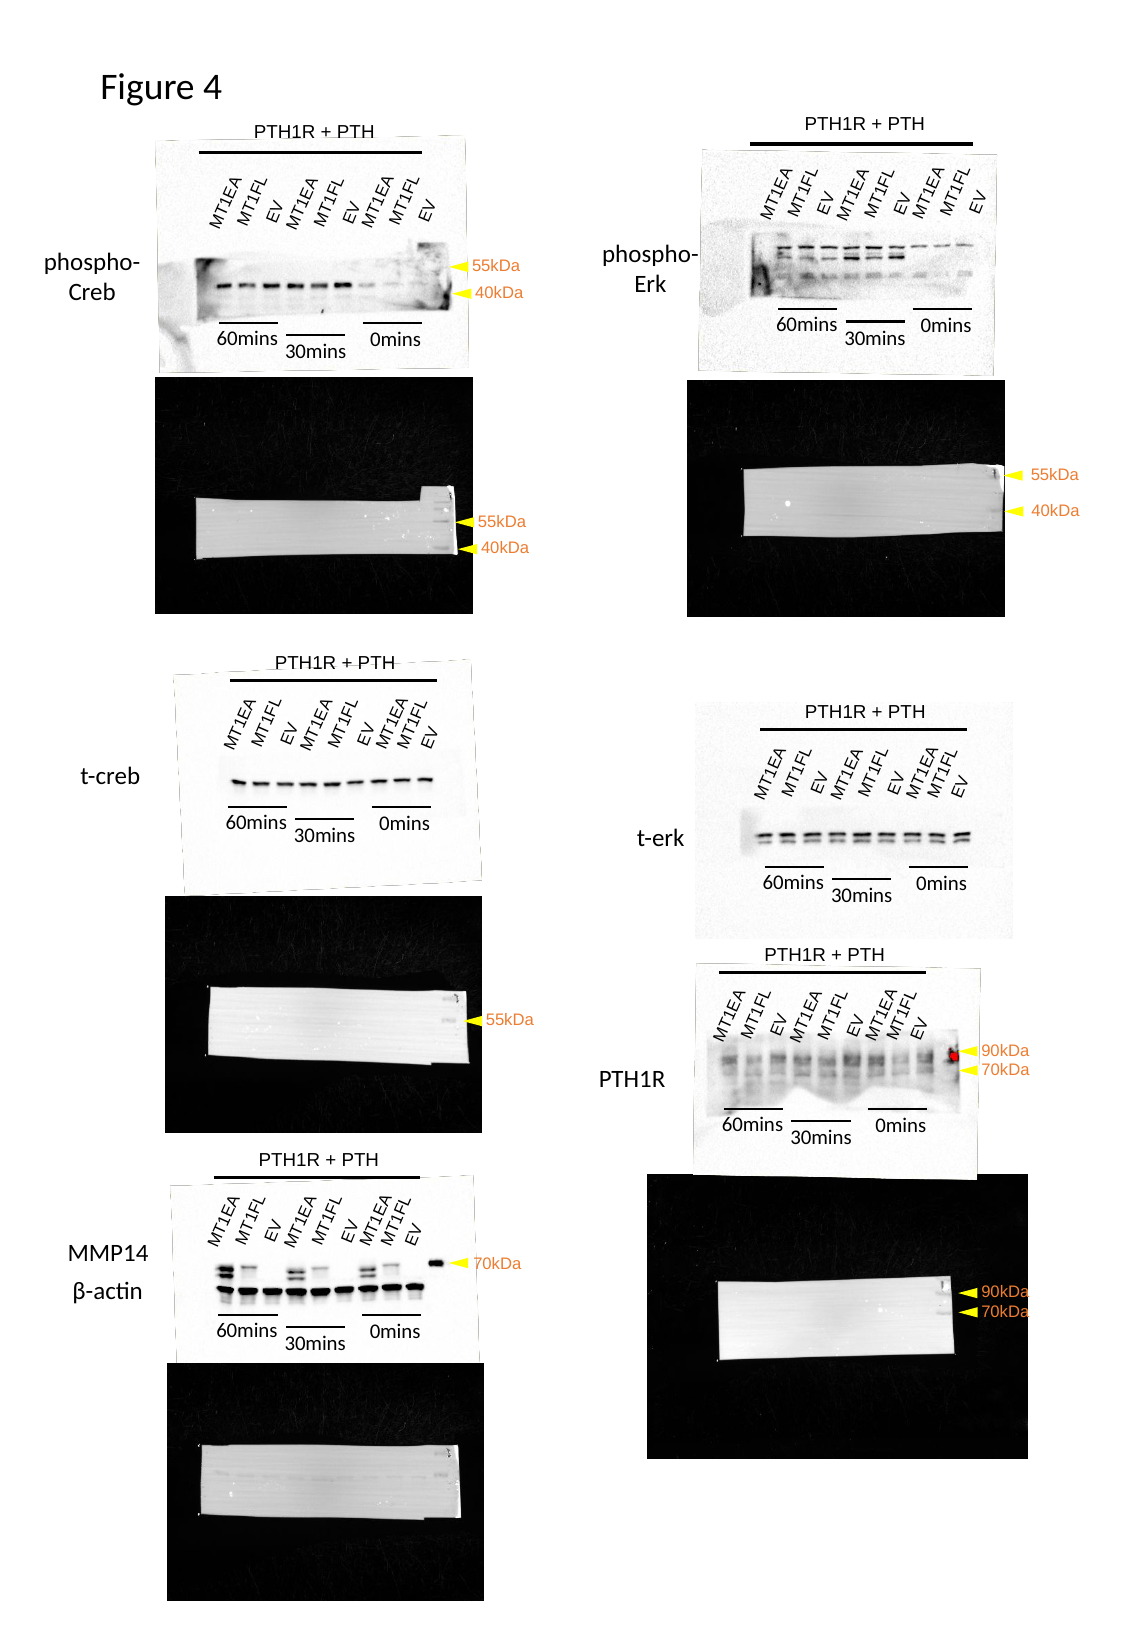

Figure 4
PTH1R + PTH
PTH1R + PTH
MT1FL
MT1FL
MT1FL
MT1EA
MT1EA
MT1EA
EV
MT1FL
EV
EV
MT1FL
MT1FL
MT1EA
MT1EA
MT1EA
EV
EV
EV
phospho-
Erk
phospho-
Creb
55kDa
40kDa
60mins
0mins
30mins
60mins
0mins
30mins
55kDa
40kDa
55kDa
40kDa
PTH1R + PTH
PTH1R + PTH
MT1FL
MT1FL
MT1EA
MT1FL
MT1EA
MT1EA
EV
EV
EV
MT1FL
MT1FL
t-creb
MT1EA
MT1FL
MT1EA
MT1EA
EV
EV
EV
60mins
0mins
t-erk
30mins
60mins
0mins
30mins
PTH1R + PTH
MT1FL
MT1FL
MT1EA
MT1FL
MT1EA
MT1EA
EV
55kDa
EV
EV
90kDa
70kDa
PTH1R
60mins
0mins
30mins
PTH1R + PTH
MT1FL
MT1FL
MT1EA
MT1FL
MT1EA
MT1EA
EV
EV
EV
MMP14
70kDa
β-actin
90kDa
70kDa
60mins
0mins
30mins

## Slide 2
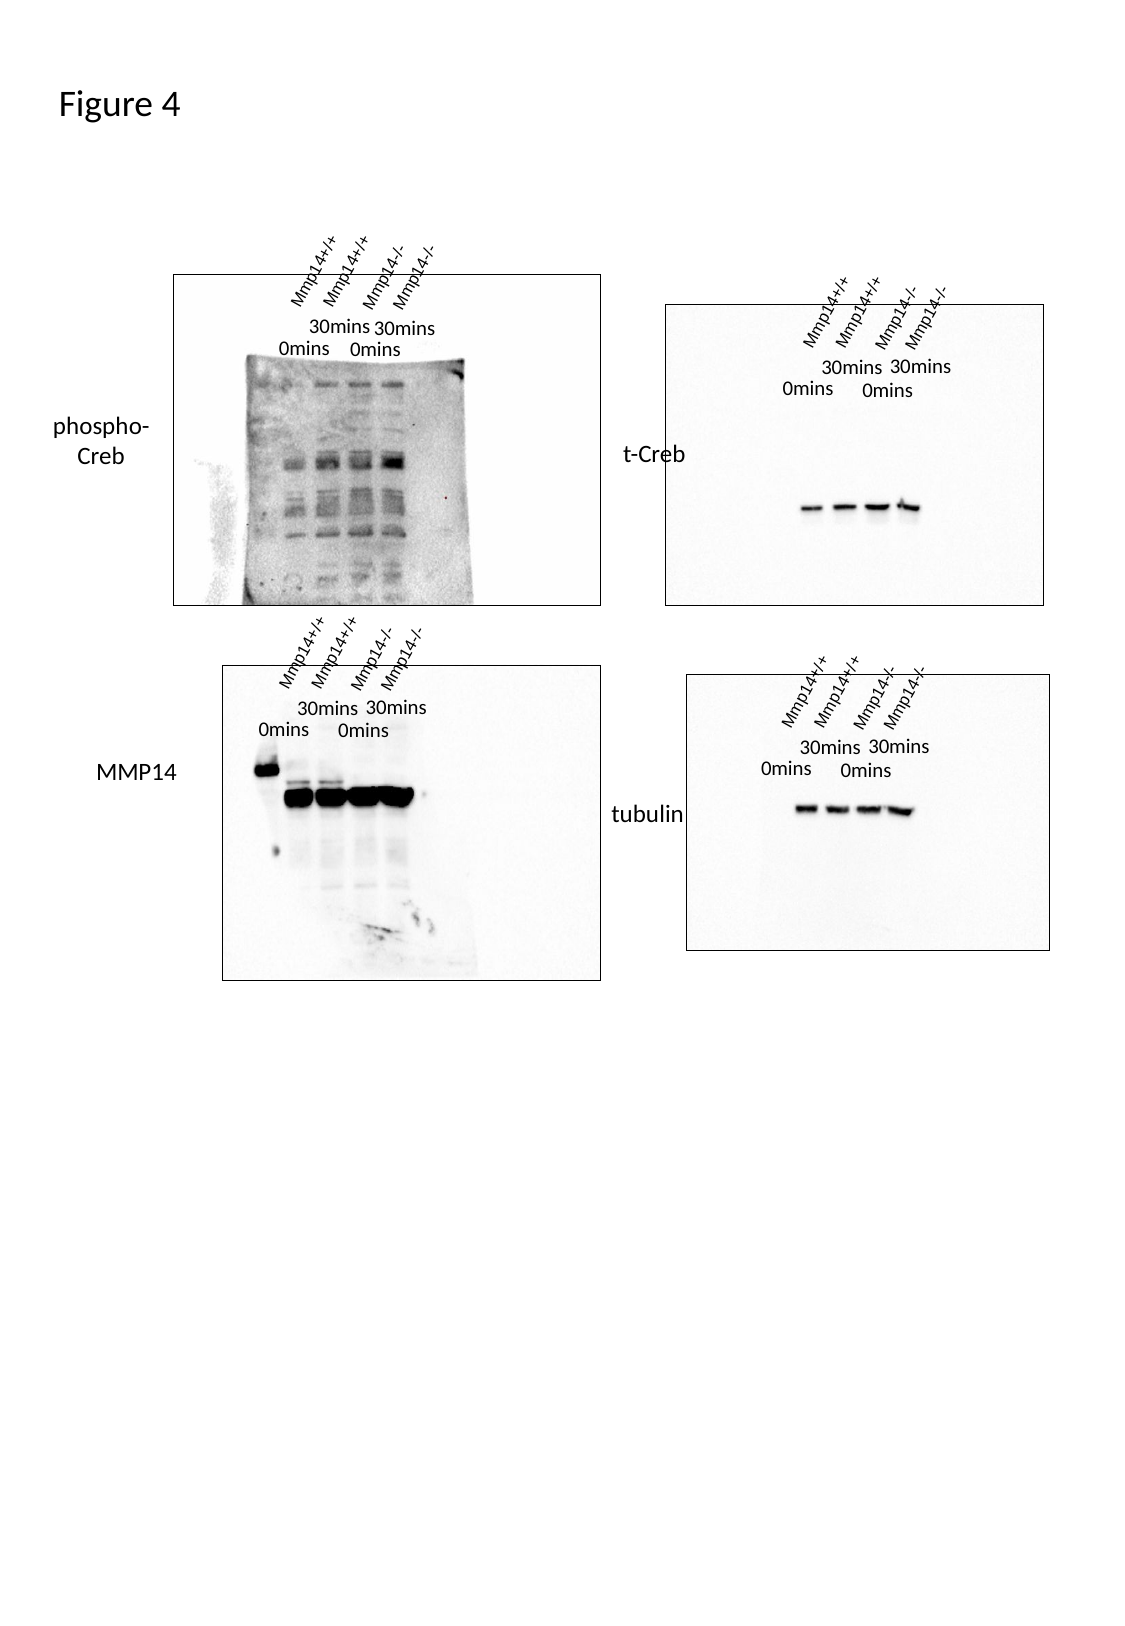

Figure 4
Mmp14+/+
Mmp14+/+
Mmp14-/-
Mmp14-/-
Mmp14+/+
Mmp14+/+
Mmp14-/-
Mmp14-/-
30mins
30mins
0mins
0mins
30mins
30mins
0mins
0mins
phospho-
Creb
t-Creb
Mmp14+/+
Mmp14+/+
Mmp14-/-
Mmp14-/-
Mmp14+/+
Mmp14+/+
Mmp14-/-
Mmp14-/-
30mins
30mins
0mins
0mins
30mins
30mins
0mins
MMP14
0mins
tubulin

## Slide 3
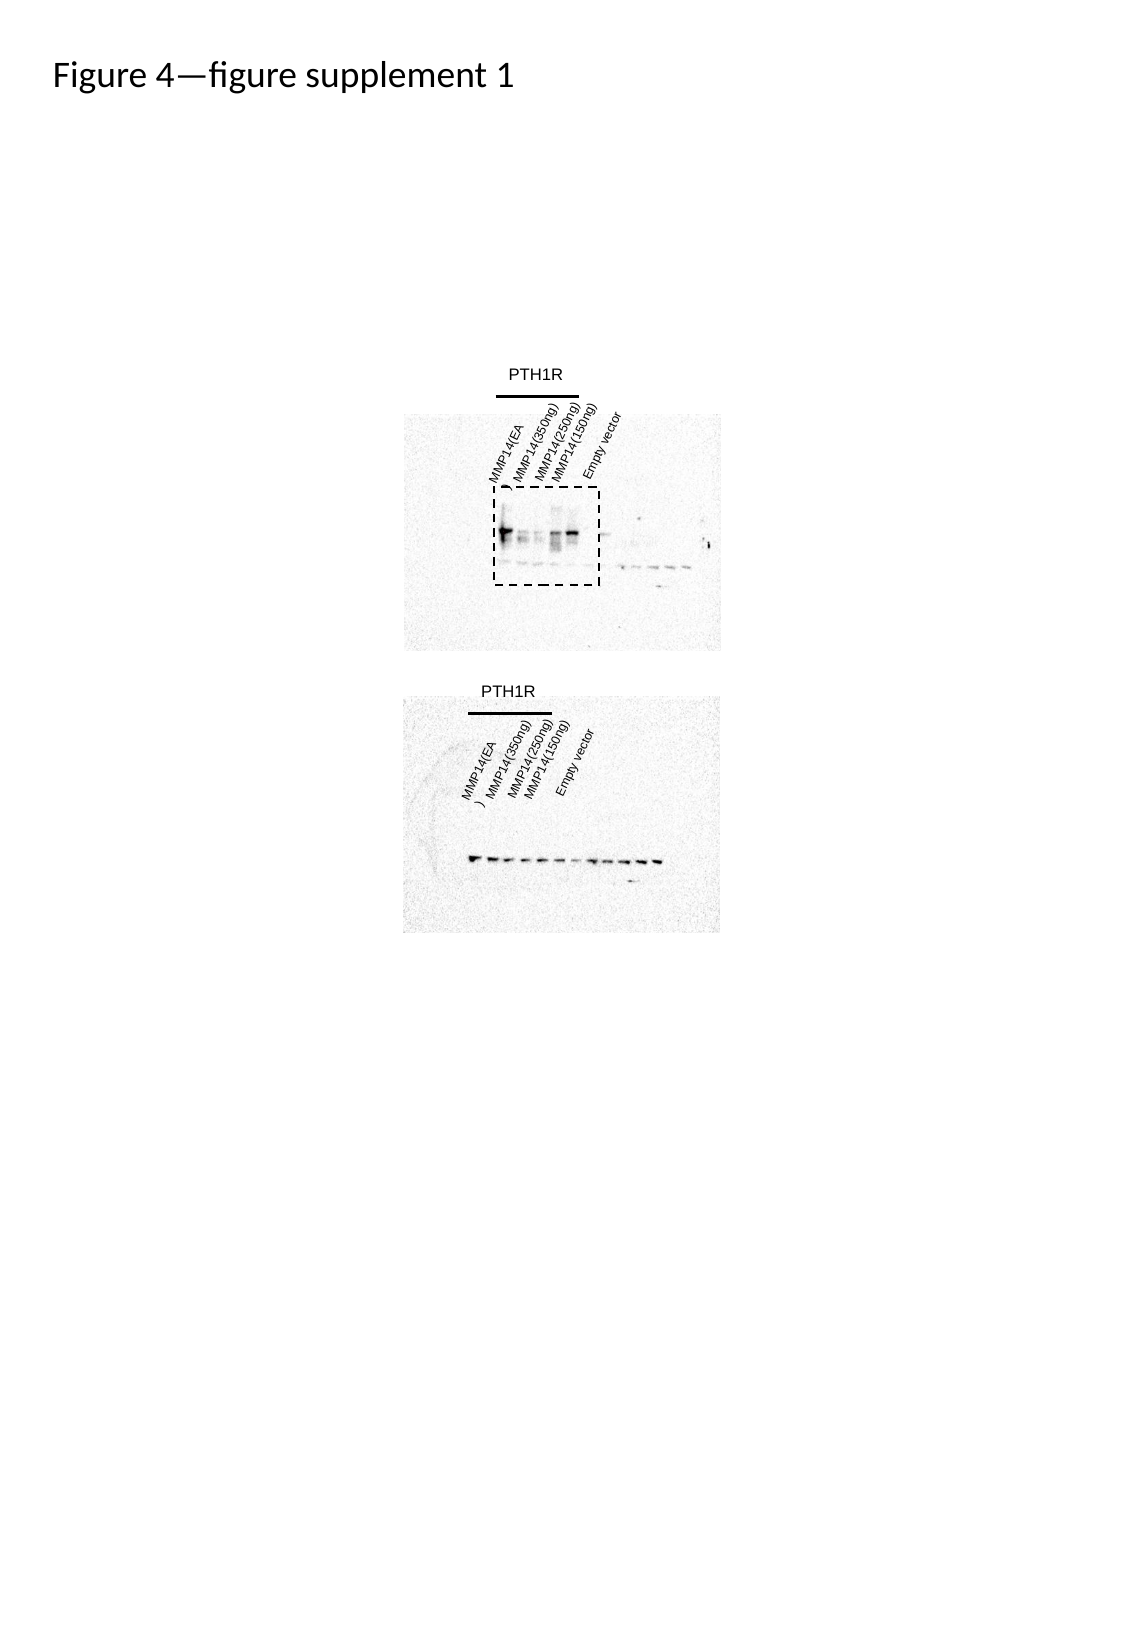

Figure 4—figure supplement 1
PTH1R
Empty vector
MMP14(250ng)
MMP14(350ng)
MMP14(150ng)
MMP14(EA)
PTH1R
Empty vector
MMP14(250ng)
MMP14(350ng)
MMP14(150ng)
MMP14(EA)

# Supplementary material for: MMP14 cleaves PTH1R in the chondrocyte-derived osteoblast lineage, curbing signaling intensity for proper bone anabolism
**Source:** eLife. 2023 Mar 9;12:e82142. doi: 10.7554/eLife.82142
**Supplement:** Supplementary file 1.

List of Antibodies Used in this Manuscript

| <b>Antibody</b>            | <b>Source</b>  | <b>Catalogue number</b> | <b>ratio</b>                   |
|----------------------------|----------------|-------------------------|--------------------------------|
| <b>HA-tag</b>              | Immunoway      | YM3003                  | 1:5000                         |
| <b>MT1-MMP<br/>(MMP14)</b> | Abcam          | ab51074                 | 1:5000 for WB<br>1:200 for IHC |
| <b>RFP</b>                 | SCIGEN         |                         | 1:500 for IHC                  |
| <b>RFP</b>                 | Abcam          | ab123754                | 1:200                          |
| <b>GFP</b>                 | ThermoFisher   | A10262                  | 1:1000                         |
| <b>Osterix</b>             | Abcam          | ab22552                 | 1:200                          |
| <b>p-creb(S133)</b>        | Abcam          | ab43096                 | 1:200                          |
| <b>t-creb</b>              | Abcam          | ab32515                 | 1:1000                         |
| <b>p-erk</b>               | Cell Signaling | CS4370                  | 1:2000                         |
| <b>t-erk</b>               | Cell Signaling | CS                      | 1:1000                         |
| <b>PTH1R</b>               | ThermoFisher   | MA5-15676               | 1:1000                         |
| <b>PTH1R</b>               | ThermoFisher   | PA3-205                 | 1:5000                         |
| <b>His-tag</b>             | Immunoway      | YM3004                  | 1:1000                         |
| <b>β-actin</b>             | Sigma          |                         |                                |

List of ISH probes used in this Manuscript

| Gene    | Plasmid name | Enzyme                         | Description                                                                                                      |
|---------|--------------|--------------------------------|------------------------------------------------------------------------------------------------------------------|
| Col1a1  | pSp65-1      | HindIII/Sp6(AS)                | This plasmid contains a 0.8 kb gene fragment of the mouse <i>Col1a1</i> gene                                     |
| Col2a1  | pNJ61        | HindIII/T7(S)<br>EcoRI/T3(AS)  | This plasmid contains a 0.5kb cDNA fragment from exon 1 to 5 of mouse <i>Col2a1</i> gene                         |
| Col10a1 | pRK26        | EcoRI/Sp6(AS)<br>HindIII/T7(S) | This plasmid contains a 0.35kb cDNA fragment of exon 3 and 3' untranslated region from mouse <i>Col10a1</i> gene |
| Mmp14   | pMT1E4       | EcoRI/Sp6(AS)<br>HindIII/T7(S) | This plasmid contains a 300bps fragment from Exon 4 of <i>Mmp14</i> gene                                         |
| Mmp13   | M collase    | HindIII/T7(AS)                 | 731 bps derived from mouse <i>Mmp13</i> AvrII-HindIII fragment                                                   |
| Sox9    | pSox9.5a     | BamHI/T3(S)<br>HindIII/T7(AS)  | This plasmid contains a 0.5kb DNA from 3' to the mouse <i>Sox9</i> gene.                                         |
| Opn     | mOP          | EcoRI/SP6(AS)                  | This probe was derived from mouse Osteopontin mRNA fragment(157-1144)                                            |

How the deposited data were processed for this re-analysis (not part of the article)

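The P6 library is the only sample used here. It was made from the pooled cells of 2 tibiae of 1 male mouse, and its 4 sequencing entries hold 1 library. The values are UMI counts as deposited by the authors, who made them with Cell Ranger v3.1.0 on mm10 with the tdTomato and WPRE sequences added, as stated in the paper's methods and in the file headers. The annotation release that the authors used is not given in the sources used here. The gene matrix was deposited as a count of UMIs per gene and barcode for 14181 barcodes, without normalization. A separate count matrix of 98 exogenous sequences, such as tdTomato, WPRE and EGFP, covers 6794880 barcodes and was joined to it by barcode. How the sequences other than tdTomato and WPRE were chosen is not given in the sources used here. Of the 31053 gene identifiers, 30934 matched the GENCODE M21 annotation of GRCm38, from which coordinates were taken. The P56 sample was not analysed here.

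Cells with at least 1600 genes, at most 10% mitochondrial UMIs and at most 50% UMIs of ribosomal protein genes were kept. The minimum of genes is the paper's, and the other limits were chosen here. Python 3.11.15 with scanpy 1.11.5, anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, pandas 2.3.3, igraph 0.11.9 and matplotlib 3.10.9 was used, with a fixed seed of 1. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes and 30 principal components were taken, and Leiden clustering was run at resolution 1 on 20 neighbours. All Mmp genes, Pth1r, tdTomato and WPRE were left out of the variable genes. Osteogenic cells were clustered again at resolution 0.6. For clustering, genes had to be found in at least 3 cells.

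Clusters were named from 14 marker lists. The rule that applies the lists was revised after the clusters had been seen, and its limits were set then. The genes of each cluster were ranked by their fold against all other cells, with 10 CPM added. A cluster took the list with the most markers among its top 10 genes, and ties went to the higher mean z-score across clusters. It needed at least 3 markers at 10 CPM. A cluster with no marker among its top genes also needed a mean z-score of at least 1 and at least the overall median depth divided by 3, except that it was called leukocyte-like with at least 50 CPM of Ptprc and under 5000 CPM each of Col1a1 and Col2a1. Chondrocyte names needed at least 5000 CPM of Col2a1 and more Col2a1 than Col1a1, osteoblast names no less Col1a1 than Col2a1, both under 50 CPM of Ptprc, and other names under 5000 CPM of each collagen gene. Chondrocyte-like or osteoblast-like clusters with Top2a in more than 50% of cells were called proliferating. Sub-clusters were named when at least 1 marker of a subpopulation, and no more markers of another cell type, was among their top genes, with at least 3 markers at 10 CPM and under 50 CPM of Ptprc. This left 4 clusters with 377 cells (4.57% of the cells kept) without a name, and no resting chondrocyte-like, osteocyte-like or skeletal muscle-like class. Because these limits were set after the clusters had been seen, naming leukocytes by markers only was added as an alternative. It changed 7 of 153 values, none of them a main result. Names rebuilt in this way may differ from those of the study.

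A cell counted as HC-derived with more than 14 WPRE UMIs, as in the paper. Gene levels are UMIs summed over a class per 1000000 UMIs of the class (CPM), with exact Poisson intervals, and shares carry exact Clopper-Pearson intervals, both at 95%. They cover counting error only. Log2 ratios were taken with 1 CPM added, and the interval of a mean within the 4 subpopulations combines the counting errors of its 4 ratios. With 1 mouse there was no test, p-value or standard error, and cells were not treated as replicates. Shares of cells with a UMI were compared after thinning each cell to 5000 UMIs without replacement, with shallower cells left out. For 0 counts, the limit of 3 counts was used. Similarity is the Pearson correlation of log2 CPM over genes with at least 10 CPM in either group.

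The median depth was 8235 UMIs per barcode, 13957 per cell kept, 18295 per chondro-osteogenic cell and 12864 per osteogenic cell. Doublets were called with Scrublet at an expected rate of 10%, which marked 588 of 14181 barcodes (4.15%). They were kept, since the paper's text names no doublet removal, and left out in an alternative.

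Genes named in the text are those that the paper names for P6, the 7 Mmp genes with at least 10 CPM in a chondro-osteogenic class, genes of Figure 1—source data 4 that the text names or whose direction differed, and 5 genes in each direction with the largest log2 ratio between HC-derived and non-HC-derived osteogenic cells. The last were taken outside the 38 genes of that table, from genes with at least 50 CPM in either group, at least 100 UMIs and the same direction in the 4 subpopulations. The marker lists, the limits on cells, the settings of the clustering, the rule for naming genes and 28 of the 31 alternatives were set before the data were examined, when the paper's tables had been seen. The other 3 alternatives and the limits of the naming of clusters were set after it. Published tables that were held only in part were used gene by gene and not for overlaps or enrichment tests.

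The code for log2 ratios, for ratios within subpopulations and for thinning was tested on simulated data.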

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

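All tests in this part were chosen only after the results had been seen. Both results are signals in data that the paper did not analyse.

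EGFP was counted 57 times in the chondro-osteogenic cells of the P6 library, although the genotype given for this mouse names no GFP allele. The UMIs lay in HC-like cells (15), mature osteoblast-like cells (20), immature osteoblast-like cells (11) and pre-HC-like cells (11), with 0 in maturing and proliferating chondrocyte-like cells. If reads of the reporter transcript had been assigned to EGFP, these UMIs would gather in cells above the WPRE cutoff as WPRE does. They did so for 49.1% (interval 35.6 to 62.7%), against 89.4% of the WPRE UMIs. If free RNA or barcodes swapped with another library carried EGFP, it would fall on chondro-osteogenic cells as their share of the cells kept, 39.4%. Of the EGFP UMIs in the cells kept, 98.3% (interval 90.8 to 99.96%) were in these cells.

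The paper used a Col1a1-GFP transgene in other mice. If the P6 mouse carried it, EGFP would gather in osteogenic cells as Col1a1 does, with 98.3% of the Col1a1 UMIs of the chondro-osteogenic cells. Of the EGFP UMIs, 54.4% lay in osteogenic cells (31 of 57, interval 40.7 to 67.6%), so this transgene does not account for those in HC-like and pre-HC-like cells.

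The mouse carries 1 inactive Irx5 allele, and whether that allele holds EGFP is not given in the sources used here. That EGFP is expressed together with Irx5 was tested after the levels of both in each class, and the share of cells with Irx5 in each class, had been seen. Of the 50 chondro-osteogenic cells with EGFP, 68% had an Irx5 UMI (34 cells, interval 53.3 to 80.5%). In cells of the same class nearest in depth the share was 52.4%, 53.2%, 52.9% and 51.6% with 5, 10, 20 and 50 such cells for each, so the interval began only just above it each time. For Irx3 the share was 50% (interval 35.5 to 64.5%), against 47.2% with 20 such cells. By class, without matching for depth, Irx5 was found in 12 of 13 cells with EGFP and 72 of 92 others in HC-like, 13 of 15 and 195 of 366 in mature osteoblast-like, and 7 of 11 and 207 of 807 in pre-HC-like cells. Immature osteoblast-like cells went the other way, with 2 of 11 and 202 of 930. Blood vessel-like cells had 0 EGFP UMIs, where the ratio to Irx5 of the chondro-osteogenic cells would give 3.11. EGFP expressed from the Irx5 locus may explain the pattern, as a hypothesis found and tested on the same few UMIs, in which cells are not replicates.

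Of the 100 smooth muscle or pericyte-like cells, 8 were above the WPRE cutoff, a share of 8% (interval 3.52 to 15.2%), against 3 of 3323 leukocyte-like and red blood cell-like cells (0.0903%). The paper reports no HC-derived share for such cells. If osteogenic cells in the same droplets carried the WPRE, their abundant transcripts would lie near 100% of the level needed in these 8 cells. This was taken for 9 profiles of HC-derived osteogenic cells, each with at least 20 cells and at its own mean level of WPRE, since some hold little Col1a1. The highest median was 16.2%, with 20 of 20 transcripts under 50%, and in the cluster with 796 CPM of Col1a1 it was 5.92% (19 of 20). Col1a1 stood at 2081 CPM in the 8 cells, above the 769 CPM of the other cells of the class. If HCs in the same droplets carried all the WPRE, Col10a1 would need 15971 CPM. That is above the 11309 CPM of HC-like cells, so no mixture could reach it, and falling short of it decides nothing. In the 8 cells 0 Col10a1 UMIs were counted, which allows up to 30.5 CPM and leaves little room for HC RNA. Rgs5, a pericyte marker, stood at 11460 CPM in them and 10882 CPM in the other cells of the class, and Scrublet marked 0 of them. Under the alternatives the share ran from 3%, with at least 1 tdTomato UMI, to 9%, with WPRE above 9. With at most 5% mitochondrial UMIs and with 20 principal components the class did not separate. No biological explanation was tested here, because the design has no second condition, and 8 cells of 1 mouse leave open whether HC descendants enter this class.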

How the results depend on the processing

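Of the 31 alternatives, 3 were chosen only after the data were seen (unnamed sub-clusters left out, the Aspn-rich sub-cluster left out, leukocytes named by markers only). They gave 2601 values, of which 1786 stayed close to the main value, 813 moved and 2 reversed. Among 440 values of the main results, 124 moved, and each is given below. Except where a sentence names how an alternative works, the cause was not tested.

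The direction of the 38 genes held for 37 or 38 of them under the 23 alternatives that bear on it. Mmp14 and Mmp13 stayed higher in immature osteoblast-like than in HC-like cells under the 15 alternatives that bear on it, with log2 ratios of 2.70 to 4.16 (main 3.04) and 0.78 to 3.64 (main 1.45). The HC-derived share of osteogenic cells ran from 8.85 to 24.5% (main 22.3%). Haemoglobin left out of the totals, 10 CPM added before the log2 ratio, 10 terms per class and leukocytes named by markers only moved none of these results.

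Both reversals came with the mean within subpopulations. The log2 ratio of Car3 went from 0.72 to -0.40, and that of Pth1r from 0.35 to -0.053. Both intervals, -0.98 to 0.17 and -0.21 to 0.100, include 0, so the sign changed without a clear direction the other way. For Car3 the subpopulations differed, with -2.76 in progenitor-like cells, 29 of which were HC-derived, -0.01 in immature, 1.01 in proliferating and 0.15 in mature cells.

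With at least 1000 genes per cell, the HC-derived share was 66.9% in HC-like cells and 1.27% in the immature subpopulation. The log2 ratios of Mmp14 and Mmp13 were 3.51 and 1.91. Immature, proliferating and mature cells made up 17.8%, 12.0% and 22.9% of the osteogenic cells, proliferating chondrocyte-like cells 0% and proliferating osteoblast-like cells 4.85% of the chondro-osteogenic cells. With at least 2000 genes, the Mmp14 and Mmp13 ratios were 3.72 and 2.84, the immature share 26.9%, and the proliferating shares 3.70% for chondrocyte-like and 4.68% for osteoblast-like cells.

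With at most 5% mitochondrial UMIs, 4864 cells were kept and 2053 were chondro-osteogenic, which follows from the stricter limit. The HC-derived share fell to 10.2% of immature osteoblast-like cells, 12.9% of the immature subpopulation and 8% of progenitor-like cells (main 14.1%). The Mmp14 and Mmp13 ratios were 3.83 and 2.87, co-detection in non-HC-derived cells 38.9%, the immature share 10.7%, the proliferating chondrocyte-like share 4.24%, the similarity of HC-derived and non-HC-derived cells 0.932 and the correlation of tdTomato with WPRE 0.637. Mmp14 in HC-like cells fell to 33.3 CPM (leukocyte-like 13.3, red blood cell-like 2.71) and the log2 ratio of Mmp9 to 0.30. With at most 20%, the HC-derived share of HC-like cells was 38.7%, the Mmp14 and Mmp13 ratios 3.81 and 2.53, the immature and mature shares 27.9% and 20.1%, the proliferating chondrocyte-like share 0%, and the share of GO term genes 90.7%.

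With at most 40% ribosomal protein UMIs, the immature and mature shares were 21.3% and 22.3%. With no such limit, the proliferating chondrocyte-like share was 0%. With Scrublet doublets removed, the HC-derived share of the immature subpopulation was 7.90%, the proliferating and mature shares 12.6% and 23.5%, the proliferating chondrocyte-like and osteoblast-like shares 3.89% and 5.00%, and the similarity 0.964.

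At Leiden resolution 0.6, the Mmp14 and Mmp13 ratios were 3.73 and 2.93, the proliferating and mature shares 11.6% and 21.8%, the proliferating chondrocyte-like and osteoblast-like shares 0% and 4.77%, and the similarity 0.964. At resolution 1.5, the ratios were 3.68 and 2.82, the immature, proliferating and mature shares 21.7%, 11.8% and 21.8%, the proliferating osteoblast-like share 4.83%, and the similarity 0.964.

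With 3000 variable genes, the HC-derived share was 50.3% in HC-like cells and 20.6% in progenitor-like cells, and the Mmp14 and Mmp13 ratios were 4.16 and 3.64. Progenitor-like, immature, proliferating and mature cells made up 5.11%, 29.1%, 12.8% and 20.9%, and the proliferating chondrocyte-like and osteoblast-like shares were 6.27% and 5.26%. With 20 principal components, the HC-derived share was 13.4% in immature osteoblast-like cells and 19.7% in osteogenic cells, the Mmp13 ratio 1.30, co-detection in non-HC-derived cells 44.6%, the mature share 19.5%, the proliferating chondrocyte-like and osteoblast-like shares 0% and 4.82%, and the similarity 0.945. With Mmp genes, Pth1r and the reporter left in, the immature, proliferating and mature shares were 29.2%, 11.9% and 21.9%, and the proliferating osteoblast-like share 4.82%.

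By construction, a lower cutoff for HC-derived cells raised the shares and a higher one lowered them. With WPRE above 9, 91.4% of HC-like cells were HC-derived. With WPRE above 19, the HC-derived share was 75.2% in HC-like cells, 13.1% in immature osteoblast-like cells, 17.9% in osteogenic cells, 8.25% in progenitor-like cells and 15.0% in the immature subpopulation, and the similarity was 0.963. With at least 1 tdTomato UMI, it was 47.6% in HC-like cells, 6.27% and 15.2% in immature and mature osteoblast-like cells, 8.85% in osteogenic cells, and 4.85%, 6.88%, 10.9% and 15.1% in the progenitor-like, immature, proliferating and mature subpopulations, with co-detection in HC-derived cells at 37.6% and a similarity of 0.963. With WPRE scaled to depth, it was 54.3% in HC-like cells, which are the deepest class, and 28.3% in mature osteoblast-like cells, with a similarity of 0.967.

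Co-detection of Mmp14 and Pth1r depends on depth by construction. In HC-derived and non-HC-derived cells it was 15.0% and 17.1% with 2 UMIs for detection, 26.1% and 33.01% when thinned to 3000 UMIs, and 83.4% and 79.2% with no thinning. With the mean over cells, the Mmp14 and Mmp13 ratios were 2.70 and 0.78 and the similarity 0.958. The similarity was 0.958 over genes with at least 50 CPM and 0.986 over all detected genes.

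With the second clustering at 0.4, progenitor-like, proliferating and mature cells made up 24.0%, 11.8% and 22.2%, 27.8% of progenitor-like cells were HC-derived, and the proliferating osteoblast-like share was 4.79%. At 1.0, progenitor-like and mature cells made up 19.1% and 22.0%. With the unnamed sub-clusters left out, progenitor-like, immature, proliferating and mature cells made up 20.4%, 31.6%, 12.6% and 35.4% of fewer cells, co-detection in non-HC-derived cells was 52.2% and the similarity 0.973. With the Aspn-rich sub-cluster left out, the mature share was 29.6% and the similarity 0.975.

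Some classes gave no value under an alternative because they did not separate, namely proliferating chondrocyte-like cells with at least 1000 genes per cell, at most 20% mitochondrial UMIs, no limit on ribosomal protein UMIs, Leiden resolution 0.6 and 20 principal components, maturing chondrocyte-like cells at Leiden resolution 0.6, pericyte-like cells with at most 5% mitochondrial UMIs and with 20 principal components, and the immature subpopulation with the second clustering at 0.4. All alternatives were run.

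Depth limits what can be said about small classes. The HC-like class rests on 105 cells, its intervals cover counting error only, and with 1 mouse no value can be set against the variation between mice.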

Differences from the paper's values

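After filtering, 8255 P6 cells were kept here, and the paper's value is 3420. The paper also left out clusters expressing Ptprc, which hold 3209 of the 8255 cells, so these are unlike groups. Outside those clusters lay 5046 cells here, within the tolerance factor of 1.5 used for counts. The paper's text gives no limits for mitochondrial and ribosomal protein UMIs. Of the 12 alternatives set before the data were examined that bear on it, taken over all cells kept, only the limit of at most 5% mitochondrial UMIs, with 4864 cells, came within the tolerance, and the other 11 did not. Outside the Ptprc clusters 10 of the 12 came within it, and at least 1000 genes per cell (5529 cells) and at most 20% mitochondrial UMIs (5376 cells) did not. The number of chondro-osteogenic cells, 3256 here, did not differ from the paper's by this measure.

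Proliferating osteoblast-like cells made up 3.93% of the P6 chondro-osteogenic cells, and the paper's value is 6%. A share counted as different only beyond its counting error and where the larger value was more than 1.5 times the smaller. Under the alternatives counted here the share stayed below 6%, from 3.60% to 5.26%, so not differing means within this factor. Of the 14 alternatives set before the data were examined, 10 did not differ from the paper's value: at least 1000 or 2000 genes per cell, no limit on ribosomal protein UMIs, Scrublet doublets removed, Leiden resolution 0.6 or 1.5, 3000 variable genes, 20 principal components, the Mmp genes, Pth1r and reporter left in, and the second clustering at 0.4. The other 4, with at most 5% or 20% mitochondrial UMIs, at most 40% ribosomal protein UMIs, or the second clustering at 1.0, differed. As a share of the osteogenic cells, the proliferating subpopulation made up 9.68% here and about 18% in Fig. 1I, read by eye, as the paper's value. At least 1000 genes per cell (12.0%), Scrublet doublets removed (12.6%) and 3000 variable genes (12.8%) did not differ from it. The other 11 of the 14 alternatives did. All 14 lay below the paper's value, from 9.08% to 12.8%. The cell counts printed in the paper's text and legend give a somewhat lower share. Which alternatives differ therefore rests on the reading by eye.

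The log2 fold changes in Figure 1—source data 4 come from the osteogenic cells of P6 and P56 together, a wider group than the P6 cells used here. On the same scale, of mean counts per 10000 plus 1, the values here and the paper's values differed for 7 genes that the text names or that encode MMPs. Mmp9 was 1.32 here and 1.4996 as the paper's value. With 20 principal components (1.46) and with WPRE above 9 (1.47) it did not differ, and under the other 14 of 16 alternatives it did. Car3 was 0.72 here and 0.60 as the paper's value, and only WPRE scaled to depth (0.59) did not differ. For the other genes all 16 alternatives set before the data were examined differed from the paper's value. Ibsp was 1.51 here and 1.21 as the paper's value, Mmp13 0.81 and 0.60, Igfbp5 -1.11 and -0.72, Postn -2.45 and -1.58, and Col3a1 -3.26 and -2.39. The direction was the same for all 7 genes. The column is labelled log2, and the base was checked over the 38 genes. On a natural log scale, the values here are 0.92 for Mmp9, 0.50 for Car3, 1.04 for Ibsp, 0.56 for Mmp13, -0.77 for Igfbp5, -1.70 for Postn and -2.26 for Col3a1. Of the 38 genes, 22 lay nearer to the paper's values on the natural scale and 16 on the base 2 scale, with median absolute differences of 0.17 and 0.18. Of the 10 genes higher in HC-derived cells, 6 lay nearer on base 2, and of the other 28 genes 18 lay nearer on the natural scale, as did 6 of the 7 genes named above. The slope of the paper's values on those here was 0.76 on base 2 and 1.096 on the natural scale. Within the counting interval lay 8 of the 38 genes on base 2 and 2 on the natural scale, and 0 of the 7 on either, so the series matches on neither scale and the base was kept as labelled.

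In the paper, HC-derived osteoblasts appeared randomly dispersed among the osteogenic cells of P6 and P56. At P6 alone, the sub-clusters of the immature subpopulation held 52.6% and 0.971% HC-derived cells, and the Aspn-rich sub-cluster 0.893%. The sub-clusters of mature cells, at 33.02% and 35.3%, were alike at resolution 0.6, and at resolution 1.0 mature sub-clusters ran from 3.19% to 57.1%.

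The paper states that Mmp14 is not expressed in HCs. It stood at 85.3 CPM in HC-like cells, where 33.3% of cells thinned to equal depth had a UMI, against 6.19% of leukocyte-like and 4.51% of red blood cell-like cells. It was 52.7 CPM (24.4%) at Leiden resolution 0.6, 53.4 CPM (24.1%) at resolution 1.5 and with at least 2000 genes per cell, and 39.9 CPM (18.8%) with 3000 variable genes, and at resolution 1.5 leukocyte-like cells stood at 39.5 CPM (11.4%). With at most 5% mitochondrial UMIs the share was 8.47%, with an interval (2.81 to 18.7%) that includes the 5.24% of leukocyte-like cells and lies narrowly above the 1.21% of red blood cell-like cells, and the level was 33.3 CPM, above the 13.3 and 2.71 CPM of these classes. The statement that Mmp14 is enriched in immature osteoblasts has the same direction here (709 CPM).

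The paper states that Mmp13 was expressed in the P6 chondrocyte populations. At equal depth the share of maturing, proliferating and pre-hypertrophic chondrocyte-like cells with an Mmp13 UMI (6.53%, 6.67% and 3.67%) was not above that of leukocyte-like cells (6.75%), and lay below it in pre-hypertrophic cells. None was separable from that of red blood cell-like cells (4.19%). Thinning treats free RNA as rising with depth, so it can understate deeper classes against background. The thinned shares therefore do not decide the paper's statement. In CPM, maturing (88.8) and proliferating (70.6) cells were above leukocyte-like cells (25.2), pre-hypertrophic cells (25.5) were at their level, and all 3 were above red blood cell-like cells (8.41). The order against leukocyte-like cells changed between alternatives. Under a limit of 5% mitochondrial UMIs, maturing (9.24) and proliferating cells (6.49) were below leukocyte-like cells (17.7) and not above red blood cell-like cells (10.1). Clusters of maturing cells stood at 19.4 and 196 CPM, and those of pre-hypertrophic cells at 5.38 and 50.8 CPM. Before thinning 17.0%, 22.4% and 14.4% of the maturing, proliferating and pre-hypertrophic cells had a UMI, against 13.2% of leukocyte-like cells. HC-like cells (1196 CPM) were above all of these.

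The paper counts Car3 among the genes that are higher in HC-derived osteoblasts. Over all P6 osteogenic cells it was higher (log2 ratio 0.72), and the mean within the subpopulations was -0.40 (interval -0.98 to 0.17). It was higher in HC-derived proliferating (1.01) and mature cells (0.15), lower in progenitor-like cells (-2.76, with 29 HC-derived cells) and near 0 in immature cells (-0.01).

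The paper gives ranges for the shares of the osteogenic subpopulations and for the HC-derived share within them. The progenitor-like subpopulation lay below both ranges here, at 15.6% of the osteogenic cells and 14.1% HC-derived. With the second clustering at 0.4 it lay within both, at 24.0% and 27.8%. Its HC-derived share also lay within the range with WPRE above 9 (17.5%), WPRE scaled to depth (18.0%) and 3000 variable genes (20.6%). With the unnamed sub-clusters left out, a choice made after the data were seen, it made up 20.4% of the named cells. The other P6 subpopulations lay within the range of HC-derived shares.

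The paper names a resting chondrocyte cluster and an osteocyte cluster at P6. Neither name was given here in the clustering of all cells. For resting chondrocytes this rests on the naming rule, since Dlk1 and Sfrp5 of the resting list were among the leading genes of 519 maturing chondrocyte-like cells. When the osteogenic cells were clustered on their own, 34 mature cells led by Phex, Dmp1 and Sost formed a sub-cluster.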

Other observations

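The tests of the mixing of cells, of doublets, of free RNA and of osteoclast RNA were chosen only after the results had been seen. Those of depth, of reporter signal below the cutoff, of the mix of subpopulations and of the Aspn-rich sub-cluster were set before their values were computed. No biological explanation was tested in this part, because the design has 1 mouse and no condition to compare.

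In the P6 osteogenic cells, the immature subpopulation fell into a sub-cluster with 52.6% and another with 0.971% HC-derived cells. Depth does not account for this, since with WPRE scaled to each cell's depth the shares were 58.8% and 1.46%. Reporter signal just below the cutoff does not either, as 0.971% of the cells of the latter and 8.77% of the former had 5 to 14 WPRE UMIs. If doublets with HCs had brought all the WPRE, the 60 HC-derived cells of the former would need 20075 CPM of Col10a1. That is above the 11309 CPM of HC-like cells, so no doublet could reach it, and falling short of it decides nothing. The level itself, 19.7 CPM (15 UMIs), was like the 16.3, 20.0 and 21.6 CPM of the immature osteoblast-like clusters, which leaves little room for HC RNA. Called doublets could not be weighed, as Scrublet marked 0% of the 114 cells. Mmp14 stood at 1076 CPM in the former and 778 CPM in the latter, Mmp13 at 8666 and 1605 CPM, Mmp9 at 4658 and 98.7 CPM, and Postn at 202 and 1057 CPM. The Mmp genes took no part in the clustering. The tests argue against a technical origin as far as they go, and a link between descent from HCs and the state of immature osteoblasts stays a hypothesis.

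Mmp14 UMIs were found in 33.3% of HC-like cells at equal depth. Free RNA alone would give at most the share of the background classes, 6.19% and 4.51%, so it falls short of the main value. This bound holds for the classes as a whole, since Mmp14 ran from 3.81 to 186 CPM between their clusters. At Leiden resolution 1.5 the share was 24.1% (interval 15.6 to 34.5%), against 11.4% of leukocyte-like cells. With at most 5% mitochondrial UMIs the share was 8.47% (interval 2.81 to 18.7%), against 5.24% of leukocyte-like and 1.21% of red blood cell-like cells (interval 0.393 to 2.796%). The share leaves free RNA open there, while the level of 33.3 CPM (interval 26.2 to 41.7) lay above the 13.3 CPM (interval 11.8 to 15.1) and 2.71 CPM of these classes. If RNA of another class in the same droplets carried the Mmp14, that class's abundant transcripts would lie near 100% of the level needed. Their median was 20.5% for mature osteoblast-like cells (15 of 20 transcripts under 50%), 3.50% for blood vessel-like cells (18 of 20) and 18.8% for osteoclast-like cells (16 of 20). The last class is mixed. Its 73 cells without a UMI of the macrophage genes C1qa, C1qb and C1qc gave 25.9% (15 of 20), and its 312 cells with such a UMI 16.4% (17 of 20). For immature osteoblast-like cells, which would have to make up 12.0% of the RNA, the median was 93.9% (8 of 20 under 50%) and decides nothing, since some of the transcripts lie far above the level needed (Ibsp 2352%, Spp1 1106%) and others far below it (Cxcl12 2.80%, Fstl1 11.3%, Col3a1 12.1%), all named after their values were seen. The median, the count under 50% and medians by cluster had left the question open, and a 4th way of asking it was then added. Its limit of 100 CPM and the numbers of transcripts left out were chosen after those values and a trial of it had been seen. A combination of profiles was sought that brings the most Mmp14 while no other transcript with at least 100 CPM in a profile passes its upper counting limit in HC-like cells. Any combination of 50 profiles of immature osteoblast-like cells brought at most 15.4% of the Mmp14 level, and 103 profiles of all classes other than chondrocytes at most 16.1%. With 5 and 10 limiting transcripts left out the share was 39.95% and 43.7% for the former. These were found stepwise, not over every set of transcripts, so they are not upper limits, and leaving out a larger number would raise them. Under the 12 alternatives for filtering and clustering the former bound ran from 13.7% to 28.0% (19.3% with at most 5% mitochondrial UMIs), with 5 transcripts left out it passed 50% in 1 of them (51.5%) and with 10 in 3 (55.3%, 58.8% and 52.5%). Mixing does not account for the Mmp14 of HC-like cells as a whole, and a part of it stays open. Expression of Mmp14 in HC-like cells stays a hypothesis.

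The log2 ratios of the 38 genes between HC-derived and non-HC-derived osteogenic cells were weighed against a different mix of subpopulations. The median gene kept 77.8% of its log2 ratio within the 4 subpopulations, so the mix of these 4 does not account for most of it in the median gene. Of the 38 genes, 6 kept under 50%, among them Ibsp (0.64 within, against 1.46) and Car3 (-0.40, interval -0.98 to 0.17, against 0.72), and for these it stays open. The Aspn-rich sub-cluster, with 1 HC-derived cell, does not account for the 28 genes that are higher in non-HC-derived cells, which kept a median of 93.3% without it. The 4 subpopulations do not hold cell state fixed, since the immature sub-clusters held 52.6% and 0.971% HC-derived cells. Ratios within the immature subpopulation therefore also reflect the difference between these sub-clusters. A different mix of states inside a subpopulation was not tested and stays open as a source of the ratios.

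Mmp9 was higher in HC-derived osteogenic cells. If RNA of the osteoclast-like class had brought it, Acp5 would stand at 1378 CPM there. It stood at 25.9 CPM in HC-derived and 26.9 CPM in non-HC-derived cells. With the profile of the 73 cells of the class without a C1q UMI, which had 2707 CPM of Mmp9, Acp5 would stand at 923 CPM, and all 20 of the abundant transcripts lay under 50% of the level needed (median 17.4%). Osteoclasts with another profile stay open.

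Outside the 38 genes, the rule given with the processing named the 5 genes with the largest log2 ratio in each direction among those with at least 50 CPM in either group, at least 100 UMIs and the same direction in all 4 subpopulations. Higher in HC-derived osteogenic cells were Slpi (1.77; 61.5 and 17.3 CPM), Anxa3 (1.59), Asb4 (1.55), Ackr3 (1.31) and Skap2 (1.27). Lower were Fndc1 (-4.22; 2.02 and 55.2 CPM), Col14a1 (-4.00), Eln (-3.62), Abi3bp (-2.73) and Dkk3 (-2.002). Within the subpopulations the mean was 2.03 for Slpi and -2.07 for Fndc1. Fndc1 and Col14a1 are among the leading genes of the Aspn-rich sub-cluster.

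The library was labelled male. The Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d were counted 10919, 6498, 2294 and 1121 times in the cells kept, and Xist 31 times, or 0.149% of the 5 genes' UMIs.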
